# Massive expression of cysteine-containing proteins causes abnormal elongation of yeast cells by perturbing the proteasome

**DOI:** 10.1093/g3journal/jkac106

**Published:** 2022-04-29

**Authors:** Shotaro Namba, Hisaaki Kato, Shuji Shigenobu, Takashi Makino, Hisao Moriya

**Keywords:** yeast, fluorescent protein, cytotoxicity, protein burden, heat shock response, morphology, proteasome

## Abstract

The enhanced green fluorescent protein (EGFP) is considered to be a harmless protein because the critical expression level that causes growth defects is higher than that of other proteins. Here, we found that overexpression of EGFP, but not a glycolytic protein Gpm1, triggered the cell elongation phenotype in the budding yeast *Saccharomyces cerevisiae*. By the morphological analysis of the cell overexpressing fluorescent protein and glycolytic enzyme variants, we revealed that cysteine content was associated with the cell elongation phenotype. The abnormal cell morphology triggered by overexpression of EGFP was also observed in the fission yeast *Schizosaccharomyces pombe*. Overexpression of cysteine-containing protein was toxic, especially at high-temperature, while the toxicity could be modulated by additional protein characteristics. Investigation of protein aggregate formation, morphological abnormalities in mutants, and transcriptomic changes that occur upon overexpression of EGFP variants suggested that perturbation of the proteasome by the exposed cysteine of the overexpressed protein causes cell elongation. Overexpression of proteins with relatively low folding properties, such as EGFP, was also found to promote the formation of SHOTA (Seventy kDa Heat shock protein-containing, Overexpression-Triggered Aggregates), an intracellular aggregate that incorporates Hsp70/Ssa1, which induces a heat shock response, while it was unrelated to cell elongation. Evolutionary analysis of duplicated genes showed that cysteine toxicity may be an evolutionary bias to exclude cysteine from highly expressed proteins. The overexpression of cysteine-less moxGFP, the least toxic protein revealed in this study, would be a good model system to understand the physiological state of protein burden triggered by ultimate overexpression of harmless proteins.

## Introduction

Overexpression of proteins sometimes negatively affects cell function, but this mechanism is largely unknown. This is because the overexpression of a functional molecule, a protein, can have a variety of consequences based on its properties (Moriya 2015). While it is commonly believed that such dysfunction is caused by overexpression of cytotoxic proteins, this is not necessarily true. Even proteins that are harmless to the cell, when ultimately overexpressed, cause inhibition of proliferation by monopolizing the production resources of protein in the cell. This phenomenon is referred to as protein burden or protein cost (Dong *et al.* 1995; Snoep *et al.* 1995; Stoebel *et al.* 2008; Scott *et al.* 2010; Kafri *et al.* 2016; Eguchi *et al.* 2018; Farkas *et al.* 2018; Kintaka *et al.* 2020). Although protein burden appears to be a simple phenomenon, many details remain unclear, such as what are the main limiting molecules that cause growth inhibition and how cells cope with the abnormalities in growth caused by protein burden (Kafri *et al.* 2016, 2020; Farkas *et al.* 2018; Kintaka *et al.* 2020).

Importantly, protein burden can only be triggered by the overexpression of harmless proteins. This is because overexpression of harmful proteins causes growth inhibition at expression levels lower than the expression levels that overload the resources for protein synthesis (Moriya 2015; Eguchi *et al.* 2018; Kintaka *et al.* 2020). In other words, it is said that a protein (group) that causes protein burden is the one that can be expressed in the highest levels in the cell (and then, it causes growth inhibition). Therefore, in order to approach the phenomenon of protein burden, it is necessary to find suitable harmless proteins. Such proteins should not have any extra negative effects on cellular processes due to overexpression. They should not use extra resources in the cell other than synthesis, i.e. they should be localized in the cytoplasm and not use transport resources, they should be self-folding and not use folding resources, and they should be stable and not use resources for degradation. In addition, they must not bind nonspecifically to other proteins in the cell upon overexpression, and they must not perturb intracellular regulation. Overexpression of proteins that have characteristics producing those negative effects causes impairment of cellular functions related to their properties. Therefore, the nature of protein burden cannot be understood from the physiological state caused by the overexpression of such proteins. For example, overexpression of misfolding-prone proteins causes depletion of resources such as chaperones and proteasomes, and overexpression of transported proteins causes overloading of transporters (Geiler-Samerotte *et al.* 2011; Kintaka *et al.* 2016, 2020). This is related to the physiological conditions created by the excess of these proteins. The physiology of protein burden cannot be understood from the overexpression of these proteins, as these proteins should trigger growth inhibition at levels lower than those that cause protein burden (Moriya 2015; Kintaka *et al.* 2020).

In practice, however, it is difficult to know which proteins are harmless and suitable for investigating protein burden. In the absence of clear indicators of protein burden, the only approach to knowing which proteins are harmless enough to cause protein burden is to predict that they are likely to be harmless based on their known properties and to determine which proteins actually have the highest known expression levels that cause growth inhibition. Based on studies using the budding yeast *Saccharomyces cerevisiae* as a model for eukaryotic cells, enhanced green fluorescent protein (EGFP), the EGFP derivative yellow fluorescent protein (FP) Venus, and the red FP mCherry are considered to be such harmless proteins (Geiler-Samerotte *et al.* 2011; Kafri *et al.* 2016; Eguchi *et al.* 2018; Farkas *et al.* 2018; Kintaka *et al.* 2020). Although there are reports that these proteins can be toxic in mammalian and bacterial cells (Liu *et al.* 1999; Shemiakina *et al.* 2012; Ansari *et al.* 2016; Shen *et al.* 2017), they have no specific function in yeast and can be overexpressed in the largest quantities. They thus have been used as model proteins to analyze the cellular physiology of protein burden (Geiler-Samerotte *et al.* 2011; Kafri *et al.* 2016; Eguchi *et al.* 2018; Farkas *et al.* 2018; Kintaka *et al.* 2020). We have also found that several of the yeast glycolytic enzymes have overexpression limits equal to or greater than those of EGFP, and that these limits are determined independently of their enzymatic activity (Eguchi *et al.* 2018). In particular, Gpm1 has the highest overexpression limit among the glycolytic enzymes and may be the most appropriate candidate to investigate protein burden.

We have recently performed a comprehensive morphological analysis of cells overexpressing EGFP, Gpm1, and the active center mutant of Gpm1 and found that only cells overexpressing EGFP exhibit an abnormal cell elongation phenotype (Kintaka *et al.* 2020) (Fig. 1). The morphology of budding yeast is a complex trait affected by a variety of factors and is a more sensitive indicator of cellular dysfunctions than mere growth inhibition (Ohya *et al.* 2005). This suggests that EGFP overexpression causes abnormal cell function that does not occur with Gpm1 overexpression.

**Fig. 1.**
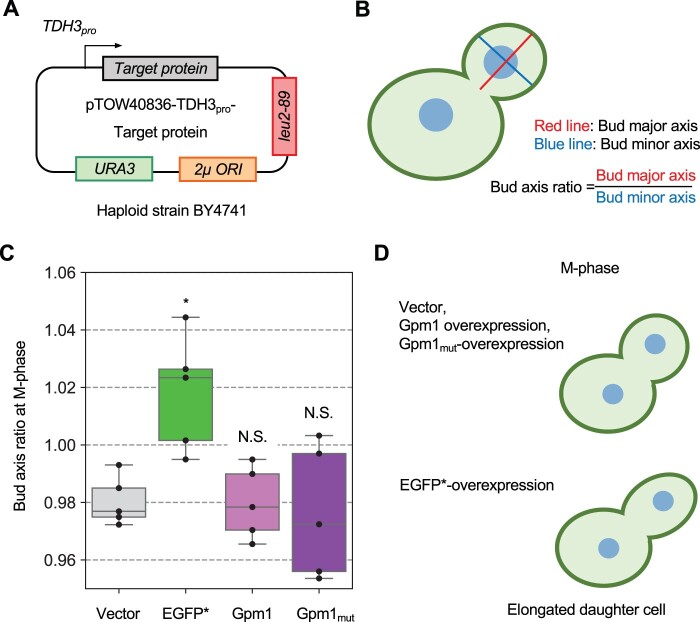
Overexpression of EGFP causes an abnormal cell elongation phenotype. a) Experimental setup of the analysis. Target proteins were expressed under the control of *TDH3* promoter (TDH3_pro_) using the multicopy plasmid pTOW40836. The haploid strain BY4741 was used as the host strain. The cells were precultured under –Ura conditions, and then cultured in YPD medium. b) Measurement of the “bud axis ratio at M phase (C114_C)” parameter using CalMorph software. The cell wall and nucleus are indicated with line and spots, respectively. c) Boxplots of the “bud axis ratio in M-phase (C114_C)” parameters for cells overexpressing the indicated proteins and the vector control. *: *P* < 0.05; NS: *P* > 0.05, likelihood ratio test; EGFP*, nonfluorescent EGFP mutant (Y66G); Gpm1mut, catalytically inactive Gpm1 mutant (H182A). d) Interpretation of the morphology of yeast cells overexpressing the indicated proteins. EGFP overexpressing strains only showed an “elongated daughter cell” phenotype.

In this study, we further analyzed the property of EGFP triggering the phenotype. By the comparison with other proteins, we found that the cysteine content was associated with the cell elongation phenotype. We further investigated the cause of cell elongation induced by overexpression of cysteine-containing proteins by analysis of aggregates, morphological analysis of mutants, and transcriptome analysis. As a result, we concluded that the perturbation of proteasomes by exposed cysteine may be the cause of cell elongation. The deleterious effect might explain the lower frequency of cysteine in more highly expressed proteins.

## Materials and methods

Strains, plasmids, assay kits, and reagents used in this study are listed in Supplementary Data 1.

### Strains, growth conditions, and yeast transformation

BY4741 was used for the CalMorph analysis (Fig. 1), and BY4743 was used for the other experiments. Cultivation and transformation of *S. cerevisiae* were performed as previously described (Amberg *et al.* 2005). Synthetic complete (SC) medium without uracil (Ura) and leucine (Leu) as indicated were used for yeast culture. Cells were cultivated at 30° otherwise noted. FY7652 was used as the fission yeast host strain. Cultivation and transformation of *Schizosaccharomyces* *pombe* were performed as previously described (Moriya *et al.* 2011). Edinburgh minimal medium (EMM) was used for yeast culture. Cells were cultivated at 30°.

### Plasmid construction

The plasmids were constructed by homologous recombination activity of yeast cells (Oldenburg 1997), and their sequences were verified by DNA sequencing.

### Genetic tug-of-war

In this study, we used the genetic tug-of-war (gTOW) method (Supplementary Fig. 1a) (Moriya *et al.*  2006, 2012), as a method to overexpress a target protein to a level that causes growth inhibition (in this study, this is referred to as “critical expression level”). In the gTOW method, the gene of the target protein is incorporated into the gTOW plasmid (here, pTOW40836) and introduced into yeast cells lacking *ura3* and *leu2* genes. The selection marker in this case is uracil (–Ura conditions). Since this plasmid has the replication origin of 2 µm plasmid (*2 µ ORI*), this plasmid becomes multicopy in the cell (about 30 in the case of the vector). When yeast cells carrying the plasmid are transferred to medium without leucine and uracil (–Leu/Ura conditions), the copy number of the plasmid in the cells increases (to about 120 in the case of the vector). This is because *leu2-89* on the plasmid is a *LEU2* allele with a large deletion in its promoter, so cells with higher plasmid copy numbers will grow faster in –Leu/Ura conditions. In other words, *leu2-89* acts as a bias to raise the plasmid copy number in –Leu/Ura conditions. If overexpression of the target protein inhibits proliferation, the plasmid copy number will be lower than the copy number that gives rise to the critical expression of that protein. In other words, the target gene acts as a bias to lower the plasmid copy number. The resulting tug-of-war between the selection biases created by the 2 genes leads to a target protein being expressed at close to the critical expression level in –Leu/Ura conditions (the green-colored area in Supplementary Fig. 1a). Based on our previous studies, FPs and glycolytic enzymes are expressed up to their critical expression levels when those proteins are expressed on the pTOW plasmid, by a strong *TDH3* promoter, and when the copy number of those plasmids is increased (Makanae *et al.* 2013; Kintaka *et al.* 2016; Eguchi *et al.* 2018). Depending on the target protein, expression under –Leu/Ura conditions is too strong for cells to proliferate. In this case, critical expression levels may be assessed in –Ura conditions (Eguchi *et al.* 2018). This is because *2 µ ORI* alone acts as a weak copy number elevation bias (Moriya *et al.* 2006). Thus, if cells harboring the gTOW plasmid incorporating the target gene show more growth retardation than the vector control, the protein is considered to be expressed at a critical expression level that causes growth inhibition. By examining these cells, we can understand the physiology of the cell when the target protein has reached its critical expression level. All “overexpression” in this study is based on the gTOW method, and it is assumed that all target proteins investigated in this study are expressed in critical amounts. Supplementary Fig. 1b shows the protein expression levels when moxGFP is overexpressed by the gTOW method as a reference example.

### Microscopic observation and morphological analysis

In the morphological analysis by CalMorph (Fig. 1), BY4741 cells overexpressing a nonfluorescent EGFP mutant (Y66G), Gpm1, or a catalytically inactive Gpm1 mutant (H182A) were cultivated until the early log phase (<5 × 10^6^ cells/ml) and fixed with formaldehyde (Fujifilm-Wako). We used nonfluorescent EGFP mutant (Y66G) (Zacharias and Tsien 2006), because its fluorescence disturbs the observation of the cell wall stained with FITC-conjugated concanavalin A. Cells were then triple-stained with FITC-conjugated concanavalin A (Sigma) for the cell wall, rhodamine-phalloidin (Thermo Fisher Scientific) for the actin cytoskeleton, and 4′,6-diamidino-2-phenylindole (Sigma) for nuclear DNA, as described previously (Ohya *et al.* 2005). Fluorescence microscopy images of the cells were acquired using an Axio Imager microscope equipped with a 6100 ECplan- Neofluar lens (Carl Zeiss, Oberkochen), a CoolSNAP HQ cooled-charge-coupled device camera (Roper Scientific Photometrics), and AxioVision software (Carl Zeiss). Micrographs of the cells were analyzed with CalMorph (ver. 1.2). The statistical analysis was performed from 5 biological replicates.

Cell elongation analysis in budding yeast (Fig. 2) was performed as follows (the analytical scheme was shown in Supplementary Fig. 2). BY4743 cells overexpressing a target protein were cultivated in SC–Ura or SC–Leu/Ura medium. Images of log-phase cells (OD660 = 0.8–1.0) were obtained and processed using the DMI6000 B microscope and Leica Application Suite X software (Leica Microsystems). The GFP and YFP fluorescence was observed using the GFP filter cube. Cells in the microscopic images were segmented using YeastSpotter (Lu *et al.* 2019). The morphological traits of the cells were analyzed by using CellProfiler (Ver.4.0.7) (Carpenter *et al.* 2006). For the analysis of cell elongation, we used the parameters “AreaShape_MajorAxisLength” and “AreaShape_MinorAxisLength.” We randomly chose 100 cells from 10 images for each experiment. The statistical analysis was performed on 300 cells derived from 3 biological replicates. We calculated the mean of cell axis ratio and performed Levene’s test for the statistical test. The cell elongation analysis in fission yeast (Fig. 3) was essentially the same as for budding yeast, except that the host cells were FY7652, cultured in EMM medium, and statistical analysis was performed on 200 cells derived from 2 biological replicates.

**Fig. 2.**
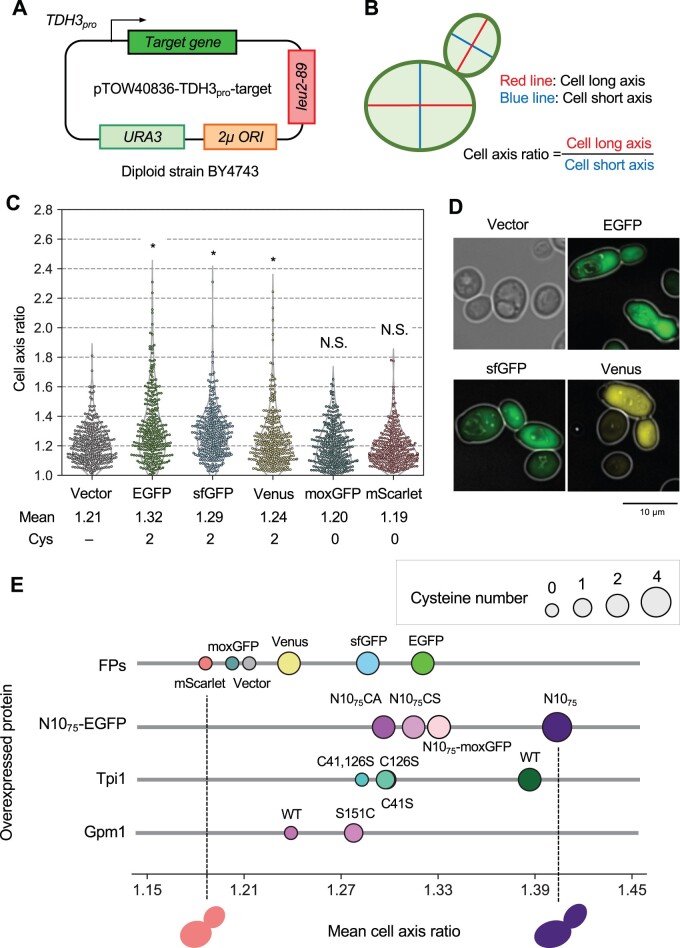
The cysteine content of overexpressed proteins is associated with the cell elongation phenotype. a) Experimental setup of the analysis. Target proteins were expressed under the control of *TDH3* promoter (TDH3_pro_) using the multicopy plasmid pTOW40836. The diploid strain BY4743 was used as the host strain. b) Measurement of the “cell axis ratio.” The round lines represent cell outlines. c) Swarm plot of cell axis ratio of cells overexpressing the indicated FPs and the vector control. Plots were based on 300 cells from 3 biological replicates. In comparison to the vector control, *: *P* < 0.05; NS: *P* > 0.05, Levene’s test with Bonferroni correction. The mean cell axis ratio (Mean) and the cysteine content (Cys) of each protein are also shown. The cells were cultured in –Leu/Ura conditions. d) Representative microscopic images of cells overexpressing EGFP, sfGFP, and Venus, as well as the vector control cells; for FP images, bright-field and pseudo-color fluorescence images were merged. e) Relationship between cysteine content and cell elongation phenotype. The mean cell axis ratio of cells overexpressing the indicated proteins is plotted. The size of the circles indicates the cysteine content of each protein. For N10_75_-GFP, except for N10_75_-moxGFP, the N10_75_ sequences were bound to EGFP. The interpreted morphology of cells with the least (mScarlet overexpression) and most (N10_75_-EGFP overexpression) elongation is also shown.

**Fig. 3.**
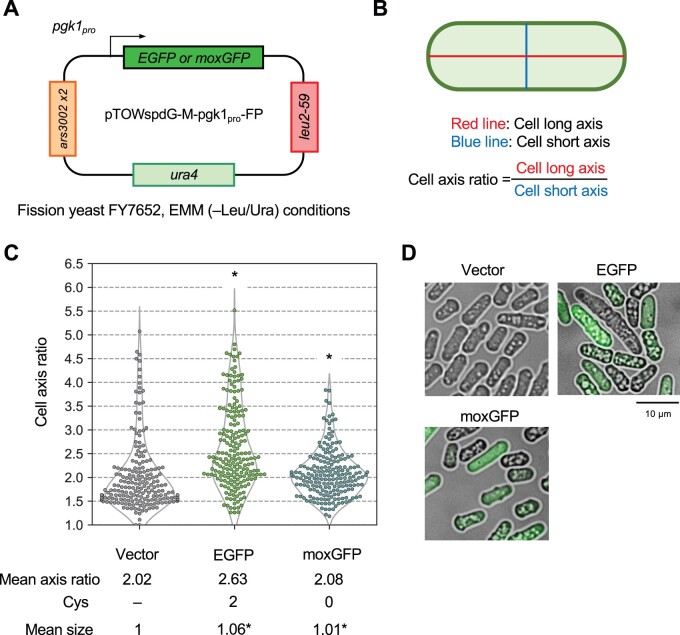
Overexpression of EGFP also causes abnormal cell growth phenotypes in the fission yeast *Schizosaccharomyces pombe*. a) Experimental setup of the analysis. The target proteins were expressed under the control of the *pgk1* promoter (pgk1_pro_) using the multicopy plasmid pTOWspdG-M. FY7652 was used as the host strain. Cells were cultured in EMM medium (−Leu/Ura). b) Measurement of the “cell axis ratio.” The rounded corner rectangle line represents the cell’s outline. c) Swarm plot of cell axis ratio of cells overexpressing EGFP and moxGFP and the vector control. Plots were based on 200 cells from 2 biological replicates. The mean cell axis ratio (Mean axis ratio), the cysteine content of each protein (Cys), and the mean cell size normalized with the vector control (Mean size) are also shown. In comparison to the vector control, *: *P* < 0.05; NS: *P* > 0.05, Levene’s test with Bonferroni correction. d) Representative microscopic images of cells overexpressing EGFP and moxGFP; for FP images, bright-field and pseudo-color fluorescence images were merged.

### Drug treatment

Yeast were incubated to OD660 of 1.0 and then each agent was added to the medium. Microscopic observations were performed before (0 point), 3 h after and overnight at 30°C after addition. Cycloheximide was added to a final concentration of 250 µg/ml and bortezomib to a final concentration of 100 µM/ml.

### Measuring growth rate and GFP fluorescence

Cellular growth and GFP fluorescence were measured by monitoring OD595 and Ex485 nm/Em 535 nm, respectively, every 10 min using an Infinite F200 microplate reader (Tecan). The max growth rate (MGR) was calculated as described previously (Moriya *et al.* 2006). Average values, SD, and *P*-values of Welch’s *t*-test were calculated from at least 3 biological replicates.

### Protein analysis

BY4743 cells overexpressing a target protein were cultivated in SC–Leu/Ura medium. The total protein was extracted from log-phase cells (OD660 = 0.9–1.0) with a NuPAGE LDS sample buffer (Thermo Fisher Scientific) after 0.2 mol/l NaOH treatment (Kushnirov 2000). For each analysis, the total protein extracted from 1 optical density (OD) unit of cells with OD660 was used. For total protein visualization, the extracted total protein was labeled with Ezlabel FluoroNeo (ATTO), as described in the manufacturer’s protocol, and separated by 4–12% sodium-dodecyl sulfate acrylamide gel electrophoresis (SDS-PAGE). Proteins were detected and measured using the LAS-4000 image analyzer (GE Healthcare) in SYBR–green fluorescence detection mode and Image Quant TL software (GE Healthcare). For detection of GFP, the SDS-PAGE-separated proteins were transferred to a PVDF membrane (Thermo Fisher Scientific). GFP was detected using an anti-GFP antibody (Roche), a peroxidase-conjugated secondary antibody (Nichirei Biosciences), and a chemiluminescent reagent (Thermo Fisher Scientific). The chemiluminescent image was acquired with a LAS-4000 image analyzer in chemiluminescence detection mode. The GFP and its aggregation levels were estimated as shown in Supplementary Fig. 13. We measured the GFP level in arbitrary unit (AU) as the relative intensities of GFP band within the total protein separated by SDS-PAGE, and the aggregation level in AU as the relative intensity of laddered bands above the GFP band detected by the Western blot using α-GFP antibody. Average values, SD, and *P*-values of Welch’s *t*-test were calculated from 3 biological replicates.

### High-temperature sensitivity assay

BY4743 cells overexpressing a target protein were cultivated until log-phase (OD_660_ = 0.5–0.6) in SC–Leu/Ura medium at 30°C or 38°C. Images of cells were acquired and segmented in the same manner as in “Microscopic observation and morphological analysis.” To detect dead cells, we stained cells by propidium iodide or SYTOX Green (Thermo Fisher Scientific), whose fluorescence was obtained using A (for UV) or RFP filuter cubes, respectively. To calculate the percentage of dead cells, at least 300 cells were obtained from 3 biological replicates. For yeast spot assays, BY4743 cells overexpressing a target protein were cultivated for 5 h (OD_660_ = 0.7–0.9) in SC–Ura medium at 30°C. Serial dilutions of each strain were made (OD_660_ = 0.5 × 10°–10^−3^) and plated on SC–Leu/Ura medium. Plates were incubated at 30°C or 38°C and then imaged after 5 days.

### Cell fractionation and detection of GFP

BY4743 cells with an overproduction plasmid were cultured overnight at 30°C in 25 ml SC–Leu/Ura medium. Cells were collected, cells were suspended in 1 ml of PBST [10 mM phosphate buffered saline (pH 7.4), 0.001% Tween 20] with Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific). Glass beads were added to the cell suspension and the tube was vortexed 3 times for 2 min. The sample was chilled on ice for 3 min between vortexing. The cell lysate was centrifuged at 20,000 g for 10 min, and the supernatant was transferred to another tube. The precipitates were washed 5 times with 1 ml of PBST. The final precipitates were suspended in 100 ml of PBST. The sample was treated with NuPAGE sample buffer (ThermoFisher) at 70°C for 10 min, and the proteins were separated by SDS-PAGE. Total protein and GFP were detected by Ezlabel FluoroNeo and western blotting with GFP antibodies as described above.

### RNA-seq analysis

BY4743 cells overexpressing EGFP or moxGFP were cultured in SC–Leu/Ura medium and harvested at the logarithmic growth phase. RNA extraction was performed according to (Köhrer and Domdey 1991). The purified RNA was quality checked by BioAnalyzer (Agilent) or MultiNA (Shimazu), and the concentration was measured by Qubit (Thermo Fisher Scientific). Purified RNA was stored at −80°C until subsequent experiments. cDNA libraries were prepared using the TruSeq Stranded Total RNA kit (Illumina), using half the protocol of the TruSeq RNA library prep kit. The library was prepared by adding 1 µl of 142.8-fold diluted ERCC RNA Spike-in mix (Thermo Fisher Scientific) to 4 µg of total RNA. Sequencing of cDNA libraries was performed by pair-end sequencing on an illumina NextSeq 550 (Illumina). Three biological duplicates were analyzed for all strains. The sequences were checked for read quality by FastP (Chen *et al.* 2018), and then aligned using Hisat2 (Kim *et al.* 2019). The aligned data were formatted into bam files by Samtools (Li *et al.* 2009) and quantified by StringTie (Pertea *et al.* 2015). Finally, expression level variation analysis was performed by EdgeR (Robinson *et al.* 2010). For visualizing transcriptome distribution, Proteomaps (Liebermeister *et al.* 2014) was used with a custom treemap template. The raw data were deposited into Gene Expression Omnibus (accession number: GSE178244). Processed data used in Fig. 7 and Supplementary Fig. 22 is attached as Supplementary Data 2. GO enrichment analysis was performed using the Gene Lists function on the SGD website (www.yeastgenome.org/).

### Amino acid content analysis

The amino acid sequences of budding yeast 5,696 named proteins were obtained from *Saccharomyces* Genome Database (https://www.yeastgenome.org/). For protein expression levels, we used data from the literature (Kulak *et al.* 2014), which investigated protein expression levels in yeast. Highly expressed proteins were defined as those with a copy number greater than 100,000. The relative frequency of each amino acid was calculated as the actual frequency of occurrence in the proteome divided by the probability of occurrence if the proteins were randomly selected from all codons. The probability of occurrence was calculated as the number of codons encoding each amino acid divided by the number of codons excluding the termination codon [e.g. for cysteine, 2/(64–3)]. The data used in this analysis are provided in Supplementary Data 3.

### Biased differentiation of amino acid composition of genes after whole genome duplication due to their expression level

To investigate how amino acid composition and expression level of ohnologs, which are duplicated genes derived from whole genome duplication 100 million years ago, have differentiated, we obtained 548 ohnolog pairs in *S.* *cerevisiae* from the Yeast Gene Order Browser (http://wolfe.gen.tcd.ie/ygob). We downloaded their amino acid sequences from the Ensembl database (http://www.ensembl.org), and counted the number of each amino acid for each sequence. We used yeast Ribo-Seq data (Ingolia *et al.* 2009) as protein synthesis rate data. Firstly, we tested our hypothesis in which an ohnolog with higher expression levels had the lower number of cysteine in the sequence than its ohnolog partner. We classified ohnolog pairs into 2 groups, which are (Class *A*) ohnolog pairs with higher expression level and the smaller number of cysteine (Class *B*) ohnolog pairs with higher expression level and the larger number of cysteine (Fig. 8b), and investigated whether the number of (*A*) was statistically larger than that of (*B*) by exact binomial test. Note that we did not use ohnologs pairs having the same number of cysteine in their amino acid sequences. We did the same analysis for other amino acids, and showed their log_2_ ratio (*B*/*A*) in Fig. 8c. The data used in this analysis are provided in Supplementary Data 3.

## Results

### Overexpression of EGFP causes abnormal cell elongation

In this study, we used the genetic tug-of-war (gTOW) method (Moriya *et al.*  2006, 2012) (Supplementary Fig. 1), as a method to overexpress a target protein to a level that causes growth inhibition (in this study, this is referred to as “critical expression level”) (see *Materials and Methods* for more detail). We recently performed a comprehensive morphological analysis of budding yeast cells overexpressing EGFP, Gpm1 and an active center mutant of Gpm1 (Gpm1_mut_) using the CalMorph software (Ohya *et al.* 2005). These overexpressing strains were thought to be under protein burden, and commonly showed abnormal actin localization (Kintaka *et al.* 2020). Unexpectedly, however, we noticed that only the cells overexpressing EGFP exhibited a “cell elongation phenotype” (Fig. 1). Figure 1, a and b shows the plasmids for overexpression of each target protein and the analysis of one of the parameters “bud axis ratio at M-phase (C114_C)” in relation to the cell morphology of the daughter cells. As shown in Fig. 1c, significantly higher bud axis ratio at M-phase were found only in the cells overexpressing EGFP (*P < *0.05, Likelihood ratio test), but not in the cells overexpressing Gpm1 and Gpm1_mut_ cells. These results indicate that EGFP has properties that Gpm1 does not, and these properties are observed as abnormal cell elongation upon overexpression (Fig. 1d).

### Cysteine content of overexpressed proteins is associated with the cell elongation phenotype

To characterize the properties of EGFP causing cell elongation, we analyzed the morphology of cells overexpressing each of the 5 FPs with different properties (Fig. 2, a–d). While we used essentially the same plasmid as above to overexpress FPs, we used the diploid strain BY4743 instead of the haploid strain BY4741 in subsequent analyses (Fig. 2a). This is because BY4743 shows a more pronounced cell elongation phenotype than BY4741 (data not shown), probably because the diploid strains have a bipolar budding pattern (Freifelder 1960; Chant and Herskowitz 1991). We assessed the cell elongation phenotype by measuring the cell axis ratio as shown in Fig. 2b (analytical detail is shown in Supplementary Fig. 2). As shown in Fig. 2, c and d, cells overexpressing EGFP, sfGFP, and Venus contained significantly more cells undergoing cell elongation than vector controls (corrected *P < *0.05, Levene’s test), whereas no significant cell elongation was observed in strains overexpressing moxGFP and mScarlet. We note that the elongation phenotype of EGFP-overexpressing cells becomes more pronounced upon passaging (Supplementary Fig. 3).

The only difference between sfGFP and moxGFP used in this study was the cysteine content (Supplementary Fig. 4), which led us to believe that cysteine content should be a characteristic of the FP causing cell elongation. Note that the cell elongation exhibited by sfGFP-overexpressing cells is significantly milder than that of EGFP-overexpressing cells (corrected *P < *0.05, Levene’s test), suggesting that characteristics other than cysteine content are also related to cell elongation (see below).

To ascertain that cysteine content is related to the cell elongation phenotype, we next examined the effects of overexpression of EGFP with a 10-amino acid sequence containing 2 cysteines added to the N-terminus (N10_75_-EGFP; Supplementary Fig. 5a). The N10_75_ sequence was isolated from a random 10-amino acid sequence that increased the toxicity of EGFP when added to the N-terminus (Moriya 2020). As shown in Supplementary Fig. 5, b and c, cells overexpressing N10_75_-EGFP showed an even stronger cell elongation phenotype than those of EGFP. When the cysteine in the N10_75_ sequence was replaced with serine or alanine (N10_75_CS-EGFP and N10_75_CA-EGFP, Supplementary Fig. 5a), the degree of cell elongation returned to the same level as that of EGFP (Supplementary Fig. 5b). Furthermore, the addition of the N10_75_ sequence to moxGFP caused significantly more cell elongation than moxGFP (Supplementary Fig. 5, a, b, and d). These results further support the relationship between cysteine content and cell elongation.

To further confirm whether the above idea that overexpression of cysteine-containing proteins causes cell elongation is applicable to proteins other than FPs, we next analyzed the glycolytic enzymes Tpi1 and Gpm1 (Supplementary Fig. S6). Tpi1 and Gpm1 have been found to have the highest critical expression levels in yeast and are considered to be harmless proteins (Eguchi *et al.* 2018). Tpi1 contains 2 cysteines, while Gpm1 does not contain any cysteine (Supplementary Fig. 6a). We replaced 2 cysteines (C41 and C126) in Tpi1 with serines, and 1 serine (C151) in Gpm1 with a cysteine. We chose S151 in Gpm1 because the serine corresponding to this position is cysteine in a fungal ortholog (Supplementary Fig. 6b), and this substitution should have only minor effects on the function and stability of Gpm1. Overexpression of Tpi1 causes cell elongation, but substitution of cysteines mitigated this cell elongation (Supplementary Fig. 6c). In contrast, the addition of cysteine to Gpm1 exacerbated cell elongation upon overexpression (Supplementary Fig. 6d). That is, the cysteine-linked cell elongation phenotype was also seen with the overexpression of proteins other than FPs.

Figure 2e summarizes the relationship between the cysteine content of the overexpressed proteins and the cell elongation phenotype. The cysteine content of the overexpressed proteins in this study is clearly linked to the phenotype of cell elongation (*r *=* *0.80, *P = *0.00039, Supplementary Fig. 7). Note that when comparing different proteins, the cysteine content alone does not explain the degree of cell elongation. For example, overexpression of Venus with 2 cysteines causes the same degree of cell elongation as overexpression of Gpm1 without cysteines. Thus, the cell elongation phenotype would also be influenced by factors other than cysteine content. We also note that this cell elongation phenotype does not appear to be associated with an increase in cell size (Supplementary Fig. 8, a–d). The cell size of the overexpressing strains exhibiting a cell elongation phenotype is not larger than that of controls; rather, there is a weak inverse correlation between cell size and cell elongation phenotype (*r* = –0.25, Supplementary Fig. 8e). Regarding the relationship between the expression level of each FP and cell size, *r *=* *0.36 for EGFP was the maximum, but no higher correlation was found for the overexpression of any of the FPs (Supplementary Fig. 9). Thus, the reported increase in cell size due to overexpression of the red FP mCherry (Kafri *et al.* 2016) did not occur with the overexpression of these FPs in our experimental conditions.

### The cell elongation phenotype caused by overexpression of cysteine-containing EGFP is also observed in evolutionarily distant fission yeast

To ascertain whether the cell elongation phenotype caused by cysteine-containing protein is a conserved phenomenon in eukaryotic cells, we next observed cell morphology upon overexpression in fission yeast, which is evolutionarily distantly related to budding yeast. Using the gTOW plasmid for fission yeast (Moriya *et al.* 2011), we measured the cell axis ratio of fission yeast when EGFP and moxGFP were overexpressed from the *pgk1* promoter (Fig. 3, a and b). As shown in Fig. 3, c and d, only cells overexpressing cysteine-containing EGFP, but not cysteine-free moxGFP, showed more elongated cells than the vector control. Note that overexpression of moxGFP also produced a statistically significant difference in the distribution of cell populations compared with the vector control (corrected *P < *0.05, Levene’s test), but no elongated cell was observed. These results suggest that the cell elongation phenotype caused by overexpression of cysteine-containing proteins is triggered by a conserved mechanism in eukaryotic cells. In the case of fission yeast, overexpression of EGFP and moxGFP resulted in a significant cell size increase (Fig. 3c).

### Overexpression of cysteine-containing proteins is toxic, but the toxicity is modulated by additional protein properties

We next assessed whether the cysteine content of a protein is related to the cytotoxicity of the protein—the degree of growth inhibition in overexpression. We first compared the growth rates of strains overexpressing N10_75_-EGFP and its 2 cysteine substitutes shown in Supplementary Fig. 5a. This is because these proteins differ only in their cysteine content outside the folded EGFP structure, and thus their expression levels can be directly compared by measuring the fluorescence of EGFP in cells. As shown in Fig. 4a, the substitution of cysteine residues in the N10_75_ sequence for serine or alanine significantly mitigated the growth inhibition despite their increased expression (*P < *0.05, Welch’s *t*-test with Bonferroni’s multiple test correction). This result suggests that overexpression of cysteine-containing proteins is toxic.

**Fig. 4.**
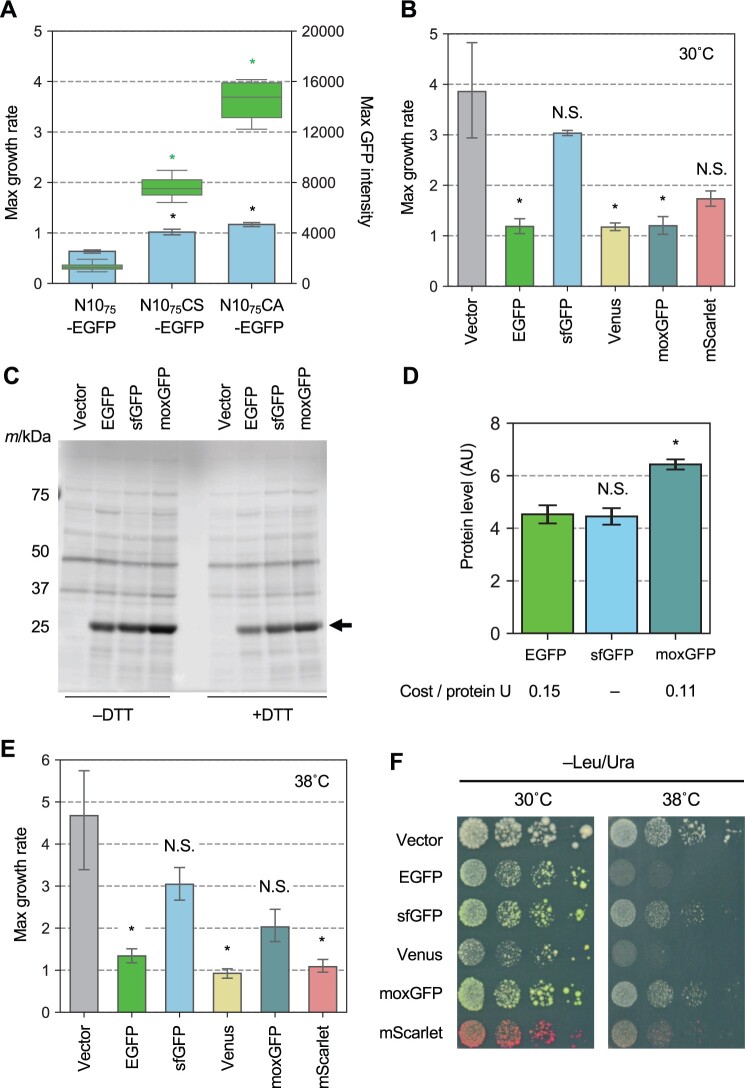
Adverse effects of overexpression of FPs on growth. a) MGR and GFP fluorescence of cells overexpressing indicated N10-EGFP. In comparison to N10_75_-EGFP-op, *: *P* < 0.05, NS: *P* > 0.05, Welch’s test with Bonferroni correction. The bars and error bars show the mean and SD of the MGRs calculated from 8 biological replicates. Box plots show GFP fluorescence obtained from the 8 biological replicates. Asterisks indicate the MGR and GFP fluorescence tests. b) MGR of cells overexpressing indicated FPs at 30°C. The bars and error bars show the mean and SD of the MGRs calculated from 8 biological replicates. In comparison to the vector control, *: *P* < 0.05; NS: *P* > 0.05, Welch’s test with Bonferroni correction. c) Gel image of SDS-PAGE-separated proteins extracted from cells overexpressing FPs. All proteins were separated after staining with a fluorescent dye. The arrow indicates the position of GFP. d) Quantification of FP expression. The intensity of the FP bands separated by SDS-PAGE as (c) was quantified, as shown in Fig. 5 and Supplementary Fig. 1a. The bars and error bars represent the mean and SD of the 3 biological replicates. In comparison to EGFP, *: *P* < 0.05; NS: *P* > 0.05, Welch’s test with Bonferroni correction. The cost per protein unit was calculated by dividing the growth rate retardation in (b) by the protein level. e) MGR of cells overexpressing indicated FPs at 38°C. The bars and error bars show the mean and SD of the MGRs calculated from 8 biological replicates. In comparison to the vector control, *: *P* < 0.05; NS: *P* > 0.05, Welch’s test with Bonferroni correction. f) Viability of cells overexpressing each FP at 30°C and 38°C. Diluted series of cells were spotted on agar medium and then cultured for 5 days. All cells in this figurine were cultured under –Leu/Ura conditions.

Next, we analyzed the growth inhibition caused by the overexpression of FPs. As shown in Fig. 4b and Supplementary Fig. 10a, the growth inhibition caused by the FPs did not necessarily correspond to their cysteine content. In particular, the degree of growth inhibition of cysteine-containing EGFP and Venus and cysteine-free moxGFP was almost equally strongest, whereas cysteine-containing sfGFP did not cause significant growth inhibition. However, it should be noted that under the –Leu/Ura conditions in the gTOW method, as shown in Supplementary Fig. 1, the expression level of the target protein is autonomously adjusted to reach its critical expression level. Furthermore, critical expression levels can only be assessed when growth inhibition is observed in –Leu/Ura. In strains that do not show proliferation inhibition, the target proteins should not reach their critical expression levels. Therefore, we next measured the protein levels of EGFP, sfGFP, and moxGFP under –Leu/Ura conditions (Fig. 4, c and d). The expression level of moxGFP was about 1.4-fold higher than that of EGFP (Fig. 4d). Because overexpression of EGFP and moxGFP produced approximately the same growth inhibition (resulting in the same cost, Fig. 4b), we can say that moxGFP is about 1.4-fold less toxic than EGFP. On the other hand, the expression level of sfGFP was similar to that of EGFP under these conditions (Fig. 4d). Overexpression of sfGFP did not cause significant growth inhibition under these conditions (Fig. 4b). This indicates that while the amount of sfGFP measured here does not reach its critical expression level, the toxicity of sfGFP is at least lower than that of EGFP. At present, we do not know why sfGFP is not expressed to the level that causes growth inhibition in our experimental setup. Taken together, the cysteine-containing proteins exhibit cytotoxicity that the cysteine-less proteins do not, but which is also affected by the different properties of proteins.

Previous studies have shown that the proliferation inhibition induced by the overexpression of the 2 cysteine-containing Venus is more pronounced at higher temperatures (Farkas *et al.* 2018). We thus next investigated whether this adverse effect at high temperatures is related to cysteine content. We examined the growth of strains overexpressing 5 FPs at 38°C and found significant growth inhibition in 3 overexpressing strains, except for those overexpressing sfGFP and moxGFP (Fig. 4, e and f; Supplementary Fig. 10b). This proliferation inhibition was likely due to enhanced cell death at high temperatures in the overexpressing strains of these proteins; cells overexpressing EGFP, Venus, and mScarlet showed reduced cell viability, and gave more dead cells at 38°C (Supplementary Figs. 10 and 11). As mentioned above, although the expression levels of sfGFP probably does not reach its critical level and therefore cannot be simply compared, sfGFP did not show a strong decrease in viability at 38°C despite the inclusion of cysteine. In addition, mScarlet showed strong growth inhibition at 38°C despite the absence of cysteine. These results suggest that the cysteine content of a protein is not necessarily associated with reduced survival at high temperatures in strains overexpressing that protein. It should be mentioned here that the mechanism of growth inhibition caused by overexpression of GFP-based proteins and a red fluorescent mScarlet at high temperatures may be different. As shown in Supplementary Fig. 11, mScarlet-overexpressing strains show strong accumulation of mScarlet to the cell surface and aggregation at high temperature, whereas green FPs do not. The DsRed-based red FPs are known to form aggregates in cells and show toxicity (Shemiakina *et al.* 2012).

Importantly, cysteine-free moxGFP reaches a higher critical expression level than EGFP (Fig. 4), but still does not cause a decrease in viability at high temperatures (Supplementary Fig. 12). This implies that the inhibition of growth at high temperatures (educed viability) is caused by some specific property of EGFP, Venus, and mScarlet, and is not a general phenotype of protein burden that should occur due to the extreme overexpression of nonharmful proteins.

### Overexpression of EGFP causes protein aggregation via the S–S bond, but this may not be directly related to the cell elongation phenotype

We previously showed that overexpression of the cysteine-containing glycolytic proteins Eno2, Pgk1, and Tpi1 leads to S–S bond-mediated protein aggregation (Eguchi *et al.* 2018). It has also been reported that Tpi1 aggregates in an oxidative stress-dependent manner and that cysteine is required for this aggregation (Ford *et al*. 2019). Therefore, we hypothesized that S–S bond-linked protein aggregation might be related to the cell elongation phenotype and analyzed the intracellular properties of 3 GFP variants (EGFP, sfGFP, and moxGFP) by SDS-PAGE and western blotting. As expected, cell extracts from EGFP-overexpressing cells contained EGFP aggregation, which was seen as a high-molecular-weight ladder band (Fig. 5a; Supplementary Fig. 13b). This aggregation was lost upon treatment with the reducing agent dithiothreitol (DTT) (Fig. 5a; Supplementary Fig. 13c), suggesting that it was composed of S–S bonds. The formation of the aggregates was not lost by treatment of the cells with N-ethylmaleimide, a blocking-agent of free thiol group (Supplementary Fig. 14), suggesting that the formation of the aggregates occurred within the cells rather than during protein extraction. The level of aggregation formation was lower in the overexpressing strain of sfGFP than that of EGFP, and no aggregation was observed in the overexpressing strain of moxGFP (Fig. 5a; Supplementary Fig. 14). These results confirm that overexpression of cysteine-containing GFP causes the formation of aggregates linked by the S–S bond. Because the 2 cysteines present in EGFP and sfGFP are located within the molecule rather than on the surface of the GFP molecule (Supplementary Fig. 15), the S–S bond-mediated aggregation should be composed by GFP molecules that are not properly folded. Although sfGFP, like EGFP, contains 2 cysteines, the amount of aggregation caused by its overexpression was significantly lower than that of EGFP (Supplementary Fig. 13b, corrected *P < *0.05, Welch’s *t*-test). Thus, cysteine content is not the sole determinant of aggregation. This may be due to the fact that sfGFP folds faster and is less prone to misfolding than EGFP (Pédelacq *et al.* 2006; Eguchi *et al.* 2018). It is also possible that the amino acid substitutions that sfGFP possesses may affect the reactivity of cysteine residues, although sfGFP can also fold properly in oxidative environments (Aronson *et al.* 2011).

**Fig. 5.**
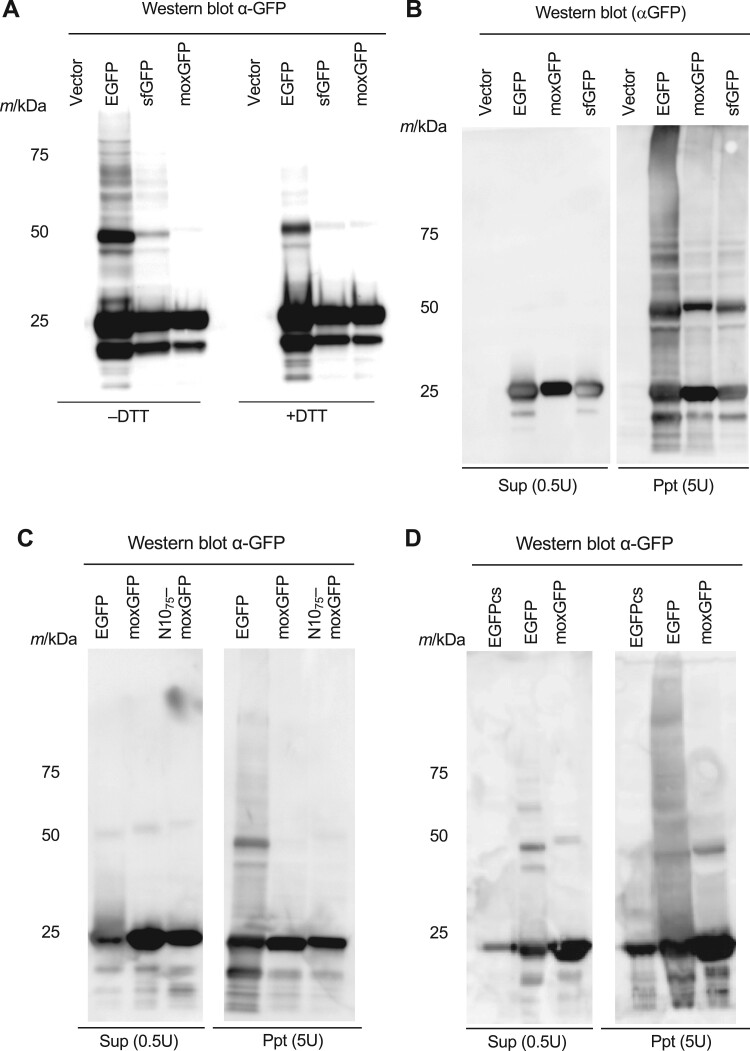
Overexpression of EGFP causes protein aggregation via the S–S bond. a) Western blotting image of proteins extracted from cells overexpressing EGFP, sfGFP, and moxGFP. Anti-GFP antibodies were used for detection. DTT-untreated (–DTT) and DTT-treated (+DTT) samples are shown. Cells cultured in –Ura were used. Western blotting images of proteins within the soluble (Sup) and insoluble (Ppt) fractions of the cells overexpressing EGFP, sfGFP, and moxGFP (c); EGFP, moxGFP, and N10_75_-moxGFP (c); EGFPcs, EGFP, and moxGFP (d). Anti-GFP antibodies were used for detection. U represents the amount of cells from which the electrophoresed protein is derived. 1U represents the amount of cells contained in 1 ml of culture showing OD_660_ of 1.0. Cells cultured in –Leu/Ura were used. The Western blotting images with the total protein images were shown in Supplementary Fig. 16.

We next fractionated cell extracts from the overexpressing strains and examined the status of EGFP, sfGFP, and moxGFP in each fraction. We found that all of them came to the insoluble fraction, but only EGFP aggregates (higher molecular-weight bands) were found in the insoluble fraction (Fig. 5b). This indicates that these FPs misfold and insolubilize at a certain frequency upon overexpression, but the effect on subsequent aggregate formation differs depending on their cysteine contents and folding properties. To determine whether high molecular weight aggregation, such as that formed by EGFP overexpression, is associated with cell elongation, we next performed cell fractionation and Western blotting on N10_75_-moxGFP overexpressing cells. As a result, far fewer high molecular weight aggregation bands were detected (Fig. 5c). Given that overexpression of N10_75_-moxGFP causes cell elongation (Fig. 2; Supplementary Fig. 5), aggregate formation itself may not be directly related to cell elongation.

### Overexpression of EGFP, but not moxGFP triggers severe cell elongation phenotype in mutant strains

We next attempted to determine the mechanism by which overexpression of cysteine-containing proteins causes cell elongation. To this end, we observed cell morphology upon overexpression of EGFP and moxGFP for 21 mutant strains that we had identified in previous studies as having exacerbated proliferation upon EGFP overexpression (Kintaka *et al.* 2020) (Supplementary Fig. 17). Since some of those include mutant strains of *ACT1* (*act1-3*, *act1-108*, *act1-121*, and *act1-132*) and other genes involved in cell polarity (*bem1Δ*, *cdc24-1*, *exo70-29/37*, *sgt1Δ*, and *sla1Δ*), we thought that the relationship between cell polarity and cell elongation upon EGFP overexpression would also be clear.

This analysis resulted in 8 mutant strains that showed a strong elongation phenotype only when EGFP, but not moxGFP, was overexpressed (Fig. 6a; Supplementary Fig. 17). None of these contained mutant strains of genes involved in cell polarity, suggesting that cell elongation caused by overexpression of EGFP is not a perturbation to a group of cell polarity proteins. We note that overexpression of EGFP or moxGFP caused cell elongation in *bem1Δ* cells while overexpression of GFP, but not moxGFP, caused cell elongation in *cdc24-5* cells, suggesting that overexpression of EGFP (and moxGFP in certain cases) may cause cell elongation when certain stages of cell polarity are perturbed. On the other hand, the mutant strains contained mutations in proteins involved in multiple processes, including the heat shock response transcription factor Hsf1, proteasome component Pre7, ribosomal protein Rpl19a, and mitochondrial transport factor Mmr1. Note that overexpression of moxGFP in the *hsf1-848* mutant caused mild but significant cell elongation (Supplementary Fig. 18). These results are consistent with previous findings that the cell elongation phenotype is a complex trait involving a variety of factors (Watanabe *et al.* 2009).

**Fig. 6.**
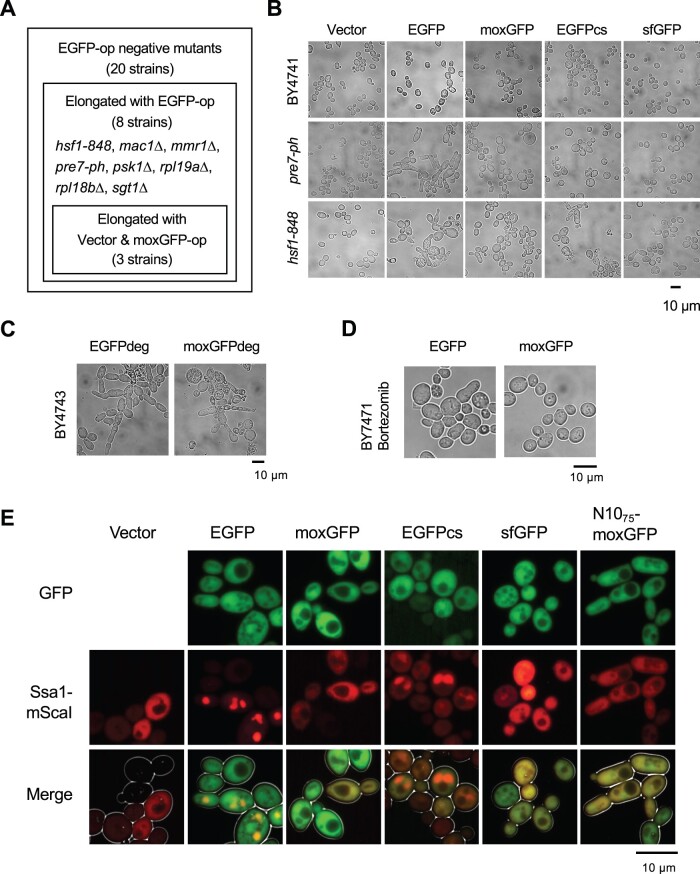
Cell biological analysis of the consequences of overexpression of GFP variants. a) Summary of morphological analysis of 21 mutants. See Supplementary Fig. 17 for images of cell morphology. “-op” means overexpression. b) Cell morphology of wild-type (BY4741), *pre7-ph*, and *hsf1-848* mutant strains upon overexpression of indicated GFP variants. c) Morphology of BY4743 cells upon overexpression of EGFPdeg and moxGFPdeg. d) Morphology of BY4741 cells upon overexpression of EGFPdeg and moxGFPdeg after the bortezomib treatment for overnight. e) Subcellular localization of Ssa1-mSca in GFP variants overexpressing strains. Ssa1-mScaI: fluorescent image of Ssa1-mScarlet-I; GFP: fluorescent image of GFP variants; Merge: superimposed image of both fluorescence and cell outlines obtained from brightfield image. The brightness and contrast of the images are adjusted so that the cells can be recognized.

### Overexpression of EGFP may cause cell elongation by perturbing proteasome function

We next focused on *PRE7*, which exhibit strong cell elongation morphology in overexpression of EGFP. Since *PRE7* encodes a proteasome, we further investigated whether perturbation of the proteasome causes cell elongation and whether this elongation is induced (only) by overexpression of EGFP. We found that (1) overexpression of EGFP, but not moxGFP, caused cell elongation in other proteasome mutations, *pre4-ph* and *pre10-ph* (Supplementary Fig. 19); (2) another proteasome mutation, *rpn12-1*, exhibited a cell elongation phenotype even in vector controls (Supplementary Fig. 19); (3) overexpression of EGFP and moxGFP with a degron sequence recognized by the proteasome (Takeuchi *et al.* 2008) caused intense cell elongation (Fig. 6c); (4) treatment with the proteasome inhibitor bortezomib caused cell elongation only with EGFP overexpression, not moxGFP (Fig. 6d; Supplementary Fig. 20). These results strongly suggest that the cell elongation phenotype induced by EGFP overexpression (at least in part) is caused by perturbation to the proteasome.

### Overexpression of EGFP leads to the formation of intracellular Hsp70 aggregates (Seventy kDa Heat shock protein-containing, Overexpression-Triggered Aggregates)

We next turned our attention to *HSF1*, whose temperature-sensitive mutation (*hsf1-848*) causes strong cell elongation upon overexpression of EGFP, but not moxGFP (Fig. 6a). In the *hsf1-848* mutant strain, overexpression of EGFP also causes strong growth inhibition (Supplementary Fig. 18, b–d). The function of Hsf1 as a transcription factor is regulated by Hsp70 (Ssa1/2 in *S. cerevisiae*) (Kmiecik *et al.* 2020). In our previous study, we found that overexpression of 3xEGFP, which consists of 3 linked EGFPs, results in the intracellular aggregates formation involving Ssa1 (Kintaka *et al.* 2020). We thus investigated whether these phenomena are related to our findings of cell morphology abnormalities and aggregate formation caused by EGFP overexpression.

We observed whether the intracellular aggregation of EGFP sequesters Ssa1 by using Ssa1-mScarlet-I (Ssa1-mSca). The results showed that Ssa1-mSca was present as intracellular aggregates in the EGFP, but not moxGFP overexpressing strain (Fig. 6e). Colocalization of Ssa1-mSca and EGFP fluorescence was not observed. This is probably due to the colocalization of misfolded, nonfluorescent EGFP with Ssa1-mSca. GFP fluorescent aggregates were seen in the 3xEGFP overexpressing strain, probably because only a portion of the 3 molecules of EGFP are misfolded (Supplementary Fig. 21a). The 3xEGFP aggregates colocalized with Ssa1-mSca aggregates (Supplementary Fig. 21a), suggesting that Ssa1-mSca colocalizes with misfolded and aggregated EGFP. The Ssa1-mSca aggregates seen in the EGFP overexpressing strain disappeared upon cycloheximide treatment of the cells (Supplementary Fig. 21, b and c). Furthermore, the fluorescence of EGFP was uniform throughout the cells (Fig. 6e), suggesting that only a part of the newly translated EGFP misfolded (and is no longer able to fluoresce), forming Ssa1-incorporated aggregates. We named this aggregate “SHOTA (Seventy kDa Heat shock protein-containing, Overexpression-Triggered Aggregates)” because, to our knowledge, such an aggregate has never been reported before. These results suggest that EGFP overexpression promotes the formation of sequestered Ssa1 structures triggered by newly synthesized and misfolded EGFP, which in turn causes dysregulation of Hsf1 activity, probably leading to growth and morphological defects in the *hsf1-848* mutant strain.

### The cause of cell elongation seemed to be related to the cysteine in the overexpressed protein, rather than misfolding and aggregation per se

Above analyses yielded *pre7-ph* and *hsf1-848* mutants in which cell elongation occurs only in overexpression of EGFP, not moxGFP. We also obtained SHOTA as a marker for intracellular aggregate formation. We thought these would be a good detection system to identify whether cysteine-containing or aggregation was responsible.

To this end, we used EGFPcs in which the 2 cysteines of EGFP were replaced by serines. Overexpression of EGFPcs did not cause the formation of insoluble high molecular weight aggregates (Supplementary Fig. 16d). This supports that the aggregates produced by overexpression of EGFPs (Fig. 5, a and b) are formed via S–S bonds. As shown in Fig. 6e, overexpression of EGFPcs caused the formation of SHOTA. Thus, SHOTA was thought to be formed independently of the cysteine of the overexpressed protein. Indeed, overexpression of both EGFP with a misfolding mutation (EGFPm3) (Kintaka *et al.* 2016) and EGFPm3cs, in which the cysteine of EGFPm3 was replaced by serine, resulted in the formation of SHOTA (Supplementary Fig. 21a). In contrast, overexpression of EGFPcs did not cause any cell elongation in both *pre7-ph* and *hsf1-848* mutants (Fig. 6b). Moreover, overexpression of N10_75_-moxGFP, which causes cell elongation even in the wild-type cells (Fig. 2; Supplementary Fig. 5), did not cause the formation of SHOTA (Fig. 6E). These results support the idea that the cause of cell elongation is related to the cysteine in the overexpressed protein, rather than misfolding and aggregation per se. Furthermore, the heat shock response triggered by sequestration of Ssa1 and activation of Hsf1 by misfolded proteins (see below) may also not directly related to cell elongation.

Note that sfGFP did not induce cell elongation even in the *pre7-ph* or *hsf1-848* mutants, despite the presence of cysteine (Fig. 6b). The folding of sfGFP is known to be robust (see above), and indeed its overexpression did not cause the formation of insoluble aggregates (Fig. 5, a and b) or SHOTA (Fig. 6e). Thus, cell elongation in these mutants may have been induced when the overexpressed protein had exposed cysteines. It is not clear at this time why overexpression of sfGFP caused significant cell elongation in the wild-type (Fig. 2), but not in the mutants. It may reflect differences in the cellular physiology caused by the mutation. Table 1 is a summary of the consequences caused by overexpression of GFP variants.

**Table 1.** Consequences caused by overexpression of GFP variants.

	EGFP	EGFPcs	sfGFP	moxGFP	N1075-moxGFP
WT elongation^#1^	+	–	±	–	+
High molecular weight aggregate^#2^	+++	–	+	–	–
*pre7-ph* elongation^#3^	+++	–	–	–	nd
*hsf1-848* elongation^#3^	+++	+	+	+	nd
Ssa1 aggregates^#3^	+	+	–	–	–

Evidence from #1: Fig. 2; #2: Fig. 5; #3: Fig. 6.

### Transcriptome analysis reveals that overexpression of EGFP and moxGFP causes different physiological states

To further investigate the physiological state of the overexpressing cells, we performed transcriptome analysis of yeast cells overexpressing EGFP and moxGFP by RNA-seq. 

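Log-phase cells of the diploid laboratory strain BY4743 were grown in SC–Leu/Ura with the empty vector, the EGFP plasmid or the moxGFP plasmid, with 3 biological replicates of each. Total RNA with ERCC spike-ins was sequenced in paired ends on a NextSeq 550. The authors checked the reads with FastP, aligned them with Hisat2, quantified them with StringTie, and deposited a count for each gene in each of the 9 libraries, without normalization. The paper's text names neither the genome build and annotation nor the strand setting of the counting. The counts cover 7128 genes and 92 ERCC spike-ins, with separate entries for EGFP (named GFP) and moxGFP (named MOX). Gene counts per library ranged from 10643868 to 12959660 in the vector control (median 12589879), from 7022201 to 9569895 with EGFP overexpression (median 7724449), and from 8941674 to 9064524 with moxGFP overexpression (median 8986754).
The counts were normalized for library size and composition by edgeR's TMM method, and 6338 genes passed edgeR's expression filter. Differences were tested by edgeR's quasi-likelihood test over all 9 libraries, with the Benjamini-Hochberg FDR. The EGFP entry took 11.5, 11.2 and 23.8% of gene counts in EGFP replicates 1 to 3, and the moxGFP entry took 18.0, 4.11 and 31.1% in moxGFP replicates 1 to 3. In the vector control the EGFP entry took at most 0.000675%. The entries of ribosomal RNA took 61.1% of gene counts in moxGFP replicate 2 (Wilson 95% interval 61.11 to 61.18%) and from 2.73 to 23.0% in the other libraries. For the shares of counts given here and at the glycolytic and ribosomal protein genes, the largest half-width of the Wilson 95% interval was 0.032 percentage points, and the smallest share that 3 counts can show was at most 4.27e-05%. These intervals and floors cover counting error only. The spread between replicates was larger: per degree of freedom, the chi-square of a pair of replicates was 43.4 to 194.7, and 1143.8 and 1361.9 for the pairs that include moxGFP replicate 2, against 1 for sampling noise alone. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.804 and 0.807 for those pairs and 0.95 to 0.975 for the others.

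**Figure D1:**
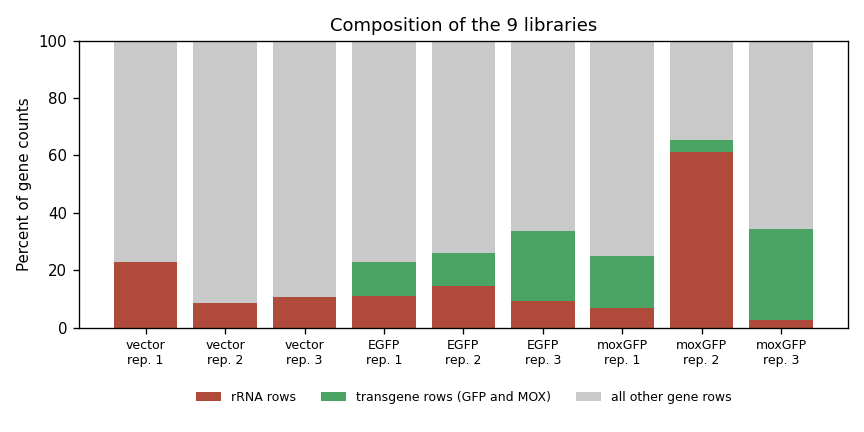
Percent of gene counts (vertical axis) taken by ribosomal RNA, the GFP entries and all other genes in each of the 9 libraries (horizontal axis, stacked bars). All other genes took 34.5% in moxGFP replicate 2 and from 65.8 to 91.4% in the other libraries.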

We first visualized the RNAseq data with Proteomap (Liebermeister *et al.* 2014) to get an overall picture of the transcriptome (Supplementary Fig. 22a). 

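The 19 genes of glycolytic enzymes, from the hexokinases HXK1, HXK2 and GLK1 to the pyruvate kinases CDC19 and PYK2, took 18.3% ± 1.02 (SD, n = 3) of gene counts in the vector control. They took 8.95% ± 0.888 (SD, n = 3) with EGFP overexpression and 5.95% ± 2.49 (SD, n = 3) with moxGFP overexpression. Each overexpression strain lay below the vector control in every replicate (exact permutation test with both sides counted, p = 0.1 for either strain, the smallest p that 3 libraries against 3 allow). For moxGFP against EGFP the same exact permutation test gave p = 0.2. The 137 genes of ribosomal proteins took 5.81% ± 1.98 (SD, n = 3) in the vector control, 8.71% ± 1.74 (SD, n = 3) with EGFP and 12.2% ± 2.08 (SD, n = 3) with moxGFP. Their exact permutation p was 0.2 for EGFP against the vector control, 0.1 for moxGFP against the vector control and 0.2 for moxGFP against EGFP. Among 3 other denominators, counting over open reading frames alone moved the shares of both overexpression strains most, and ribosomal proteins then took 22.6% ± 6.80 (SD, n = 3) with moxGFP. Glycolytic enzymes then took 12.4% ± 0.544 (SD, n = 3) with EGFP and 10.5% ± 2.66 (SD, n = 3) with moxGFP (exact permutation test, p = 0.3). In moxGFP replicate 2, where ribosomal RNA took 61.1% of gene counts, their share was 4.16% of gene counts but 12.3% of open reading frames. The lower moxGFP mean over all gene counts thus depends in part on that ribosomal RNA. The vector control shares moved most without the 5 highest entries, to 13.5% ± 0.330 (SD, n = 3) for glycolytic enzymes and 6.77% ± 2.10 (SD, n = 3) for ribosomal proteins. These entries include the glycolytic gene TDH3, with 6.55, 6.94 and 6.82% of gene counts in vector control replicates 1 to 3. The glycolytic share thus lost TDH3 as well as changing its total.
Gene by gene, the glycolytic genes had a median log2 fold change of −1.17 with EGFP and −1.59 with moxGFP relative to the vector control, and 18 of the 19 were lower in each case. With EGFP, 5 of them were lower at an FDR below 0.05 over all genes tested and none higher, and 8 were lower and 1 higher when adjusted over the list alone. With moxGFP, 12 were lower over all genes and 13 over the list alone, and none was higher. limma's camera test, which asks whether a set changed more than the other genes, gave an FDR over 15 set tests of 5.73e-06 for EGFP and 9.12e-08 for moxGFP. For moxGFP against EGFP the median was −0.55, with 10 genes lower and 9 higher (camera FDR = 0.0662). Cyclic loess normalization moved the call of this last comparison most (median −0.72, camera FDR = 0.000849, against a range of 0.000849 to 0.0765 over 9 alternatives).
The ribosomal protein genes had a median log2 fold change of 0.35 with EGFP, with 118 of 137 higher and none past an FDR of 0.05 (camera FDR = 0.0136). limma's fry test, which asks whether the set changed at all, gave an FDR of 0.378 for this comparison. With moxGFP the median was 1.54, all 137 genes were higher, and 108 had an FDR below 0.05 (125 over the list alone, camera FDR = 6.14e-24, fry FDR = 0.0136). Between moxGFP and EGFP the median was 1.22, with all 137 genes higher and 49 past the FDR of 0.05 (107 over the list alone, camera FDR = 1.33e-22, fry FDR = 0.0295). For this set, splits of the libraries that mix the strains could give camera p values as small as the real split in each comparison. For moxGFP and vector libraries they ran from 5.53e-36 to 0.442, where the real split gave 6.09e-24. The camera values alone thus do not separate the strains from single libraries. With the replicate number as a block, the camera medians of the glycolytic genes were −1.09 (FDR = 3.81e-06), −1.68 (FDR = 3.67e-08) and −0.63 (FDR = 0.049) in the same order of comparisons. Those of the ribosomal protein genes with the block were 0.39 (FDR = 0.0153), 1.53 (FDR = 3.35e-22) and 1.15 (FDR = 1.33e-20). Deviations from the group mean correlated across genes by −0.022 on average between libraries of the same number and by 0.011 between libraries of different numbers. Many ribosomal protein genes, ENO1 and ENO2, and TDH1, TDH2 and TDH3 are near-identical copies between which the authors' counting could have split reads.

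**Figure D2:**
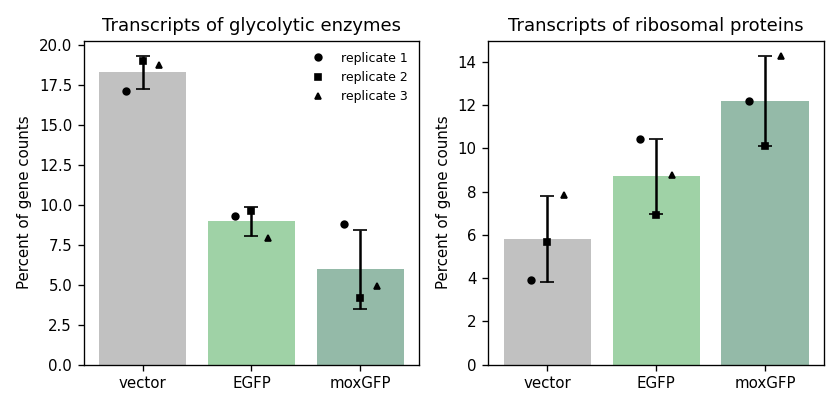
Percent of gene counts (vertical axis) in the genes of glycolytic enzymes and of ribosomal proteins in the vector control, EGFP and moxGFP strains. Bars are means, error bars SD and points the 3 replicates, and the glycolytic share of every overexpression replicate lies below that of every vector control replicate.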

We found that the overexpression strains showed decreased expression of glycolytic enzymes and increased expression of ribosomes, which seemed to be particularly pronounced in the overexpression of moxGFP.

Next, to analyze this more objectively, we focused our analysis on the genes whose expression was altered. Figure 7a is comparisons of RNAseq results with EGFP overexpression, moxGFP overexpression, and the vector control. 

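Among the 6338 genes tested, 482 were higher and 492 lower with EGFP overexpression than in the vector control at an FDR below 0.05, and 1964 had an unadjusted p below 0.05. With moxGFP overexpression, 937 genes were higher and 887 lower than in the vector control, with 2738 at an unadjusted p below 0.05. Between the overexpression strains, 474 genes were higher and 448 lower with moxGFP than with EGFP, with 2113 at an unadjusted p below 0.05. Of all genes tested, 45.8% (EGFP against vector), 45.3% (moxGFP against vector) and 35.8% (moxGFP against EGFP) had no overlap between the replicates of the groups, where chance gives 10%.
Scaling by the ERCC spike-ins lowered these counts most, to 7 higher and 14 lower with EGFP, 11 and 17 with moxGFP, and 2 and 2 between the strains. It left 401, 634 and 304 genes at an unadjusted p below 0.05. In replicates 1 to 3 the spike-ins took 0.144, 0.405 and 0.163% of all counts in the vector control. They took 0.269, 0.349 and 0.243% with EGFP and 0.278, 0.376 and 0.152% with moxGFP. This scaling thus carries a spread of the spike-ins between replicates, so fewer calls with it need not mean absent changes. Leaving out moxGFP replicate 2 raised the counts to 945 and 1104, 1182 and 1206, and 744 and 650, in the same order. With library sizes alone, without TMM factors, the median log2 fold change of all genes was 0.52 for EGFP against vector and −0.47 for moxGFP against EGFP, where TMM left 0.09 and 0.01. The genes called higher were then 70.4% of the calls for EGFP against vector, 41.9% for moxGFP against vector and 13.0% for moxGFP against EGFP, where they were 49.5, 51.4 and 51.4% with TMM. With the replicate number as a block, 348 genes were higher and 390 lower with EGFP, 730 and 780 with moxGFP, and 266 and 329 between the strains. Of these calls, 724 of 738, 1474 of 1510 and 576 of 595 were also made, in the same direction, without the block.
Among the genes with the largest increase with EGFP, DDR2 (YOL052C-A) rose from 2.96 ± 1.01 TMM-normalized CPM (SD, n = 3) in the vector control to 275 ± 104 (SD, n = 3), a log2 fold change of 6.54 (standard error 0.48, FDR = 6.69e-05 in edgeR's test). NCA3 and HSP12 had log2 fold changes of 5.55 (standard error 0.60, edgeR FDR = 0.000484) and 5.22 (standard error 0.70, edgeR FDR = 0.00148). ZPS1 (YOL154W) fell from 9881 ± 2211 CPM (SD, n = 3) in the vector control to 52.9 ± 4.93 (SD, n = 3) with EGFP and 90.3 ± 71.2 (SD, n = 3) with moxGFP. Its log2 fold changes were −7.55 (standard error 0.72, edgeR FDR = 0.000223) and −6.78 (standard error 0.70, edgeR FDR = 0.000398). The phosphate transporter gene PHO84, which overlaps an antisense non-coding gene, had log2 fold changes of −6.88 (standard error 0.62, edgeR FDR = 0.000168) with EGFP and −4.72 (standard error 0.56, edgeR FDR = 0.000699) with moxGFP. YAL037C-A rose to 477 ± 135 CPM (SD, n = 3) with moxGFP from 4.63 ± 2.89 (SD, n = 3) in the vector control (log2 fold change 6.70, standard error 0.64, edgeR FDR = 0.000322). Its counts were 0.252, 0.369 and 0.258% of those of the moxGFP entry in replicates 1 to 3.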

Significant expression changes between these conditions (FDR < 0.05) were observed in 58–186 ORFs. We first examined changes in expression of cell cycle regulator cyclins (*CLN1-3* and *CLB1-6*), which may explain cell elongation. However, none showed significant changes (Supplementary Fig. 22b), and thus no cell cycle abnormalities could be detected, at least from this analysis. 

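Of the 9 cyclin genes, CLB3 (YDL155W) had an FDR below 0.05 in edgeR's test for EGFP against the vector control. Its normalized CPM were 5.24 ± 1.11 (SD, n = 3) in the vector control, 14.7 ± 1.55 (SD, n = 3) with EGFP and 10.1 ± 2.89 (SD, n = 3) with moxGFP. The log2 fold change of CLB3 was 1.48 with EGFP (standard error 0.31, FDR = 0.0104 in edgeR's test) and 0.96 with moxGFP (standard error 0.31, edgeR FDR = 0.0381). With moxGFP, CLB5 was also higher (log2 fold change 1.06, edgeR FDR = 0.0211), and CLN2 (−1.03, edgeR FDR = 0.0382) and CLN3 (−1.19, edgeR FDR = 0.0361) were lower. CLN2 alone differed between moxGFP and EGFP (log2 fold change −1.79, standard error 0.34, edgeR FDR = 0.0104). Adjusted over the 9 genes alone, 1, 5 and 1 cyclins had an FDR below 0.05 in the comparisons of EGFP with vector, moxGFP with vector and moxGFP with EGFP. The replicate groups of 5 cyclins did not overlap between EGFP and the vector control, where chance gives 10% of genes.
With library sizes alone in place of TMM, none of the 9 had an FDR below 0.05 in any comparison, and 2, 0 and 1 had an unadjusted p below 0.05. With the ERCC spike-ins as library size none had an FDR below 0.05 and 0 had an unadjusted p below 0.05. edgeR's exact test without a filter and with library sizes alone, added after seeing the data, called CLB3 for EGFP (FDR = 0.0404), CLN2 between the strains and none for moxGFP against the vector control. In the fit with the replicate number as a block, CLB3 was called for EGFP, CLB5 for moxGFP and CLN2 between the strains. A fit to the 2 groups compared called CLB3, CLB4, CLN2 and CLN3 for EGFP, CLB5 for moxGFP and CLN2 between the strains. Without moxGFP replicate 2, 3 cyclins were called for EGFP, 7 for moxGFP and 2 between the strains. When each library of the groups compared was left out in turn, CLB3 had an FDR below 0.05 with EGFP in 4 of 6 fits, and with moxGFP in 2 of 6 fits.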

We next performed a gene ontology (GO) enrichment analysis of these gene groups. The group of genes upregulated by EGFP overexpression (EGFP-up genes) was enriched for GOs associated with protein folding and oxidative stress response (Fig. 7a and Table 2). 

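Among the 6338 genes tested, 64 are annotated by experiment to the GO term protein folding in the annotation of the reference genome. The 482 genes higher with EGFP overexpression included 13 of them (odds ratio 3.24, Fisher's exact test, p = 0.00087, FDR over 3 terms = 0.0013). Only 1 tested gene is annotated by experiment to response to oxidative stress itself, under the minimum of 10 genes set for a test. A wider set, chosen after that number was seen, took the 87 genes annotated to any term whose name holds the words oxidative stress. Of these, 11 were among the 482 genes (odds ratio 1.84, Fisher's exact test, p = 0.0643, FDR over 7 terms = 0.075). With the calls of edgeR's exact test without a filter, 12 of the 87 were among 550 genes (odds ratio 2.00, FDR = 0.0398), and with all open reading frames as the background the FDR was 0.0522. For protein folding, the alternative that moved the odds ratio most was a like rule by chosen words, which also took refolding and chaperone terms. Under it 21 of 137 genes were called (odds ratio 2.30, FDR = 0.00203). The tests were one-sided, and the odds ratios were computed with 0.5 added to each cell.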

Figure 7c shows the expression changes of EGFP-up genes linked to the 2 representative GO terms that were enriched. 

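The 13 protein folding genes of Fig. 7c all had an FDR below 0.05 for EGFP against the vector control in edgeR's test, with a median log2 fold change of 2.25 and a range from 1.69 to 3.51. The 12 oxidative stress genes of the panel did as well, with a median of 2.72 and a range from 1.69 to 6.54. Both lists are the paper's own calls on these libraries. The catalase gene CTT1 (YGR088W) had 10.8 ± 1.27 normalized CPM (SD, n = 3) in the vector control, 68.3 ± 13.0 (SD, n = 3) with EGFP and 16.5 ± 1.57 (SD, n = 3) with moxGFP. Its log2 fold change was 2.66 with EGFP (standard error 0.26, edgeR FDR = 0.000243) and 0.61 with moxGFP (standard error 0.25, edgeR FDR = 0.0852). The sulfiredoxin gene SRX1 had a log2 fold change of 3.15 with EGFP (standard error 0.65, edgeR FDR = 0.0104), and the peroxiredoxin gene TSA2, which the panel lists under both terms, had 1.69 (standard error 0.35, edgeR FDR = 0.0106). CUP1-1, which shares near-identical copies in a repeat, had a log2 fold change of 2.27 with EGFP (edgeR FDR = 0.0107) and 4.35 with moxGFP (standard error 0.51, edgeR FDR = 0.000697).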

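In the annotation of the reference genome, 19 tested genes are annotated by experiment to the GO term ribosome biogenesis. The 937 genes higher with moxGFP overexpression than in the vector control included 11 of them (odds ratio 7.88, Fisher's exact test, p = 1.68e-05, FDR = 5.04e-05). The wider rule by chosen words also took terms for the processing or maturation of ribosomal RNA and the biogenesis or assembly of ribosomal subunits. With it, the 937 genes included 177 of 266 genes (odds ratio 13.9, Fisher's exact test, FDR = 3.19e-86). The term carbohydrate metabolic process itself had 6 tested genes annotated by experiment, too few for a test. For this term the wider rule took a chosen list of words, among them names of sugars, glycogen, trehalose, glycerol, glycolytic and gluconeogenesis. Under it, the 887 genes lower with moxGFP included 58 of 140 genes (odds ratio 4.59, Fisher's exact test, FDR = 2.54e-15).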

On the other hand, GOs associated with ribosome synthesis were enriched in the group of genes upregulated by moxGFP overexpression (moxGFP-up genes), while GOs associated with carbohydrate metabolic processes were enriched in the group of genes downregulated (moxGFP-down genes) (Fig. 7b and Table 2). 

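The nucleolar gene NSR1 (YGR159C) had 32.2 ± 4.58 normalized CPM (SD, n = 3) in the vector control, 59.3 ± 3.91 (SD, n = 3) with EGFP overexpression and 179 ± 19.2 (SD, n = 3) with moxGFP overexpression. Its log2 fold change was 2.47 with moxGFP (standard error 0.25, edgeR FDR = 0.000368) and 0.88 with EGFP (standard error 0.24, edgeR FDR = 0.0308), and 1.59 between the strains (standard error 0.24, edgeR FDR = 0.00499). The 60 ribosome biogenesis genes that the paper lists for moxGFP all had an FDR below 0.05 with moxGFP, with log2 fold changes from 1.91 to 3.09 and a median of 2.38. Between moxGFP and EGFP all 60 were higher, 49 of them at an FDR below 0.05 (58 when adjusted over the list alone), with a median of 1.64.
The glucokinase gene GLK1 (YCL040W), which overlaps YCL042W on the same strand, had log2 fold changes of −4.44 with moxGFP (standard error 0.73, edgeR FDR = 0.00298) and −1.56 with EGFP (standard error 0.64, edgeR FDR = 0.126). The 25 carbohydrate genes that the paper lists all had an FDR below 0.05 with moxGFP, with log2 fold changes from −4.44 to −1.31 and a median of −2.26. Between moxGFP and EGFP, 19 of the 25 were lower, 13 of them at an FDR below 0.05, with a median of −1.33. Both lists are the paper's own calls on these libraries. The plasmid markers fell with either protein. LEU2 had log2 fold changes of −2.67 with EGFP (standard error 0.51, edgeR FDR = 0.00793) and −2.09 with moxGFP (standard error 0.50, edgeR FDR = 0.0122). For URA3 these were −2.00 (standard error 0.46, edgeR FDR = 0.0156) and −1.72 (standard error 0.46, edgeR FDR = 0.018).

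**Figure D3:**
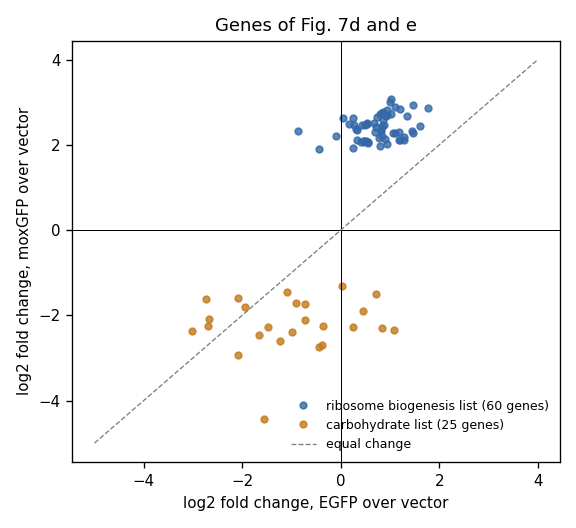
Log2 fold change against the vector control with EGFP (horizontal axis) and with moxGFP (vertical axis) of the 60 ribosome biogenesis genes and the 25 carbohydrate genes, one point per gene. All 60 ribosome biogenesis genes lie above the dashed line of equal change, and 19 of the 25 carbohydrate genes lie under it.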

Figure 7d and e shows the expression changes of moxGFP-up and moxGFP-down genes linked to the 2 representative GO terms that were enriched, respectively. Note that when comparing between EGFP and moxGFP overexpression, protein folding, oxidative stress response, and carbohydrate metabolic processes were also enriched in GOs linked to a group of genes whose expression was significantly higher in EGFP overexpressing cells (Table 2). Therefore, an important implication of this analysis is that the physiological states that occur with overexpression of EGFP and moxGFP are quite different.

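The 448 genes lower with moxGFP than with EGFP included 12 of the 64 genes annotated to protein folding (odds ratio 3.18, Fisher's exact test, p = 0.0015, FDR = 0.0015). Under the wider rule for terms by name, they included 20 of 137 protein folding genes (odds ratio 2.35, Fisher's exact test, FDR = 0.00203) and 40 of 140 carbohydrate genes (odds ratio 5.71, Fisher's exact test, FDR = 1.03e-14). They included 10 of the 87 oxidative stress genes (odds ratio 1.80, Fisher's exact test, FDR = 0.0854), a test that did not pass 0.05 in the 2 alternatives tried, with FDRs of 0.0638 and 0.0821. In the lists of Fig. 7c, 11 of 13 protein folding genes were lower with moxGFP than with EGFP at an FDR below 0.05 (13 over the list alone, median log2 fold change −1.96). Of the 12 oxidative stress genes of that panel, 8 were lower and 1, CUP1-1, was higher (median −1.86).
The hexokinase gene HXK1 (YFR053C) had 204 ± 29.7 normalized CPM (SD, n = 3) in the vector control, 433 ± 52.7 (SD, n = 3) with EGFP and 39.8 ± 19.3 (SD, n = 3) with moxGFP. Its log2 fold change between moxGFP and EGFP was −3.43 (standard error 0.40, edgeR FDR = 0.00202). Against the vector control it was 1.09 with EGFP (edgeR FDR = 0.0714) and −2.35 with moxGFP (edgeR FDR = 0.00298). The phosphoglucomutase gene PGM2 changed by −3.13 (standard error 0.35, edgeR FDR = 0.00198) between moxGFP and EGFP, and the heat shock genes HSP30 and HSP42 changed by −3.10 (standard error 0.40, edgeR FDR = 0.00307) and −2.33 (standard error 0.40, edgeR FDR = 0.0074).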

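Of the 482 genes higher with EGFP overexpression, 46.1% were also among the 937 higher with moxGFP overexpression. Of the 492 genes lower with EGFP, 66.7% (328 genes) were also among the 887 lower with moxGFP, and 11 genes were called in opposite directions. Both comparisons use the same 3 vector control libraries. The difference between the strains was tested directly in the comparison of moxGFP with EGFP, in which 922 genes had an FDR below 0.05 in edgeR's test. From the GO terms enriched among the EGFP-up genes, among the moxGFP-up and moxGFP-down genes, and among the genes higher with EGFP than with moxGFP, the paper concludes that the 2 proteins lead to quite different physiological states.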

**Fig. 7.**
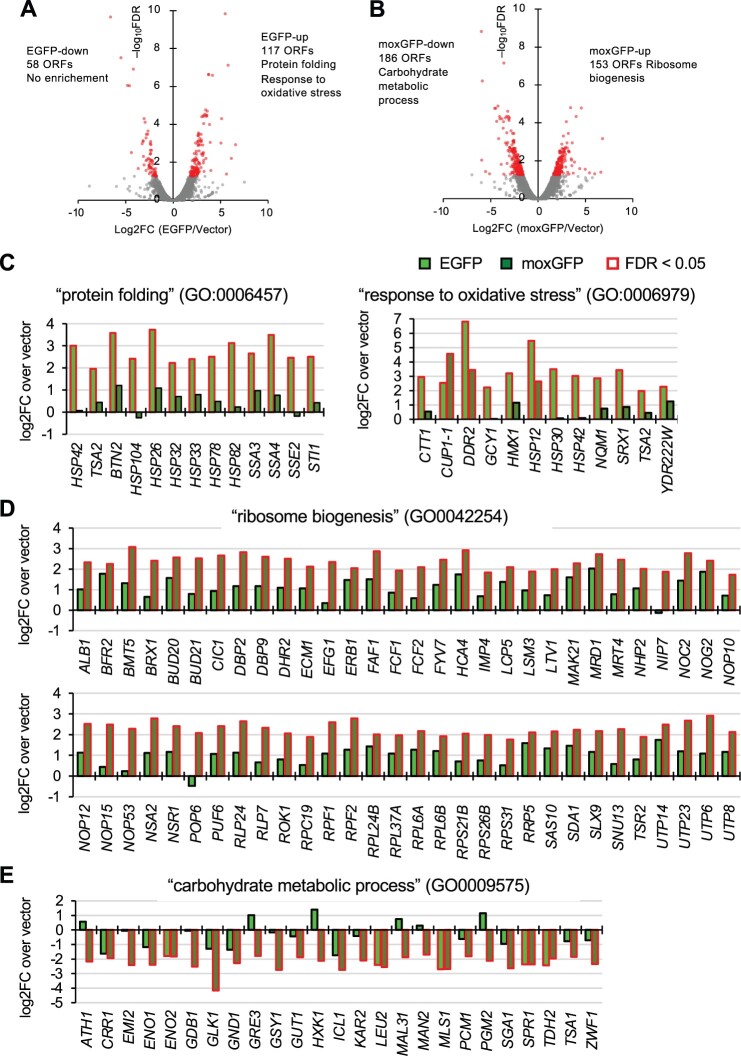
Transcriptome analysis of EGFP and moxGFP overexpressing cells obtained by RNAseq analysis. Transcriptome changes in EGFP (a) and moxGFP (b) overexpressing cells. ORFs with significant changes compared with vector control (FDR < 0.05) are highlighted. Also shown are the numbers of genes significantly up- or downregulated upon overexpression of EGFP (EGFP-up or EGFP-down) and moxGFP (moxGFP-up or moxGFP-down), and the representative GO terms enriched in those genes. c) Expression changes of EGFP-up genes linked to GO terms “protein folding (GO: 0006457)” and “response to oxidative stress (GO: 0006979).” d) Expression changes of moxGFP-up genes linked to the GO term “ribosome biogenesis (GO: 00042254).” e) Expression changes of moxGFP-down genes linked to GO terms “carbohydrate metabolic process (GO: 0009475).” All cases represent changes upon both EGFP and moxGFP overexpression. Genes with significant expression changes (FDR < 0.05) are highlighted.

**Table 2.** Representative GO terms^*a*^ significantly enriched in the differentially expressed genes of OP cells (FDR < 0.05).

GO term	*P*-value	Number of genes
EGFP > vector (117 ORFs)		
Protein folding (GO:0006457)	8.3E−05	13
Response to oxidative stress (GO:0006979)	1.3E−03	12
Vector > EGFP (58 ORFs)		
No enrichment found		
moxGFP > vector (153 ORFs)		
Ribosome biogenesis (GO:0042254)	1.1E−34	60
Vector > moxGFP (186 ORFs)		
Carbohydrate metabolic process (GO:0009575)	4.1E−05	25
moxGFP > EGFP (26 ORFs)		
No enrichment found		
EGFP > moxGFP (134 ORFs)		
Carbohydrate metabolic process (GO:0009575)	6.9E−12	28
Response to oxidative stress (GO:0006979)	1.4E−04	14
Protein folding (GO:0006457)	6.4E−04	13

a All GO analysis data are listed in Supplementary Data 2.

As noted above, overexpression of EGFP, but not moxGFP, shows a strong negative genetic interaction with the *hsf1-848* mutation, sequesters Ssa1, a repressor of transcriptional activation by Hsf1, in the aggregates (Figs. 6, b and e; Supplementary Fig. 18). This suggests that overexpression of EGFP may affect the expression of a group of genes regulated by Hsf1. In fact, many of the genes with GO “protein folding (GO: 0006457)” enriched in the EGFP-up genes contain Hsf1 targets (Solís *et al.* 2018). Therefore, we focused on the Hsf1 target and examined the transcriptional response in EGFP and moxGFP overexpressing cells. 

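The 18 genes that the paper marks as Hsf1 targets, BTN2, HSP82, SSA1 and SSA2 among them, were all higher with EGFP overexpression than in the vector control. Their log2 fold changes ran from 0.44 to 3.28 with a median of 1.55 (limma's camera test, FDR = 5.63e-17, fry FDR = 0.000153), and 15 had an FDR below 0.05 in edgeR's test (16 when adjusted over the list alone). The replicate groups of 17 of the 18 genes did not overlap, where chance gives 10%. With moxGFP the median was −0.01, with 8 genes higher and 10 lower (camera FDR = 0.984). Of these, BTN2 and FES1 were higher and SSA1 and SSA2 lower at an FDR below 0.05. Cyclic loess normalization moved this result most, to a median of 0.51 (camera FDR = 0.0361, against 0.0361 to 0.989 over 9 alternatives). Between moxGFP and EGFP all 18 genes were lower with moxGFP, 15 of them at an FDR below 0.05, with a median of −1.67 (camera FDR = 7.17e-18). With the replicate number as a block, the medians were 1.56 (camera FDR = 3.73e-16), −0.01 (camera FDR = 0.895) and −1.68 (camera FDR = 8.68e-17) in the same order.
HSP82 (YPL240C) had 56.7 ± 21.6 normalized CPM (SD, n = 3) in the vector control, 414 ± 38.8 (SD, n = 3) with EGFP and 65.3 ± 14.6 (SD, n = 3) with moxGFP, and is a near-identical copy of HSC82. Its log2 fold change was 2.87 with EGFP (standard error 0.35, edgeR FDR = 0.00112), 0.21 with moxGFP (standard error 0.33, edgeR FDR = 0.654) and −2.66 between moxGFP and EGFP (standard error 0.35, edgeR FDR = 0.00315). BTN2 (YGR142W) rose from 4.72 ± 0.776 CPM (SD, n = 3) in the vector control to 46.1 ± 8.14 (SD, n = 3) with EGFP and 11.3 ± 0.727 (SD, n = 3) with moxGFP. Its log2 fold changes were 3.28 (standard error 0.27, edgeR FDR = 7.99e-05) and 1.26 (standard error 0.26, edgeR FDR = 0.00658). SSA4, a heat-inducible Hsp70 gene outside the list, had log2 fold changes of 3.25 with EGFP (standard error 0.28, edgeR FDR = 0.000144) and 0.78 with moxGFP (standard error 0.27, edgeR FDR = 0.0486).

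**Figure D4:**
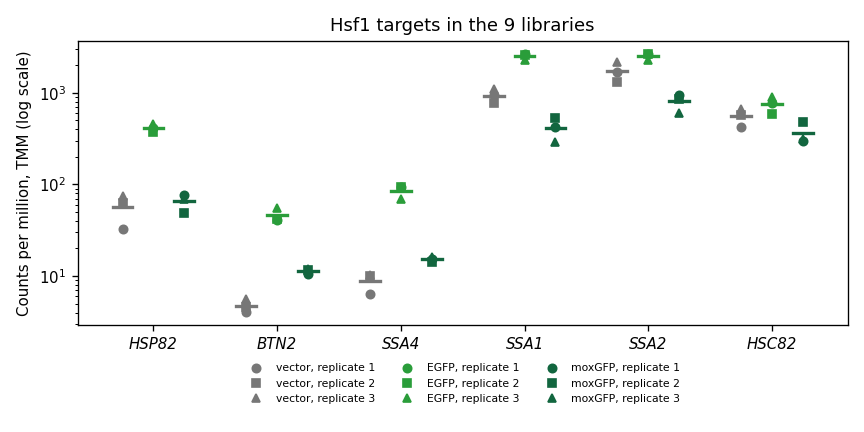
TMM-normalized CPM (vertical log axis) of HSP82, BTN2, SSA4, SSA1, SSA2 and HSC82 in the vector control, EGFP and moxGFP strains, with a point for each of the 3 replicates and a short line at the mean. The EGFP points of HSP82, BTN2, SSA4 and SSA1 lie above every vector control and moxGFP point of the same gene.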

The results showed that there was indeed a significant upregulation of the Hsf1 target only in the overexpression of EGFP, but not moxGFP (Supplementary Fig. 21c and d). As noted above, overexpression of EGFP, but not moxGFP, may perturb the proteasome (Fig. 6). Indeed, transcription of *RPN4*, a regulator of the proteasome, is significantly upregulated by overexpression of EGFP (Supplementary Fig. 22b), thus perturbation of the proteasome by EGFP overexpression is also supported by the transcriptional response.

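RPN4 (YDL020C) had 21.4 ± 3.37 normalized CPM (SD, n = 3) in the vector control, 103 ± 9.70 (SD, n = 3) with EGFP overexpression and 35.8 ± 20.9 (SD, n = 3) with moxGFP overexpression. Its log2 fold change was 2.26 with EGFP (standard error 0.44, edgeR FDR = 0.00824) and 0.75 with moxGFP (standard error 0.43, edgeR FDR = 0.194). For moxGFP against EGFP it was −1.51 (standard error 0.43, edgeR FDR = 0.0395). For EGFP, the FDR ranged from 1.99e-05 to 0.472 over 10 alternatives and was below 0.05 in 8 of them, with log2 fold changes from 2.20 to 2.68. With library sizes alone it was 0.0582. Leaving out each library of both groups in turn gave log2 fold changes from 2.12 to 2.34 and an FDR below 0.05 in 5 of 6 fits. The difference between moxGFP and EGFP had an FDR below 0.05 in 5 of 10 alternatives (0.00652 to 0.999) and 3 of 6 fits with a library left out. For moxGFP against the vector control this was so in 0 of 10 alternatives and 1 of 6 such fits (edgeR FDR = 0.00243).
The 33 genes of proteasome subunits had a median log2 fold change of 0.05 with EGFP, with 17 higher and 16 lower (limma's camera test, FDR = 0.984). In edgeR's test, 1 was higher and 1 lower at an FDR below 0.05, and none when adjusted over the list alone. With moxGFP the median was −0.11, with 14 higher and 19 lower (camera FDR = 0.185), and 4 were lower and none higher at an FDR below 0.05 in edgeR's test (1 lower over the list alone). DESeq2's size factors turned the median with EGFP to −0.01 (camera FDR = 0.955), and cyclic loess normalization gave 0.26 (camera FDR = 0.0361) with EGFP and 0.32 (camera FDR = 0.116) with moxGFP, where over 10 and 9 alternatives the camera FDRs ran from 0.0361 to 0.998 and from 0.116 to 0.346. With the replicate number as a block, the medians were 0.06 with EGFP (camera FDR = 0.998) and −0.11 with moxGFP (camera FDR = 0.229).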

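In moxGFP overexpressing cells, the 13 protein folding genes of Fig. 7c had a median log2 fold change of 0.69 relative to the vector control, with 11 of them higher and 4 at an FDR below 0.05 in edgeR's test. limma's camera test gave an FDR of 0.048, and over 9 alternatives it ran from 0.00206 with cyclic loess normalization to 0.0782 with the ERCC spike-ins as library size. The 12 oxidative stress genes of that panel were all higher with moxGFP, 5 of them at an FDR below 0.05, with a median of 1.04 (camera FDR = 0.000156). The paper chose both lists as higher with EGFP than in the same 3 vector control libraries, which by itself favours higher values with moxGFP, so these are not independent tests. Fitting the replicate number as a block gave medians of 0.66 (camera FDR = 0.0391) for the protein folding genes and 1.05 (camera FDR = 2.73e-05) for the oxidative stress genes.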

In summary, the RNAseq analyses suggest that overexpression of EGFP caused heat shock response, oxidative stress, and stress on the proteasome. 

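In EGFP overexpressing cells, the 60 ribosome biogenesis genes of Fig. 7d had a median log2 fold change of 0.82 relative to the vector control, with 57 higher and 10 at an FDR below 0.05 in edgeR's test (14 over the list alone, camera FDR = 3.53e-07). The 25 carbohydrate genes of Fig. 7e had a median of −0.98 with EGFP, with 19 lower and 10 lower at an FDR below 0.05 (camera FDR = 1.01e-06). Adjusted over that list alone, 16 were lower and 2 higher. Both lists were chosen by the paper from moxGFP against the same 3 vector control libraries, which by itself favours a change in the same direction with EGFP, so these are not independent tests. Fitting the replicate number as a block gave medians of 0.82 (camera FDR = 3.36e-07) and −1.01 (camera FDR = 2.08e-07). Among glycolytic genes, ENO1, which shares a near-identical copy with ENO2, had a log2 fold change of −2.26 with moxGFP (standard error 0.48, edgeR FDR = 0.0073). TDH2, which shares near-identical copies with TDH1 and TDH3, had −1.61 with moxGFP (standard error 0.47, edgeR FDR = 0.0255).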

Upon overexpression of moxGFP, gene expression of carbon metabolism-related proteins including a group of glycolytic enzymes was downregulated, while the expression of ribosome synthesis-related genes was upregulated.

### Cysteines are limited in the highly expressed proteins

The results so far suggest that high expression of cysteine-containing proteins has a negative impact on cell function. In fact, the relative usage of cysteine in proteins is the lowest among all amino acids, and the trend is stronger for proteins with high expression levels (Fig. 8a). This fact suggests that cysteine has an evolutionary tendency to be excluded from proteins with high expression levels. Therefore, we next performed a more detailed evolutionary analysis of this tendency.

**Fig. 8.**
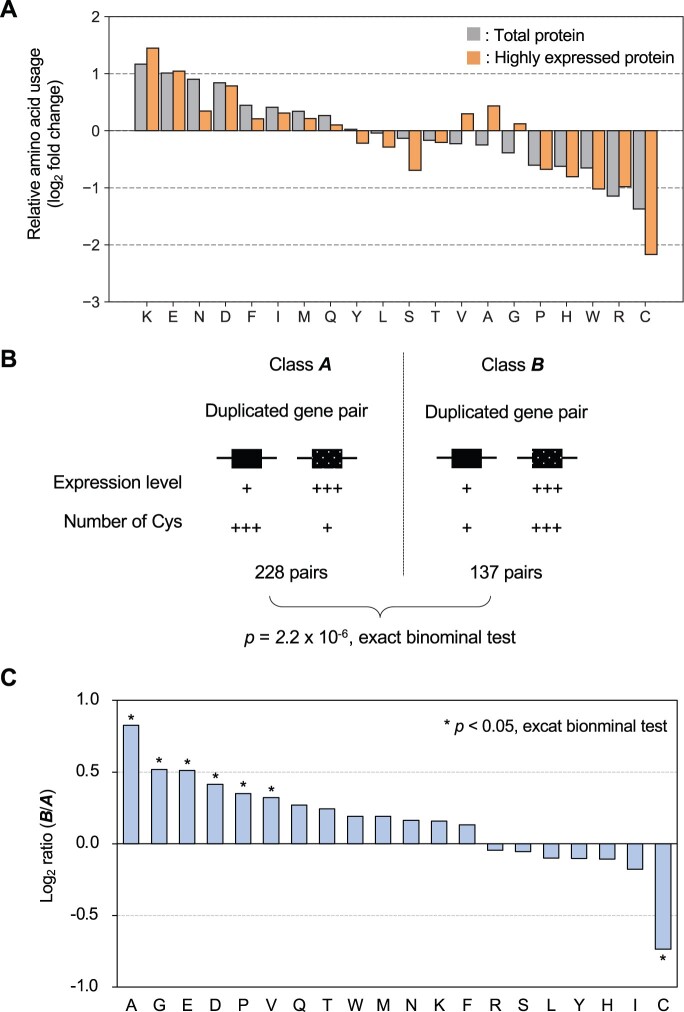
Cysteines are excluded from highly expressed proteins. a) Relative usage of each amino acid in the yeast proteome. The figure shows the comparison between the expected frequency of use from the codon table and the actual frequency of use in the proteome. Total protein: total protein of yeast, highly expressed protein: protein with more than 100,000 molecules per cell (Kulak *et al.* 2014). b) Relationship between cysteine content and expression level in proteins encoded by duplicated genes (ohnologs). Two classes of duplicated gene pairs according to the relationship between expression levels and cysteine levels. Class *A* pairs have a negative relationship between expression level and cysteine content, while Class *B* pairs have a positive relationship between expression level and cysteine content. Duplicated gene pairs in yeast are significantly more likely to belong to Class *A*. c) The ratio of Class *B* pairs to Class *A* pairs when the same analysis as in (b) is performed for each amino acid.

The budding yeast *S. cerevisiae* experienced a whole genome duplication about 100 million years ago and has duplicated gene pairs (ohnologs) in its genome (Wolfe 2015). If cysteine is detrimental to high protein expression, one would expect that the more highly expressed duplicated genes would tend to have lower cysteine content. Indeed, of the 365 differentially expressed duplicated gene pairs, 228 of higher expressed duplicated pairs had lower cysteine content, which was statistically significant (Fig. 8b). A similar analysis was performed for all amino acids, and only cysteine showed this trend (Fig. 8c). The results of these evolutionary analyses strongly indicate that high expression of cysteine-containing proteins has a negative impact on cell function.

## Discussion

In this study, we have shown evidence that extreme overexpression of cysteine-containing proteins results in abnormal cell elongation and proliferation in yeast. Based on the experimental data we presented in this study, we propose a model shown in Fig. 9 as the mechanism responsible for this. In this model, exposed cysteine perturbs the proteasome, which in turn causes cell elongation as follows. (1) Overexpression of cysteine-free proteins such as moxGFP and Gpm1 does not perturb the processes responsible for cell elongation (evidence shown in Figs. 1, 2, and 9a). In addition, proteins with robust folding properties, such as sfGFP, do not strongly perturb the processes responsible for cell elongation because the cysteines inside the protein are not exposed (evidence shown in Figs. 2 and 6); (2) even for proteins that fold robustly and do not aggregate, when cysteines are exposed, their overexpression perturbs the proteasome and causes cell elongation. These proteins include N10_75_-moxGFP and moxGFPdeg (evidence shown in Figs. 2, 5, 6, and 9b). (3） Overexpression of proteins with low folding properties but no cysteine, such as EGFPcs, forms Hsp70/Ssa1 aggregates (SHOTA) in the cell due to misfolding during the translation. This presumably causes a heat shock response, but not cell elongation (evidence shown in Figs. 6 and 9c). (4) Overexpression of cysteine-containing proteins with low folding properties, such as EGFP, results in misfolded, exposed cysteine. This perturbs the proteasome and causes cell elongation. Such proteins also cause the formation of SHOTA, which induces a heat shock response that is probably unrelated to cell elongation (evidence shown in Figs. 2, 6, 7, and 9d). Overexpression of such proteins also forms insoluble aggregates with large molecular weight via S–S bonds (evidence shown in Fig. 5), while it is unclear whether this is related to cell elongation.

**Fig. 9.**
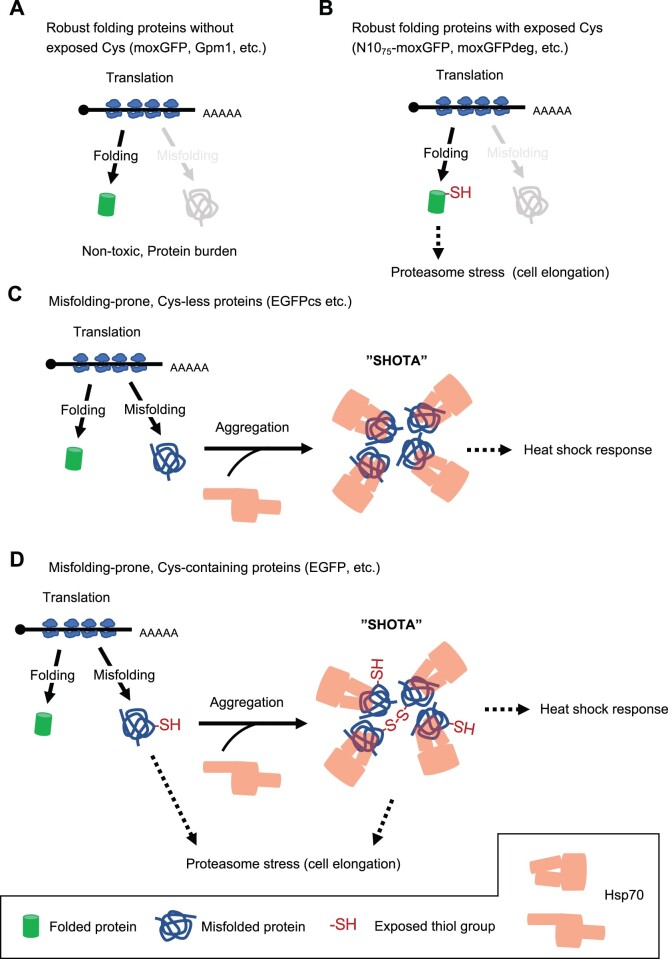
Model diagram summarizing the findings of this study. Details are provided in the body of *Discussion*.

Note that there are still some points in this model (and our study) that have not been clarified. First, there are questions about how cysteine-containing proteins perturb the proteasome and how this perturbation leads to cell elongation. With respect to the former, we consider the possibility that cysteine is involved in substrate recognition by proteasomes. Indeed, cysteine is known to be essential for the recognition of cODC degron by the proteasome (Takeuchi *et al.* 2008). If proteins with exposed cysteine are overexpressed, they may bind to the proteasome and compete with other substrates. With respect to the latter, this may be due to delayed degradation of Cln2, one of the substrates of the proteasome. It has been reported that inhibition of Cln2 degradation (by the proteasome) causes cell elongation (Schweitzer *et al.* 2005). Second, this perturbation to the proteasome explains only part of the cell elongation caused by EGFP overexpression. As shown in Fig. 6 and Supplementary Fig. 17, overexpression of EGFP also causes cell elongation in nonproteasome mutants. It is possible that the proteasome is also perturbed in these mutant strains, but there is currently no direct evidence.

We found that overexpression of EGFP promotes the formation of aggregates via S–S bonds (Fig. 5). Although it has been reported that S–S bond-mediated aggregate formation of FPs occurs in the endoplasmic reticulum, an oxidative environment (Costantini *et al*. 2015), it is not obvious that S–S bonds are formed in the cytosolic environment, which is generally believed to be reducing. On the other hand, as shown in Fig. 7c, transcription of oxidative stress response genes was significantly elevated in cells overexpressing EGFP. This suggests that overexpression of EGFP itself may disrupt the cytoplasmic redox state.

In addition to transcription and translation, proteins functioning in the cell are processed by various processes such as transport, post-translational modification, and degradation. Each of these processes must have different capacities depending on the amount of resources allocated to it. Overexpression of proteins to be treated by each process leads to cell dysfunction because the capacity of those processes becomes excessive and the proteins that should be treated by those processes are not able to be treated. We call such a condition “resource overload” (Moriya 2015; Kafri *et al.* 2016; Kintaka *et al.* 2020). The process of protein synthesis, where practically all proteins are processed, is considered to have the largest capacity among the various processes (Moriya 2015; Kafri *et al.* 2016, 2020; Eguchi *et al.* 2018; Kintaka *et al.* 2020). The state in which the capacity (and only the capacity) of the synthesis process is overloaded is called “protein burden,” among other resource overloads (Moriya 2015; Kafri *et al.* 2016; Eguchi *et al.* 2018; Kintaka *et al.* 2020). Protein burden is thought to cause a depletion of transcriptional and translational resources (Moriya 2015; Kafri *et al.* 2016; Eguchi *et al.* 2018; Kintaka *et al.* 2020), but its physiological state and cellular response are not well understood. By definition, protein burden is a situation in which a protein that does not overload any process other than synthesis is overexpressed and causes growth inhibition. However, it is not easy to know what kind of protein “does not overload processes other than synthesis” in the first place. Such a protein would be one that folds on its own (without using chaperone resources), does not localize (without using localization resources), is not actively degraded (without using degradation resources), has no proteins to interact with, and does not disrupt physiological functions when in excess. Several researchers have used specifically modified FPs as such examples (Kafri *et al.* 2016; Farkas *et al.* 2018; Kintaka *et al.* 2020). Farkas et al. (2018) reported that an excess of Venus, a yellow fluorescent protein, disrupts proteostasis involving intracellular chaperones. We have also found that 3xEGFP adversely affects the proteasome (Kintaka *et al.* 2020). These examples, however, contradict the definition of protein burden in the first place. That is, they are proteins that overload more limited resources other than protein synthesis, and thus are not appropriate proteins to investigate protein burden. In fact, in this study, we found that EGFP and Venus, probably because of their cysteine content, cause abnormal cell elongation and sensitivity to high temperature in their overexpressing strains; EGFP also aggregates intracellularly, engulfing and depleting Hsp70 in its aggregates and causing Hsf1-mediated heat shock response. Importantly, an excess of moxGFP, which does not contain cysteine (and has higher folding properties), did not induce such a phenotype, but showed higher expression limits than EGFP. In other words, moxGFP seems to be the most appropriate model protein to investigate protein burden at this time.

Interestingly, in cells overexpressing moxGFP, transcription of ribosomal proteins and proteins involved in ribosome synthesis was enhanced (Fig. 7d). This may be a true cellular response to the depletion of synthesis resources, or protein burden, caused by the massive production of harmless proteins. As mentioned above, it is recognized that the nature of protein burden is growth inhibition which occurs when protein synthesis resources are monopolized and depleted for the synthesis of harmless proteins, and the synthesis of other proteins essential for growth is reduced due to competition. However, it is not yet clear what exactly are the limiting factors that are depleted during protein burden, or the proteins that “lose out to competition” to cause growth inhibition. Based on the transcriptional response of moxGFP overexpression, we suspect that the latter may be ribosomal proteins. Our current hypothesis is that protein burden decreases synthesis, possibly translation of ribosomal proteins, and to counteract this, the cell increases transcription of ribosomes. As far as we know, this is the first time that such a response has been observed in eukaryotic cells, and a detailed analysis of the mechanism is awaited.

In this study, we showed that the (artificial) overexpression of cysteine-containing proteins has adverse effects on cell function. This negative effect of cysteine probably acts as an evolutionary bias to exclude cysteine from highly expressed proteins (Fig. 7). Cysteine is an important amino acid that contributes to the structural stabilization of proteins, the activity of enzymes, and metal binding in proteins. On the other hand, the thiol group of cysteine is highly reactive and susceptible to the redox state in the cell. High concentrations of cysteine-containing proteins can cause unwanted intermolecular and intramolecular interactions that can interfere with the function of important proteins or form cytotoxic aggregates that can adversely affect cell function. It is believed that there are evolutionary principles that avoid unwanted interactions and misfolding, especially in highly expressed proteins (Drummond *et al.* 2008; Yang *et al.* 2012). The inclusion of cysteine is a prime example in support of these hypotheses.

## Data availability

Strains and plasmids are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and tables. Gene expression data are available at Gene Expression Omnibus (accession number: GSE178244).

Supplemental material is available at *G3* online.

## Supplementary Material

jkac106_Data_S1

jkac106_Data_S2

jkac106_Data_S3

jkac106_Supplemental_Material_Legends

jkac106_Supplemental_Figures

# Supplementary material for: Massive expression of cysteine-containing proteins causes abnormal elongation of yeast cells by perturbing the proteasome
**Source:** G3 (Bethesda). 2022 Apr 29;12(6):jkac106. doi: 10.1093/g3journal/jkac106
**Supplement:** jkac106_Supplemental_Material_Legends

**Supplementary materials**

**Supplementary figures** (provided in Supplementary_Figure.docx)

- Figure S1. Genetic tug-of-war (gTOW) method used for overexpression in this experiment.
- Figure S2. Analytical scheme of yeast cell morphology.
- Figure S3. EGFP-overexpressing cells elongate more markedly with continued passaging.
- Figure S4. Amino acid sequence alignment of EGFP, sfGFP, and moxGFP.
- Figure S5. The addition of cysteines to EGFP exacerbates the cell elongation phenotype
- Figure S6. Cysteine residues in the glycolytic enzymes Tpi1 and Gpm1 are associated with the cell elongation phenotype caused by their overexpression.
- Figure S7. Relationship between the cysteine content of the proteins investigated in this study and the cell elongation phenotype (mean cell axis ratio) when they are overexpressed.
- Figure S8. Size of cells overexpressing proteins.
- Figure S9. Scatterplots for cell size and fluorescence intensity.
- Figure S10. Growth curve of cells overexpressing fluorescent proteins.
- Figure S11. Microscopic images of cells overexpressing fluorescent proteins cultured at 38°C.
- Figure S12. Percentage of dead cells in a cell population overexpressing fluorescent proteins.
- Figure S13. Quantification of overexpressed proteins and aggregation bands.
- Figure S14. Evidence that disulfide bonding of EGFP occurs intracellularly, not during protein extraction.
- Figure S15. The thiol groups of the two cysteines of EGFP are located inside the structure.
- Figure S16. Overexpression of EGFP causes protein aggregation via the S-S bond.
- Figure S17. Microscopic images of cells overexpressing EGFP and moxGFP, as well as the vector control cells.
- Figure S18. Effects of EGFP and moxGFP overexpression on the hsf1-848 mutation
- Figure S19. Microscopic images of mutant cells overexpressing EGFP and moxGFP, as well as the vector control cells.
- Figure S20. Bortezomib treatment of overexpressing cells
- Figure S21. Behavior of Ssa1 aggregates in overexpressing cells
- Figure S22. Transcriptome analysis of EGFP and moxGFP overexpressing cells

**Supplementary data files**

- Data S1. Key_Resource_Table.xlsx
- Data S2. RNAseq_data.xlsx
- Data S3. AA_compositon_analysis.xlsx

# Supplementary material for: Massive expression of cysteine-containing proteins causes abnormal elongation of yeast cells by perturbing the proteasome
**Source:** G3 (Bethesda). 2022 Apr 29;12(6):jkac106. doi: 10.1093/g3journal/jkac106
**Supplement:** jkac106_Supplemental_Figures

**Supplementary Information for**

Massive expression of cysteine-containing proteins causes abnormal elongation of yeast cells by perturbing the proteasome

Shotaro Namba^1^, Hisaaki Kato^1^, Shuji Shigenobu^2^, Takashi Makino^3^, Hisao Moriya^1,*^

1. Graduate school of environmental and life sciences, Okayama University

[Figure S1. Genetic tug-of-war (gTOW) method used for overexpression in this experiment. 3](#_Toc99371581)

[Figure S2. Analytical scheme of yeast cell morphology. 5](#_Toc99371582)

[Figure S3. EGFP-overexpressing cells elongate more markedly with continued passaging. 6](#_Toc99371583)

[Figure S4. Amino acid sequence alignment of EGFP, sfGFP, and moxGFP. 7](#_Toc99371584)

[Figure S5. The addition of cysteines to EGFP exacerbates the cell elongation phenotype 8](#_Toc99371585)

[Figure S6. Cysteine residues in the glycolytic enzymes Tpi1 and Gpm1 are associated with the cell elongation phenotype caused by their overexpression. 11](#_Toc99371586)

[Figure S7. Relationship between the cysteine content of the proteins investigated in this study and the cell elongation phenotype (mean cell axis ratio) when they are overexpressed. 12](#_Toc99371587)

[Figure S8. Size of cells overexpressing proteins. 14](#_Toc99371588)

[Figure S9. Scatterplots for cell size and fluorescence intensity. 16](#_Toc99371589)

[Figure S10. Growth curve of cells overexpressing fluorescent proteins. 17](#_Toc99371590)

[Figure S11. Microscopic images of cells overexpressing fluorescent proteins cultured at 38°C. 19](#_Toc99371591)

[Figure S12. Percentage of dead cells in a cell population overexpressing fluorescent proteins. 20](#_Toc99371592)

[Figure S13. Quantification of overexpressed proteins and aggregation bands. 21](#_Toc99371593)

[Figure S14. Evidence that disulfide bonding of EGFP occurs intracellularly, not during protein extraction. 22](#_Toc99371594)

[Figure S15. The thiol groups of the two cysteines of EGFP are located inside the structure. 23](#_Toc99371595)

[Figure S16. Overexpression of EGFP causes protein aggregation via the S-S bond. 25](#_Toc99371596)

[Figure S17. Microscopic images of cells overexpressing EGFP and moxGFP, as well as the vector control cells. 27](#_Toc99371597)

[Figure S18. Effects of EGFP and moxGFP overexpression on the hsf1-848 mutation 27](#_Toc99371598)

[Figure S19. Microscopic images of mutant cells overexpressing EGFP and moxGFP, as well as the vector control cells. 28](#_Toc99371600)

[Figure S20. Bortezomib treatment of overexpressing cells 29](#_Toc99371601)

[Figure S21. Behavior of Ssa1 aggregates in overexpressing cells 30](#_Toc99371602)

[Figure S22. Transcriptome analysis of EGFP and moxGFP overexpressing cells 33](#_Toc99371603)

**
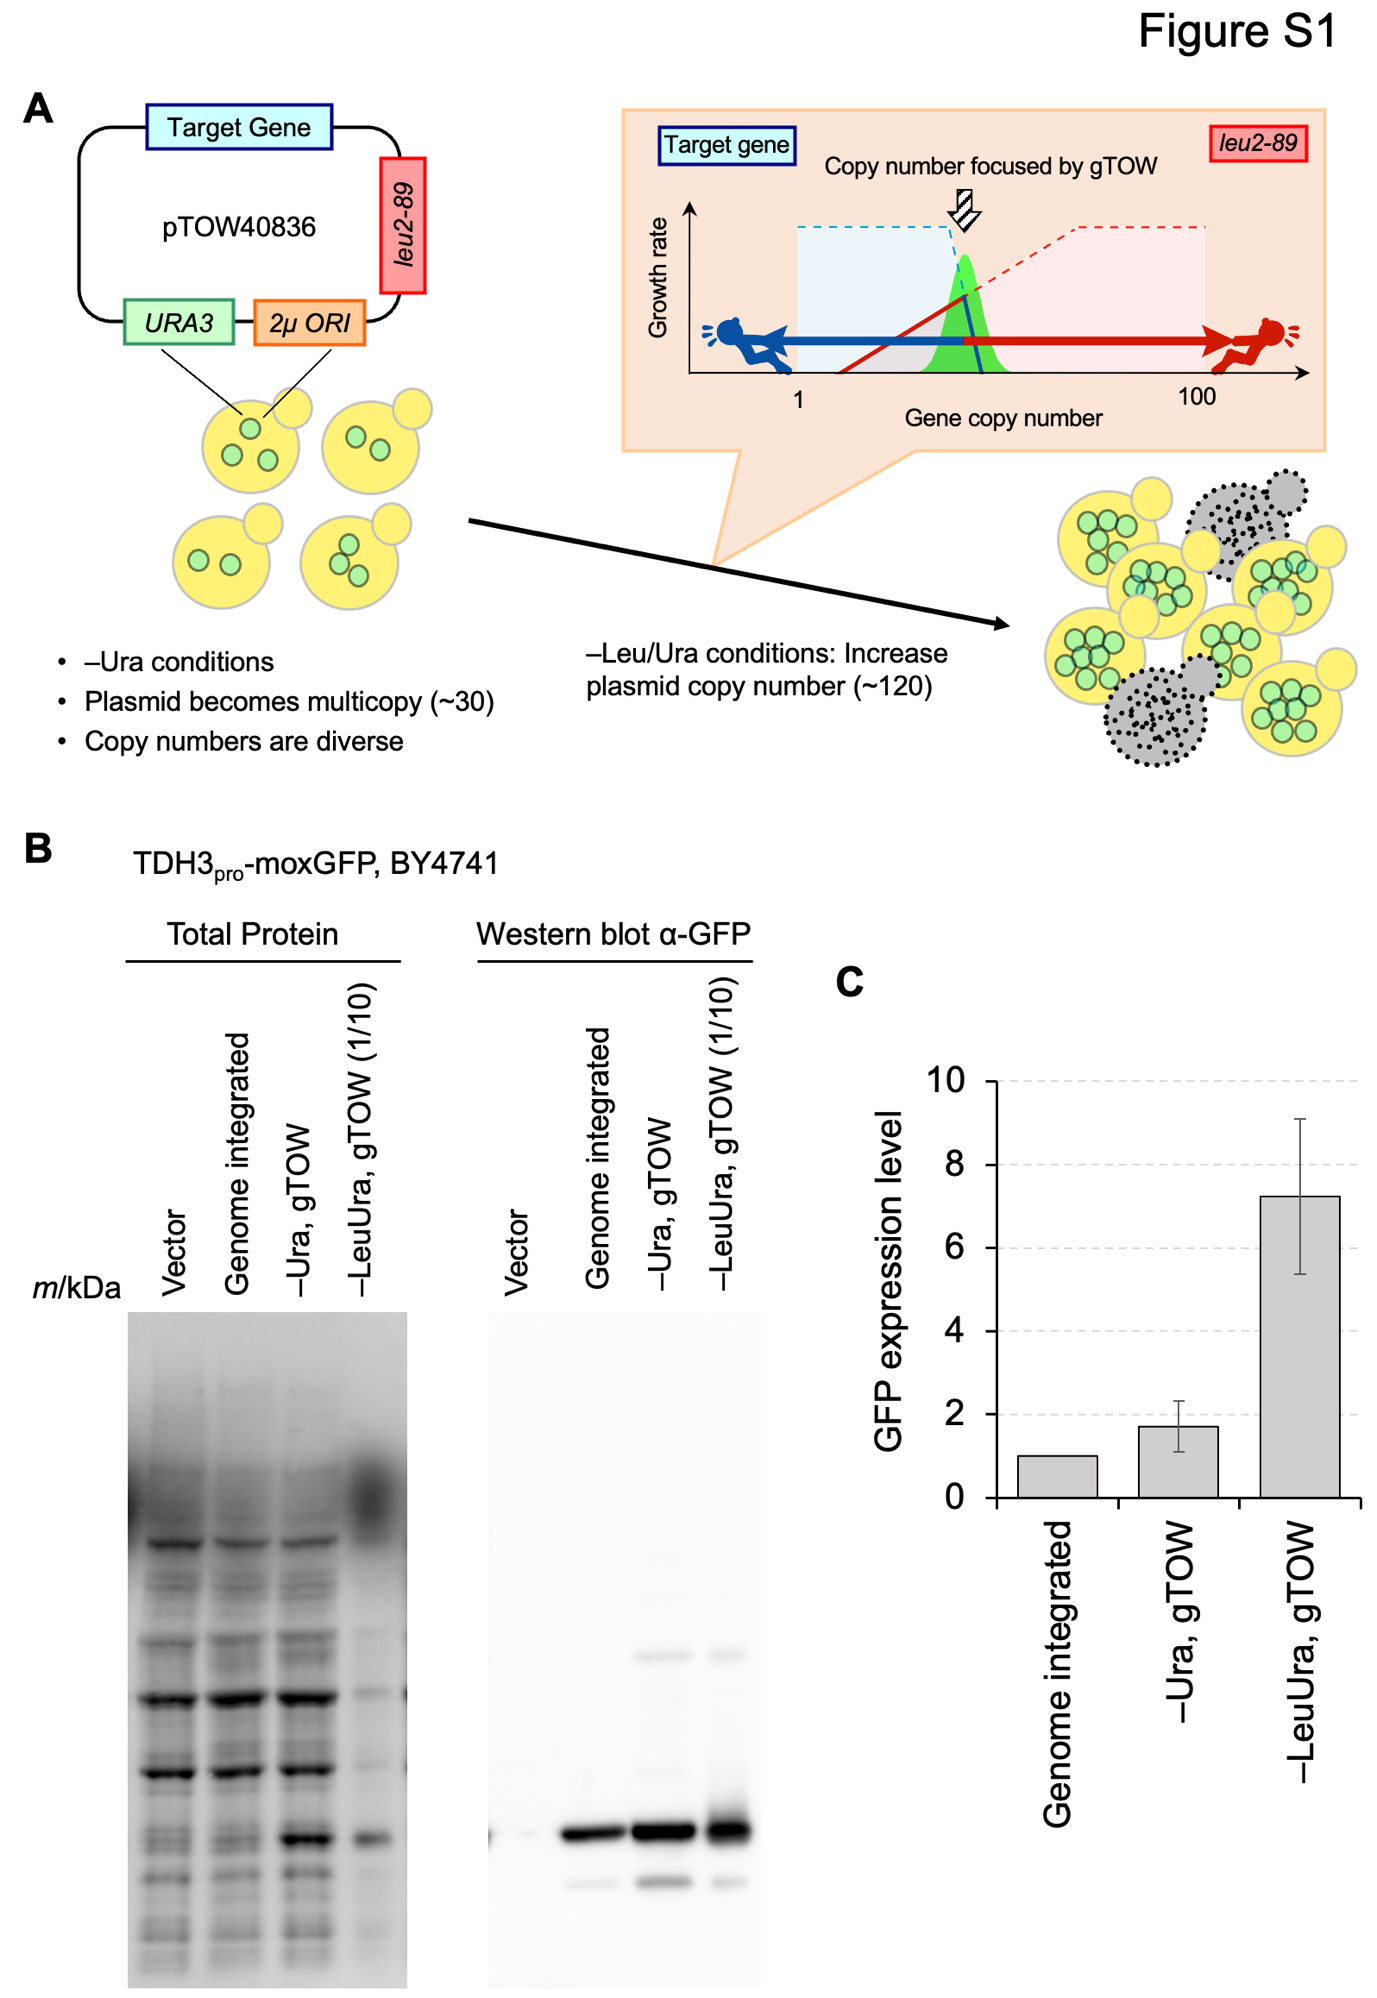
**

Figure S1. Genetic tug-of-war (gTOW) method used for overexpression in this experiment. (**A**) The gTOW method. Detailed explanations are given in Materials and Methods. (**B**) Western blotting and the total protein images of proteins extracted from cells overexpressing moxGFP from a genome-integrated TDH3_pro_-moxGFP (to the *FCY1* locus), TDH3_pro_-moxGFP on the gTOW plasmid under –Ura or –Leu/Ura conditions. Anti-GFP antibodies were used for detection. (**C**) Quantification of moxGFP detected by the Western blotting in **B**. The density of moxGFP bands in Western blotting was quantified and normalized by Genome integrated; the mean and standard deviation (error bars) of three measurements are shown.

**
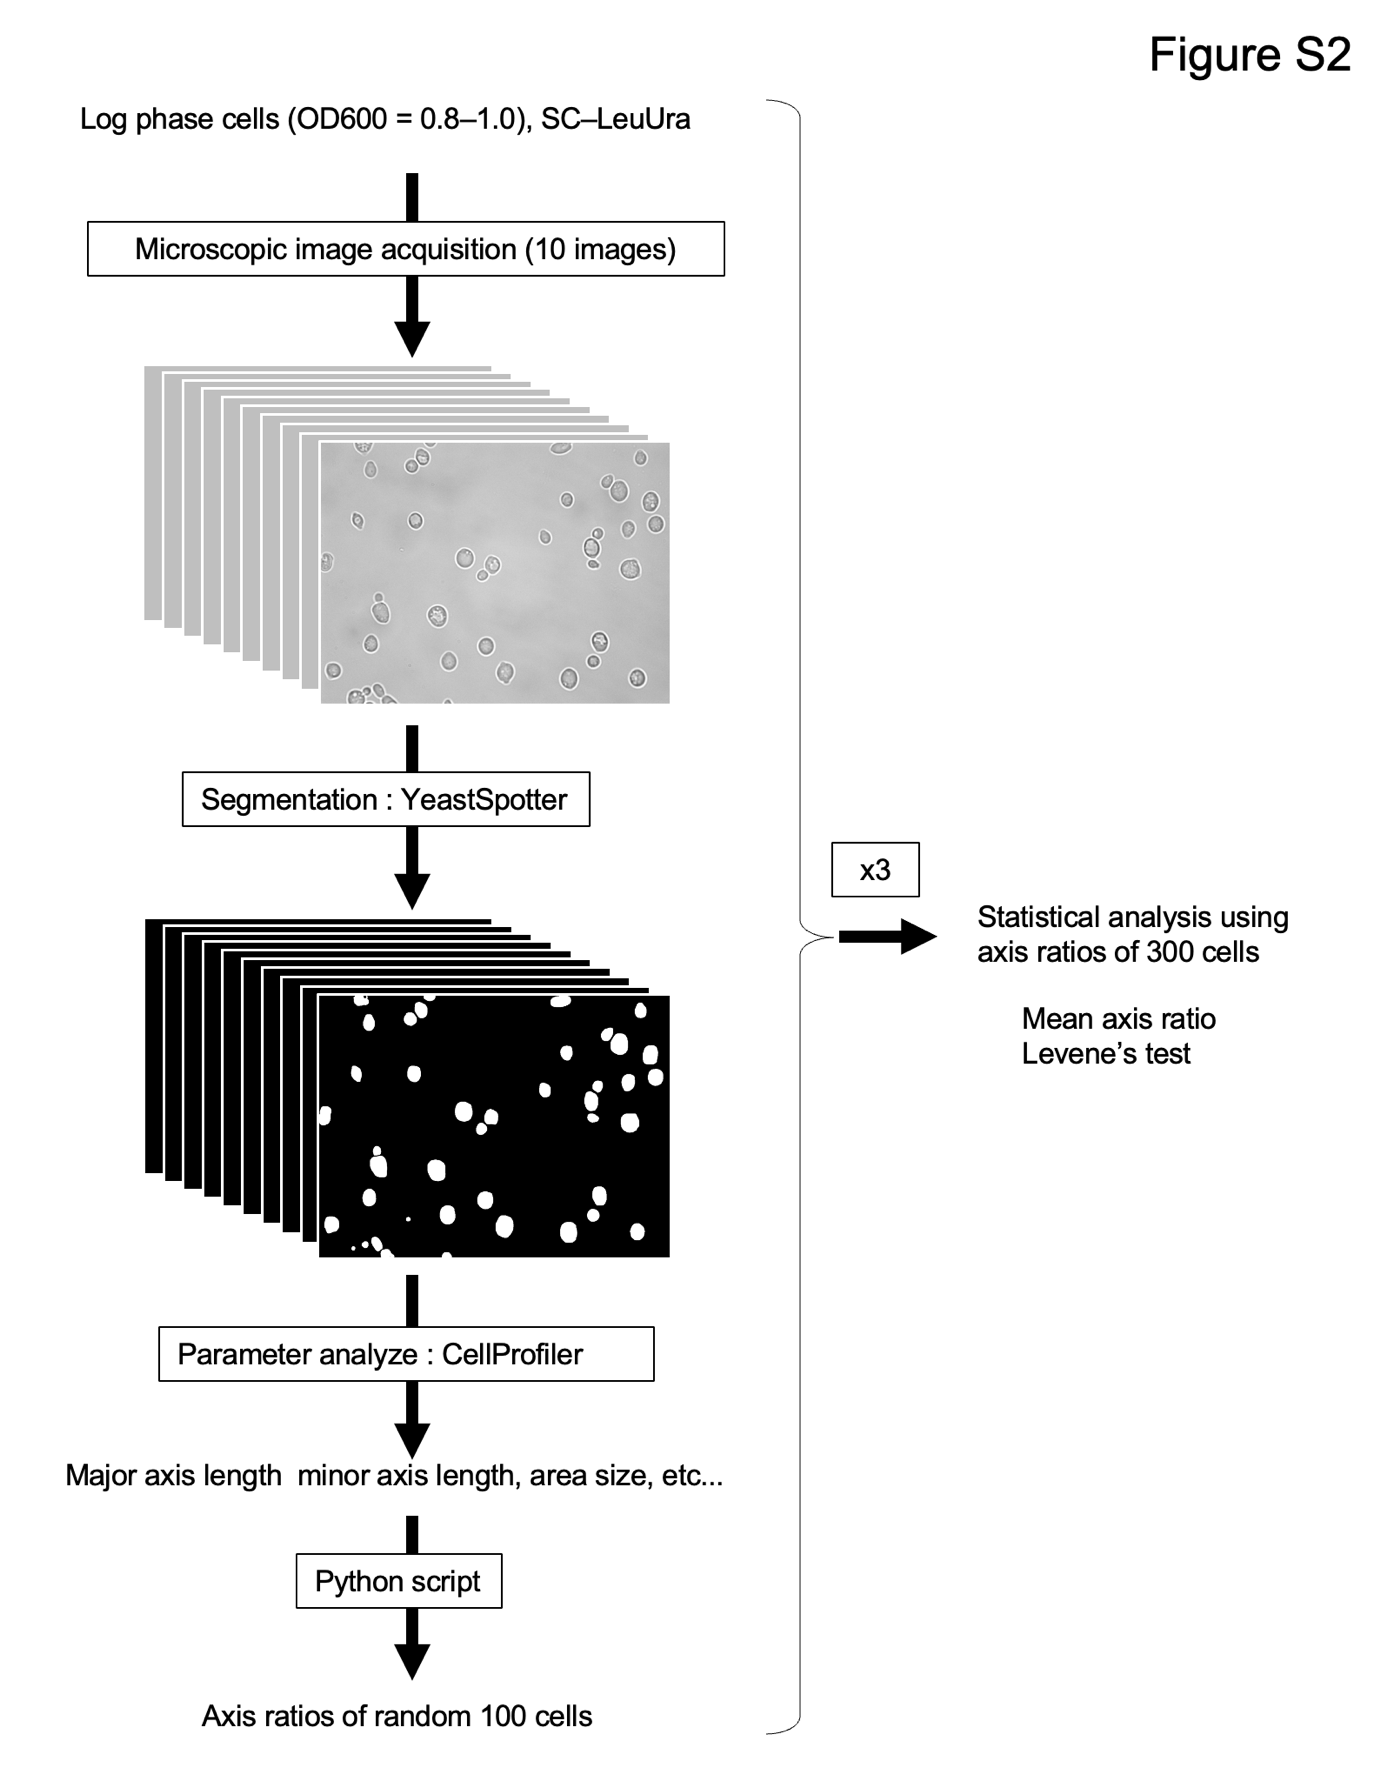
**

Figure S2. Analytical scheme of yeast cell morphology. The details of the analysis scheme are described in Materials and Methods.

**
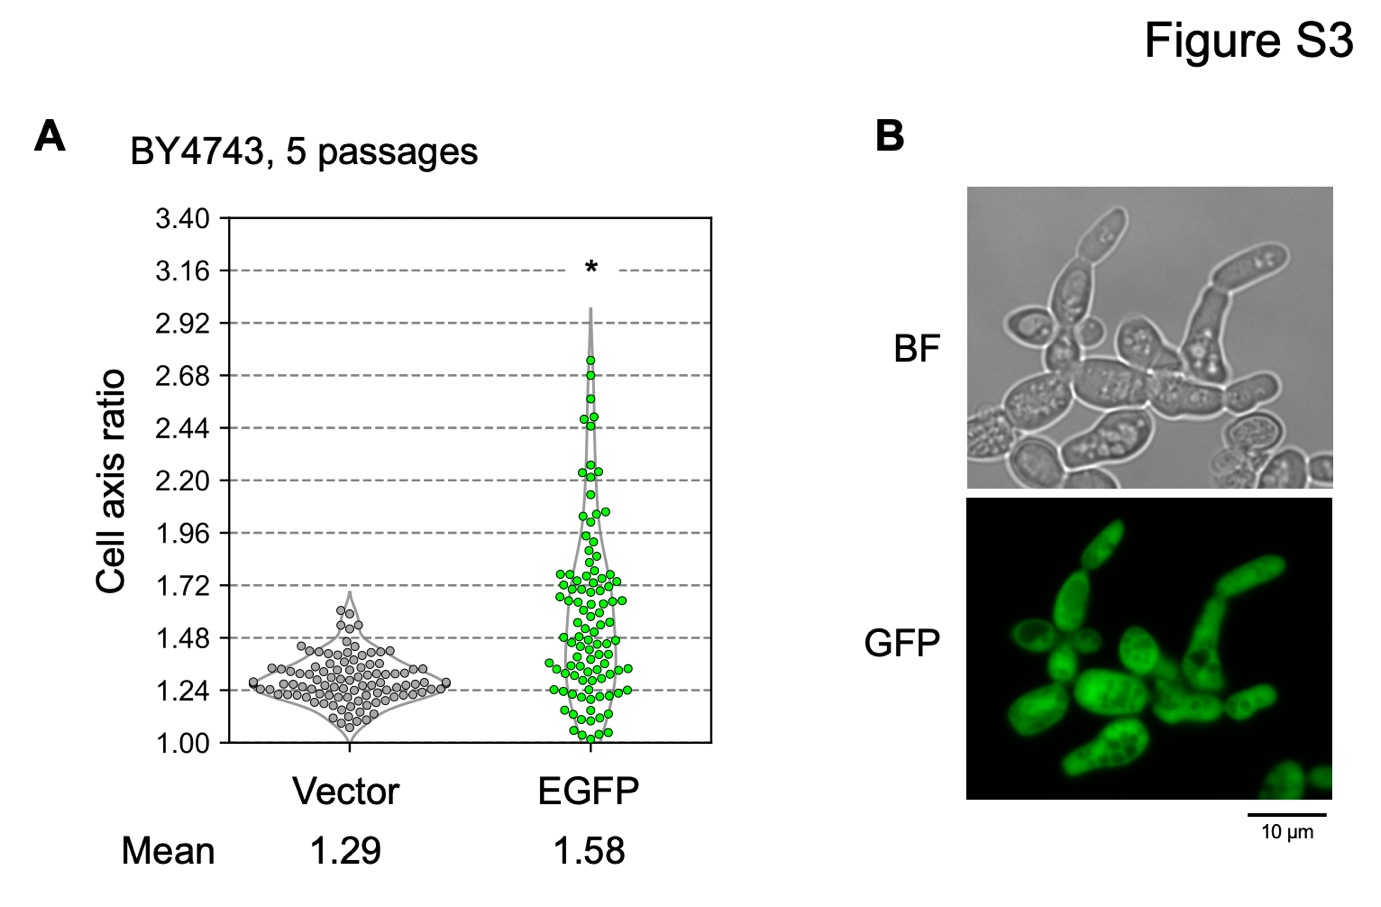
**

Figure S3. EGFP-overexpressing cells elongate more markedly with continued passaging. The cells were successively cultured in SC–Leu/Ura medium for five days with one passage per day. The cell morphology analysis was performed using randomly selected 100 cells (n = 1) and shown with swarm plots (**A**). *; *p* = 3.5E–14, Levene’s t-test. (**B**) Representative images of EGFP-overexpressing cells, showing no accumulation of EGFP at specific sites in the cells.

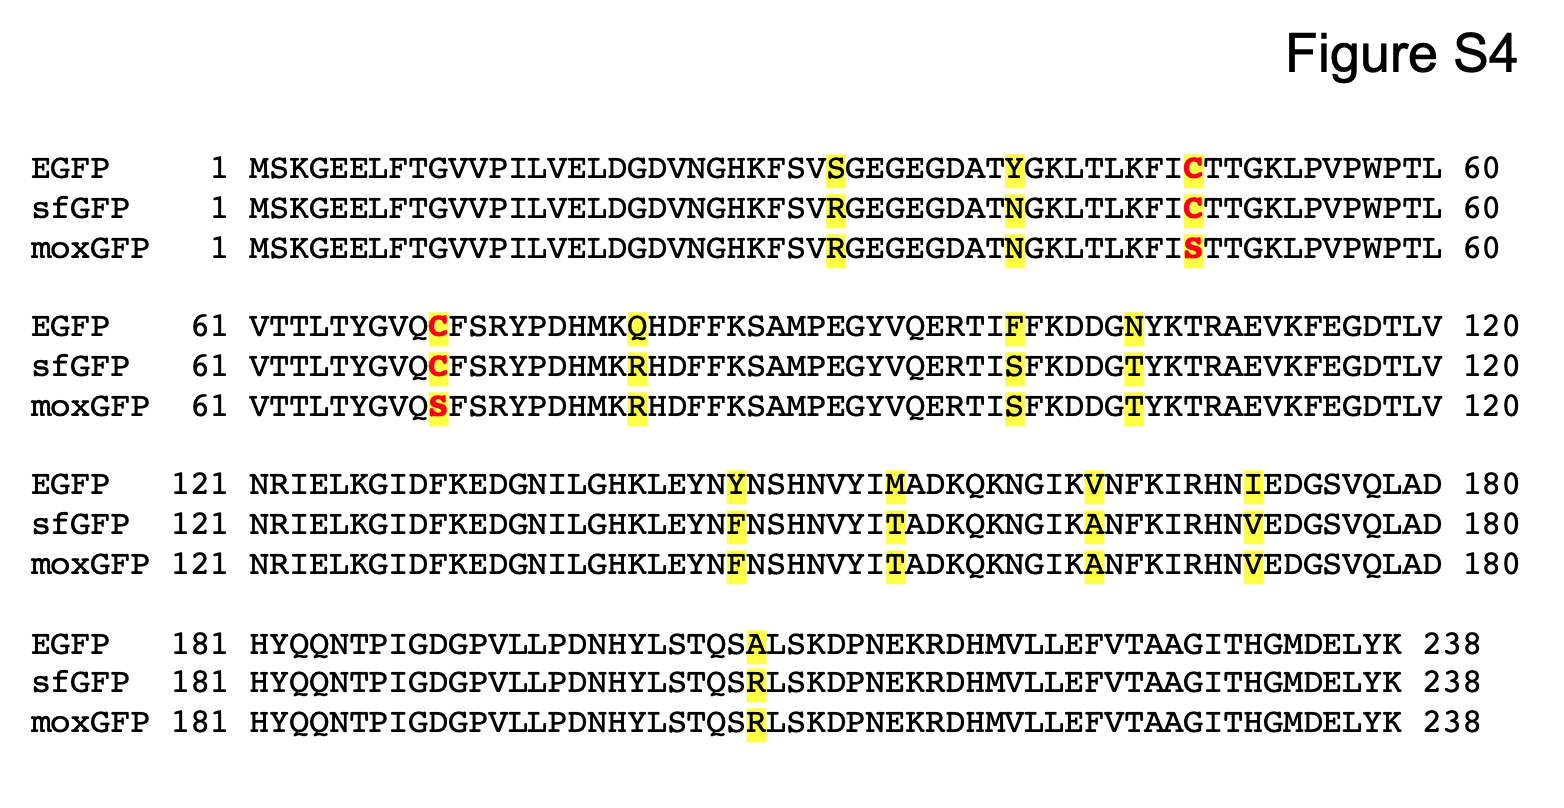

Figure S4. Amino acid sequence alignment of EGFP, sfGFP, and moxGFP. Different amino acids among the three fluorescent proteins are shown in yellow; two cysteine residues substituted in moxGFP are shown in red letters.

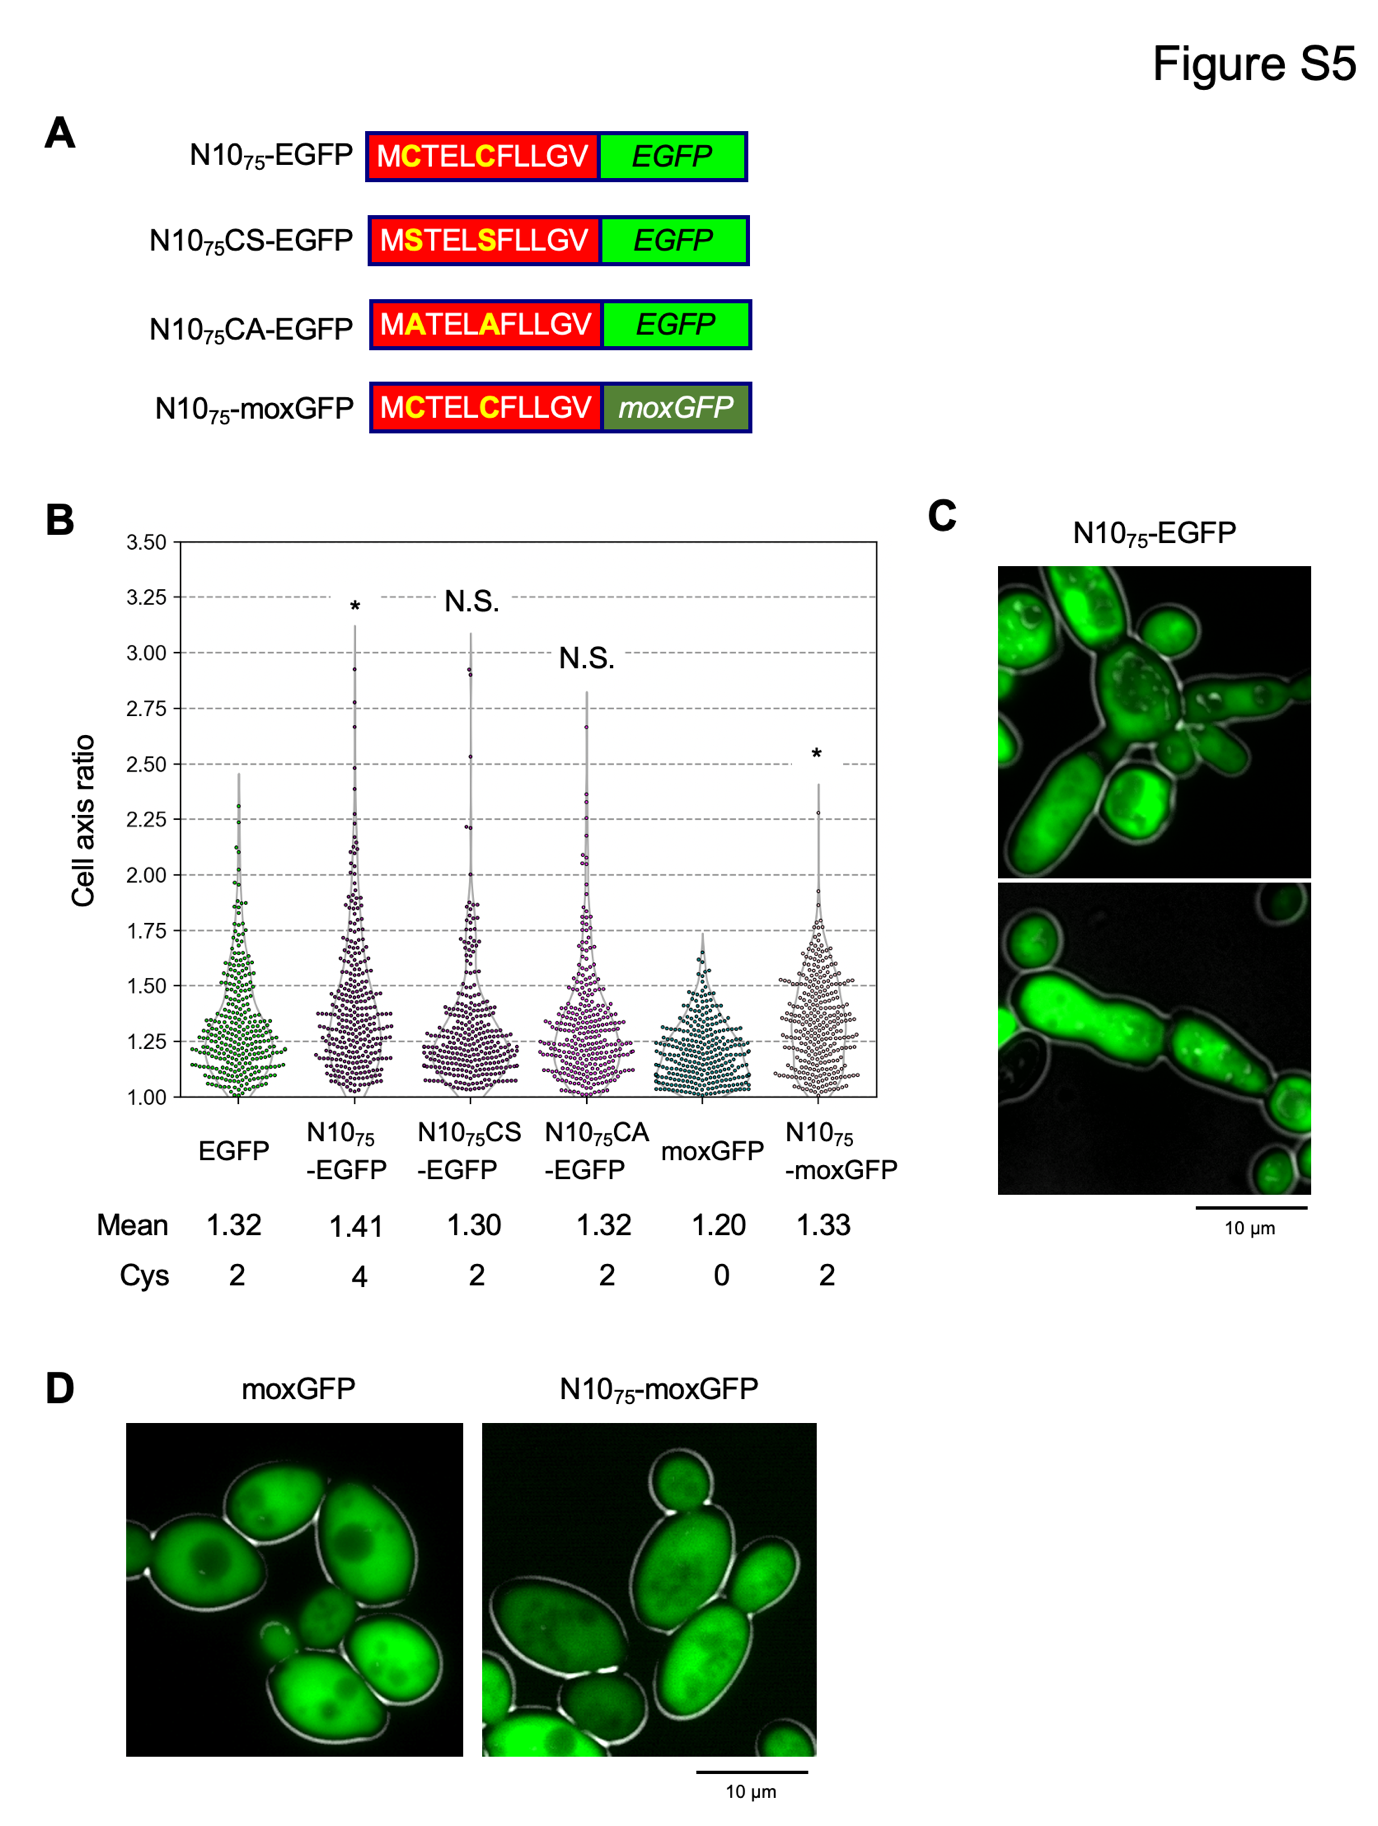

# Figure S5. The addition of cysteines to EGFP exacerbates the cell elongation phenotype

(**A**) Structure of N10-EGFP. Yellow amino acids indicate cysteine and substituted amino acids. (**B**) Swarm plot of cell axis ratio of cells overexpressing EGFP, N10_75_-EGFPs, moxGFP, and N10_75_-moxGFP. Plots were based on 300 cells from three biological replicates. *: *p* < 0.05, N.S.: *p* > 0.05, Levene’s test with Bonferroni correction in comparison to the EGFP overexpression except N10_75_-moxGFP, which is compared to the moxGFP overexpression. The mean cell axis ratio (Mean) and the cysteine content (Cys) of each protein are also shown. (**C, D**) Representative microscopic images of cells overexpressing N10-EGFP (**C**), moxGFP and N10_75_-moxGFP (**D**); for fluorescent protein images, bright-field and pseudo-color fluorescence images were merged. The cells were cultured in –Leu/Ura conditions.

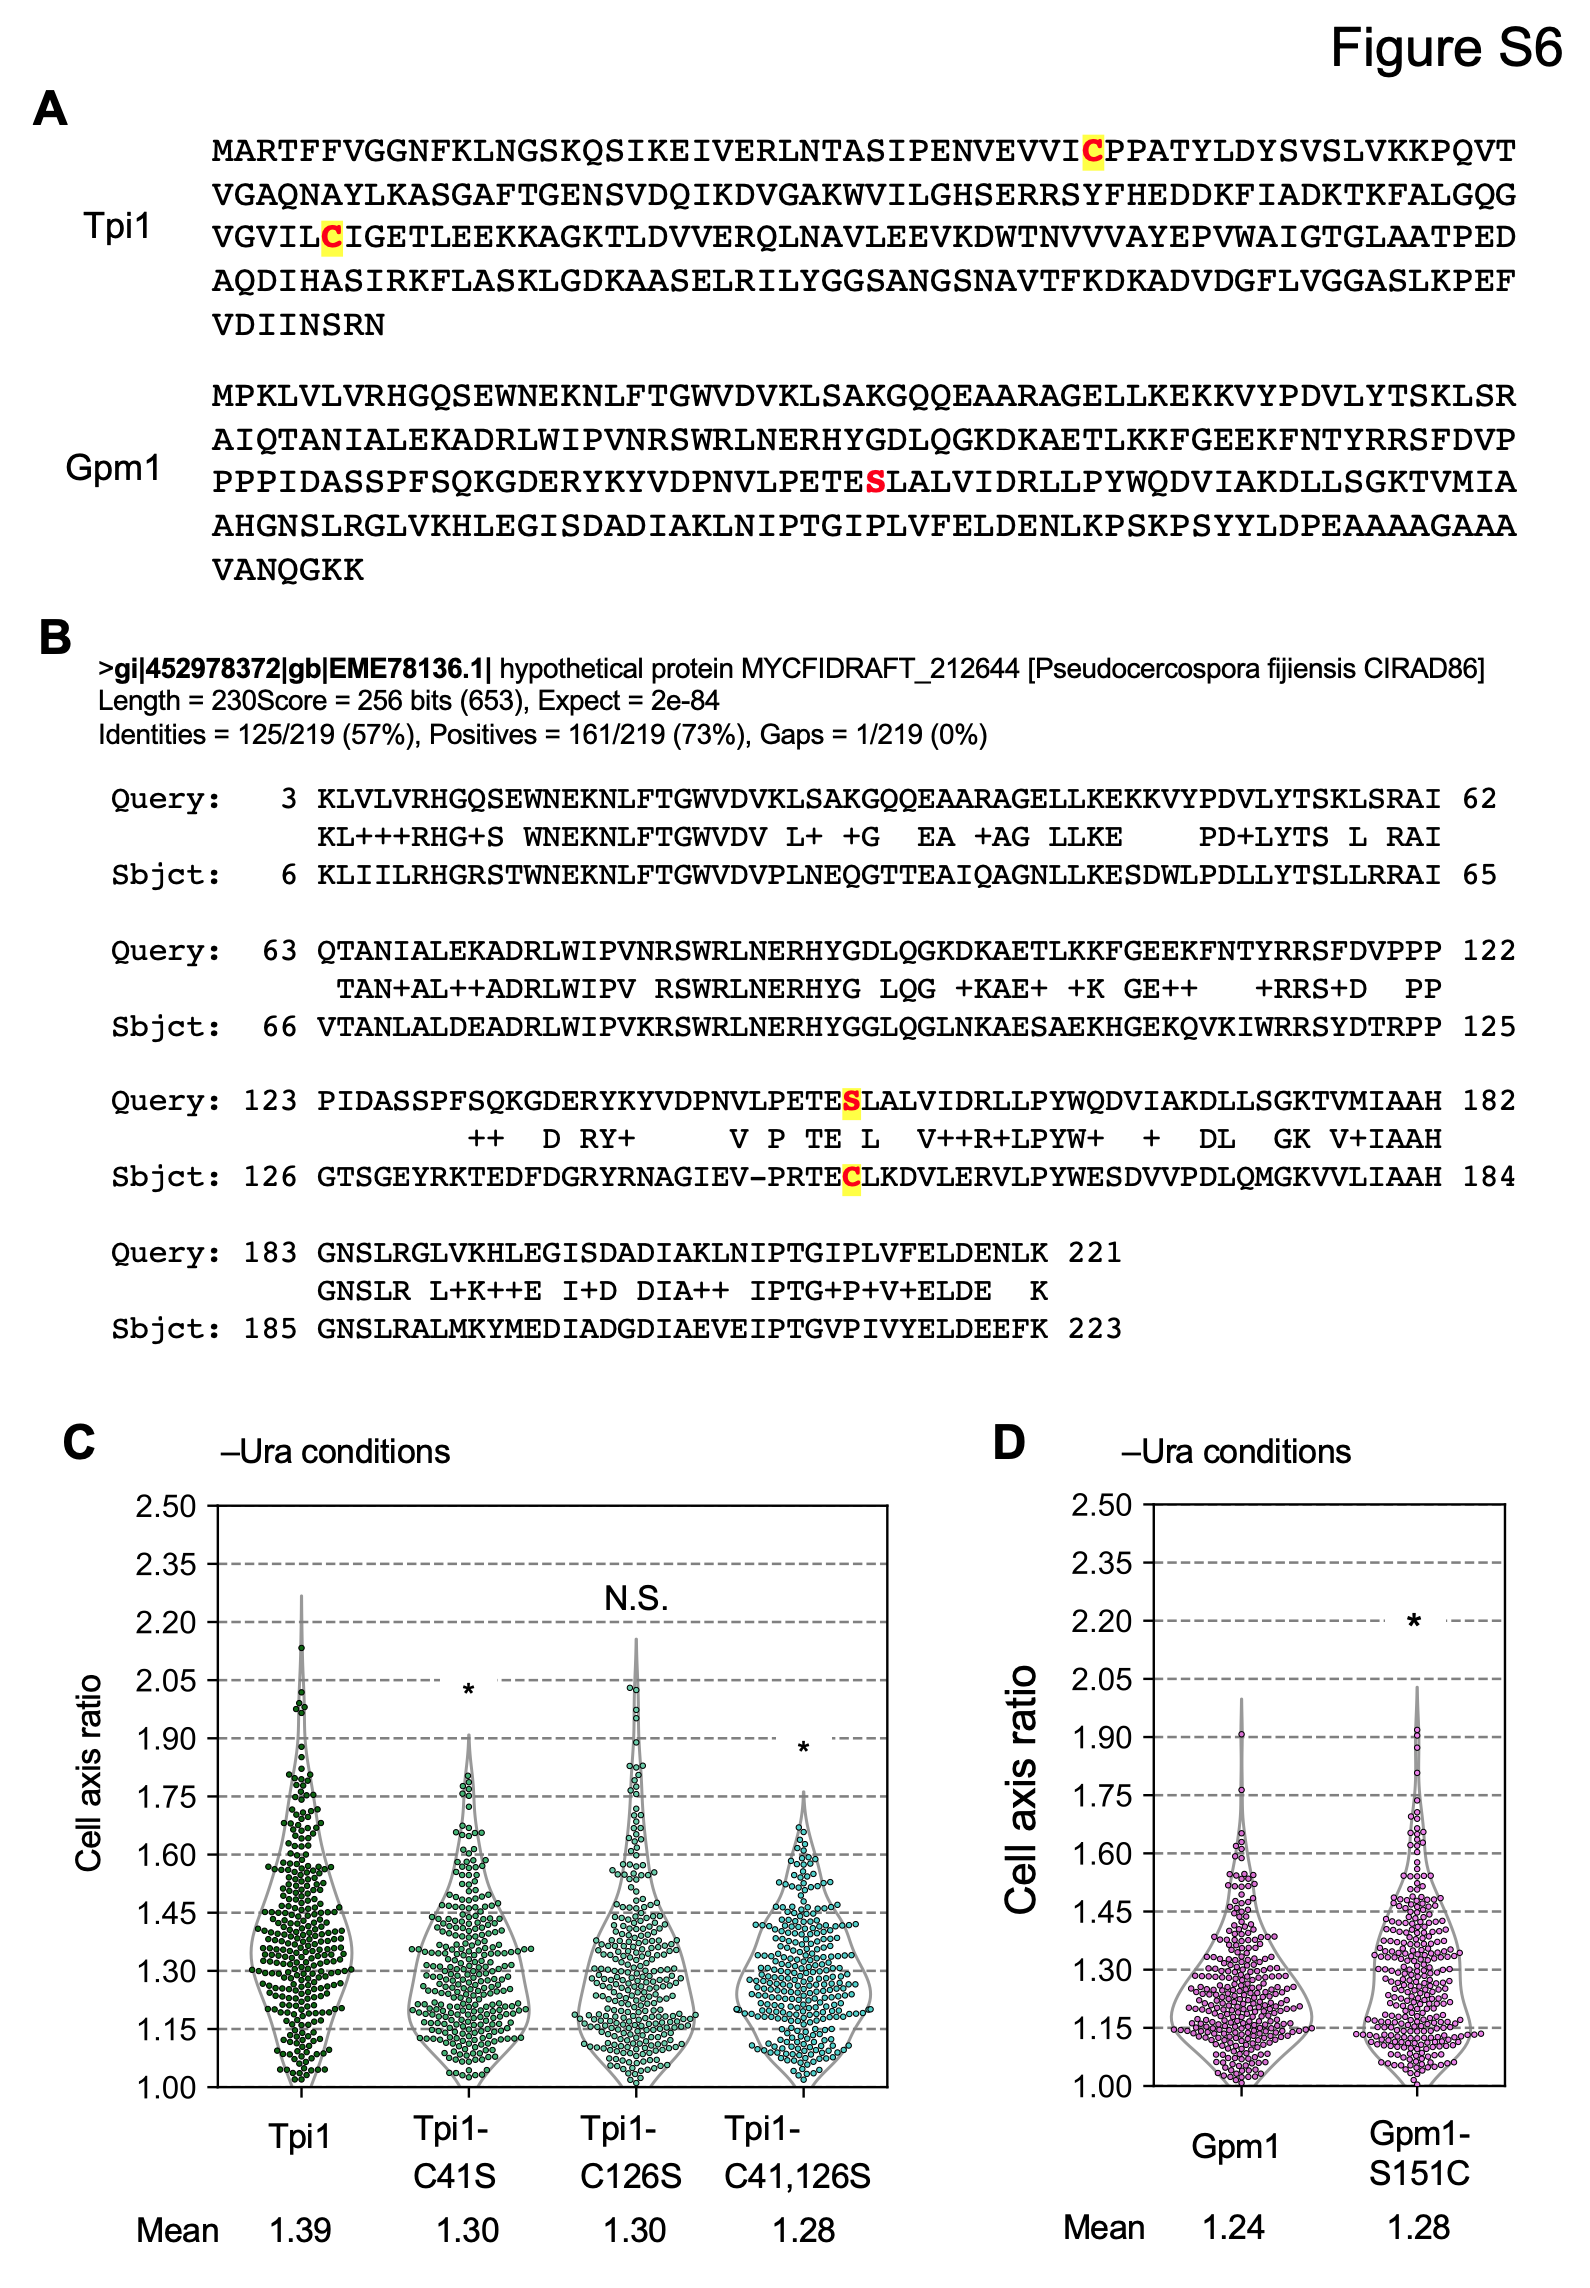

# Figure S6. Cysteine residues in the glycolytic enzymes Tpi1 and Gpm1 are associated with the cell elongation phenotype caused by their overexpression.

(**A**) Amino acid sequences of Tpi1 and Gpm1. The substituted cysteine and serine residues are colored. (**B**) Alignment of Gpm1 in *S. cerevisiae* and a hypothetical Gpm1 homolog in *Pseudocercospora fijiensis*. Amino acids corresponding to the serine substituted with the Gpm1-S151C mutant are colored. Alignments were performed by NCBI BLAST (<https://blast.ncbi.nlm.nih.gov/Blast.cgi>) (**C**) Swarm plot of cell axis ratio of cells Tpi1 and Tpi1 mutants with cysteine to serine substitutions. Plots were based on 300 cells from three biological replicates. In comparison to the wild type Tpi1 overexpression, *: *p* < 0.05, N.S.: *p* > 0.05, Levene’s test with Bonferroni correction. (**D**) Swarm plot of cell axis ratio of cells Gmp1 and Gpm1 mutants with serine 151 to cysteine substitution. Plots were based on 300 cells from three biological replicates. In comparison to the wild type Gpm1 overexpression, *: *p* < 0.05, N.S.: *p* > 0.05, Levene’s test. The mean cell axis ratio (Mean) and the cysteine content (Cys) of each protein are also shown. The cells were cultured in –Ura conditions.

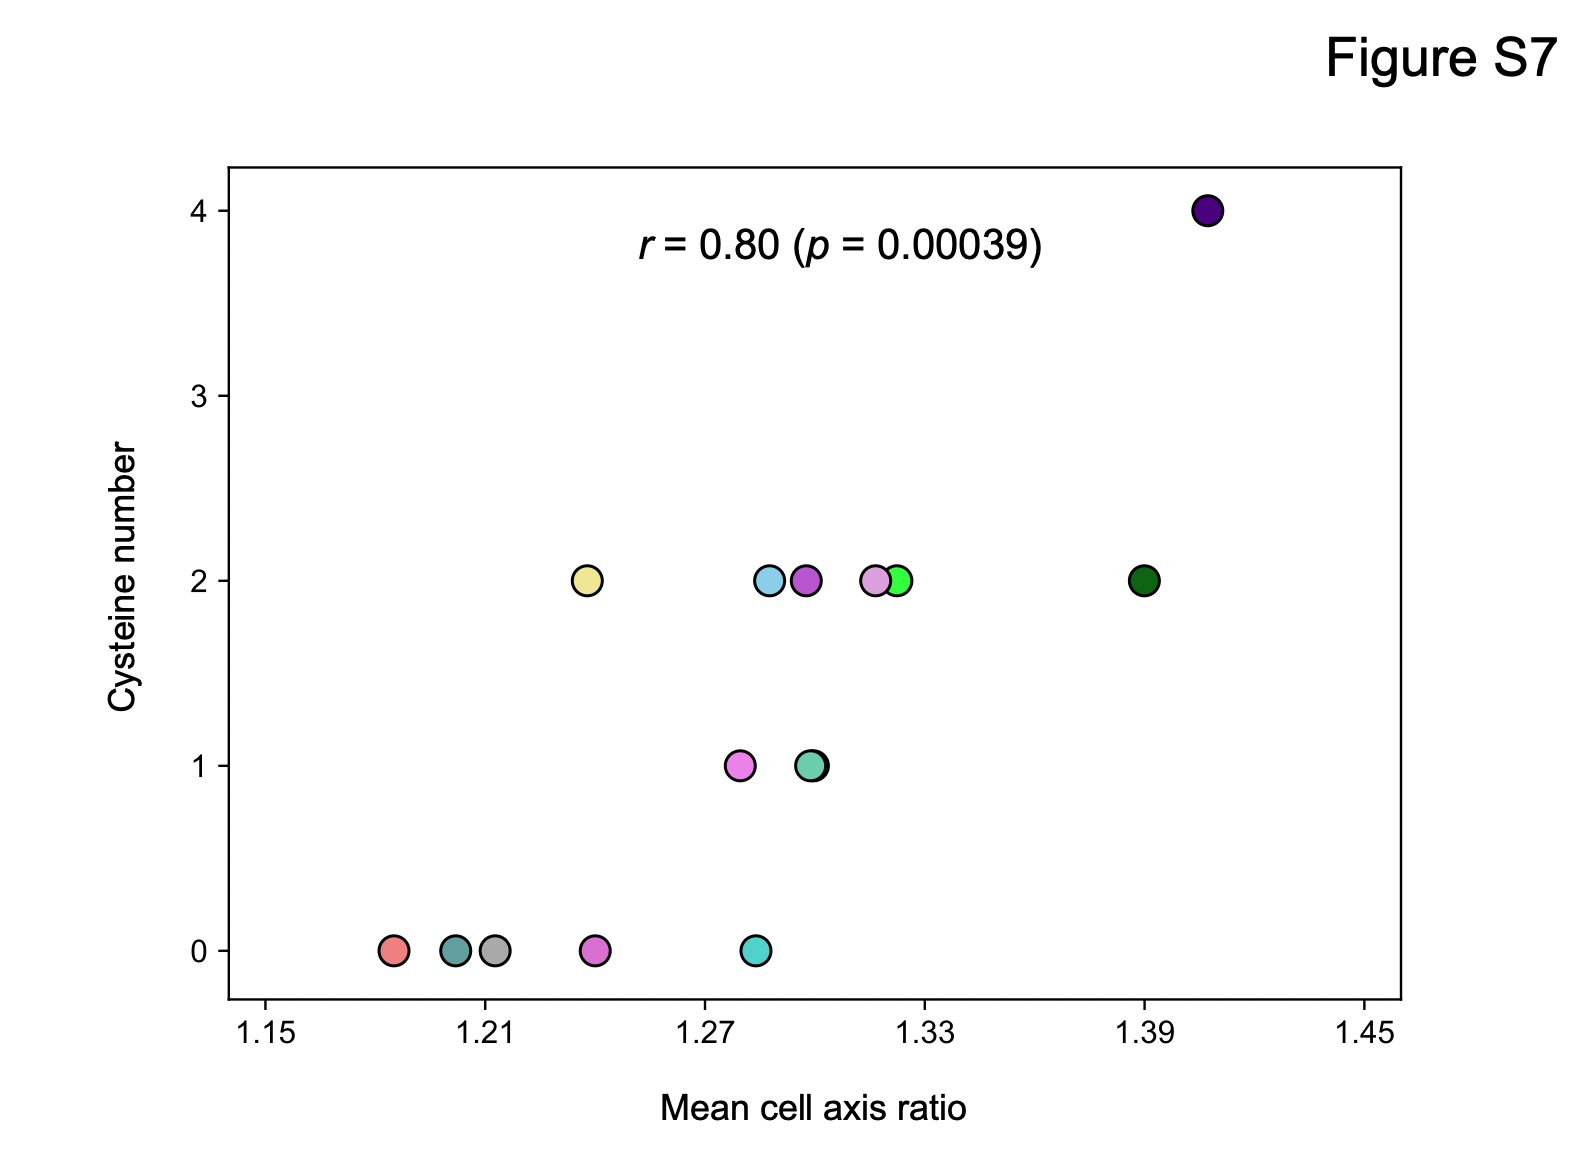

# Figure S7. Relationship between the cysteine content of the proteins investigated in this study and the cell elongation phenotype (mean cell axis ratio) when they are overexpressed.

Pearson's correlation coefficient (r) and its p-value are also shown.

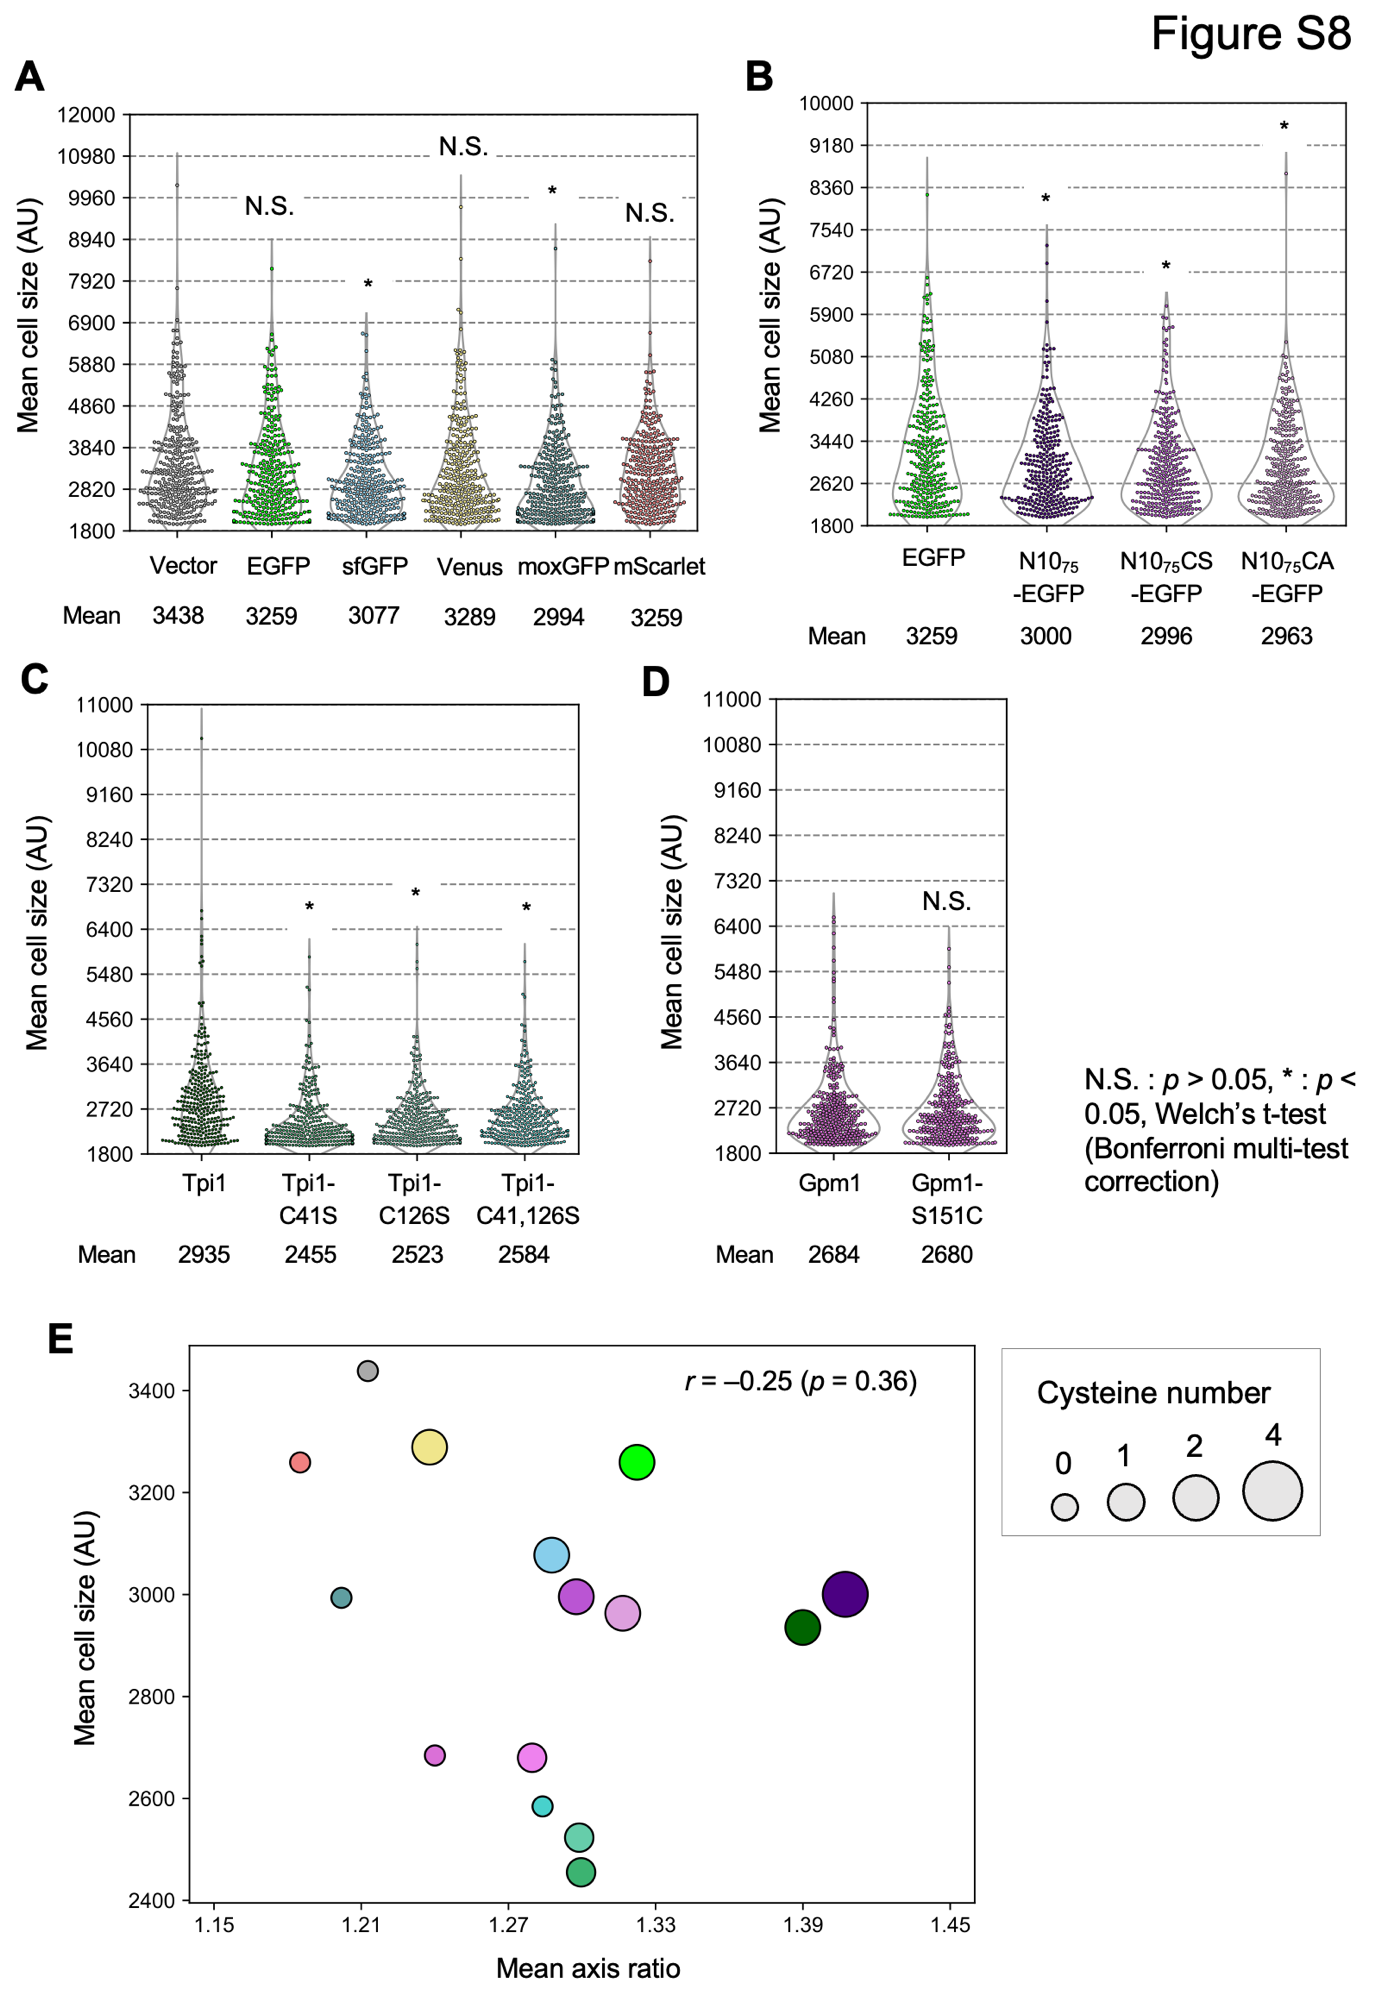

# Figure S8. Size of cells overexpressing proteins.

(**A**-**D**) Swarm plots showing the size of yeast cells overexpressing fluorescent proteins (**A**), N1075-GFP (**B**), Tpi1 (**C**), and Gpm1 (**D**) and their mutants. N.S. : p > 0.05, * : p < 0.05, Welch's t-test (Bonferroni multi-test correction). The cells were cultured under SC–Leu/Ura conditions in **A** and **B**, and under SC–Ura conditions in **C** and **D**. (**E**) Relationship between cell size and cell elongation phenotype. The cysteine content of each protein is indicated by the size of the circle. Pearson's correlation coefficient (r) and its p-value are also shown.

**
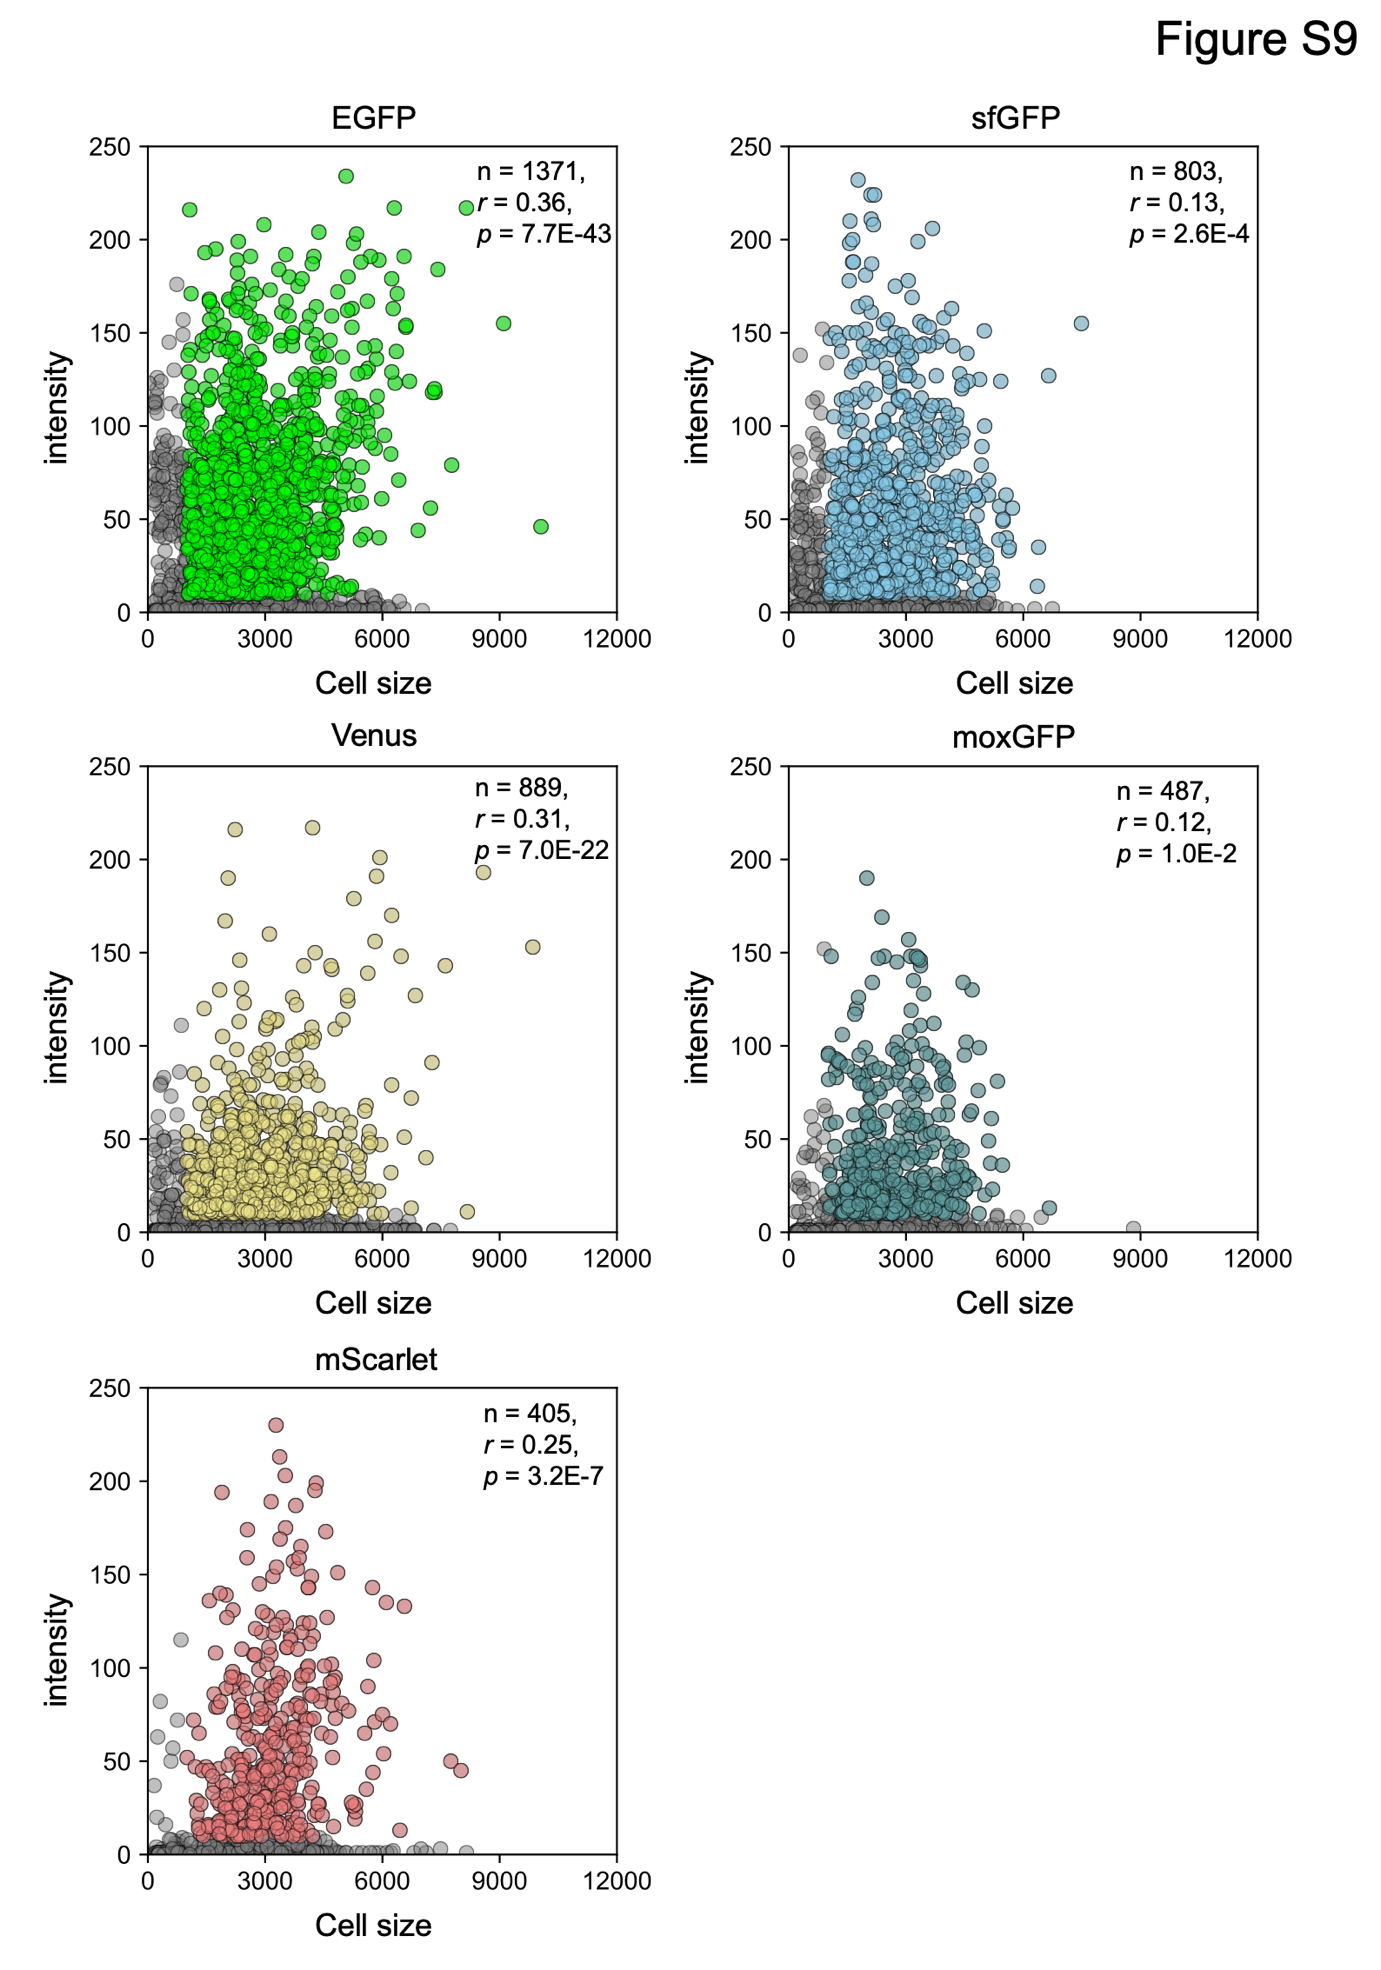
**

# Figure S9. Scatterplots for cell size and fluorescence intensity.

Cell morphology analysis was performed on all cells recognized from the microscopy images (not randomly selected). Gray dots indicate data with intensities less than or equal to 10 or cell sizes less than 1000. n: number of cells indicated in non-gray, *r*: Pearson's correlation coefficient, *p*: test for uncorrelatedness. The cells were cultured under SC–Leu/Ura conditions.

**
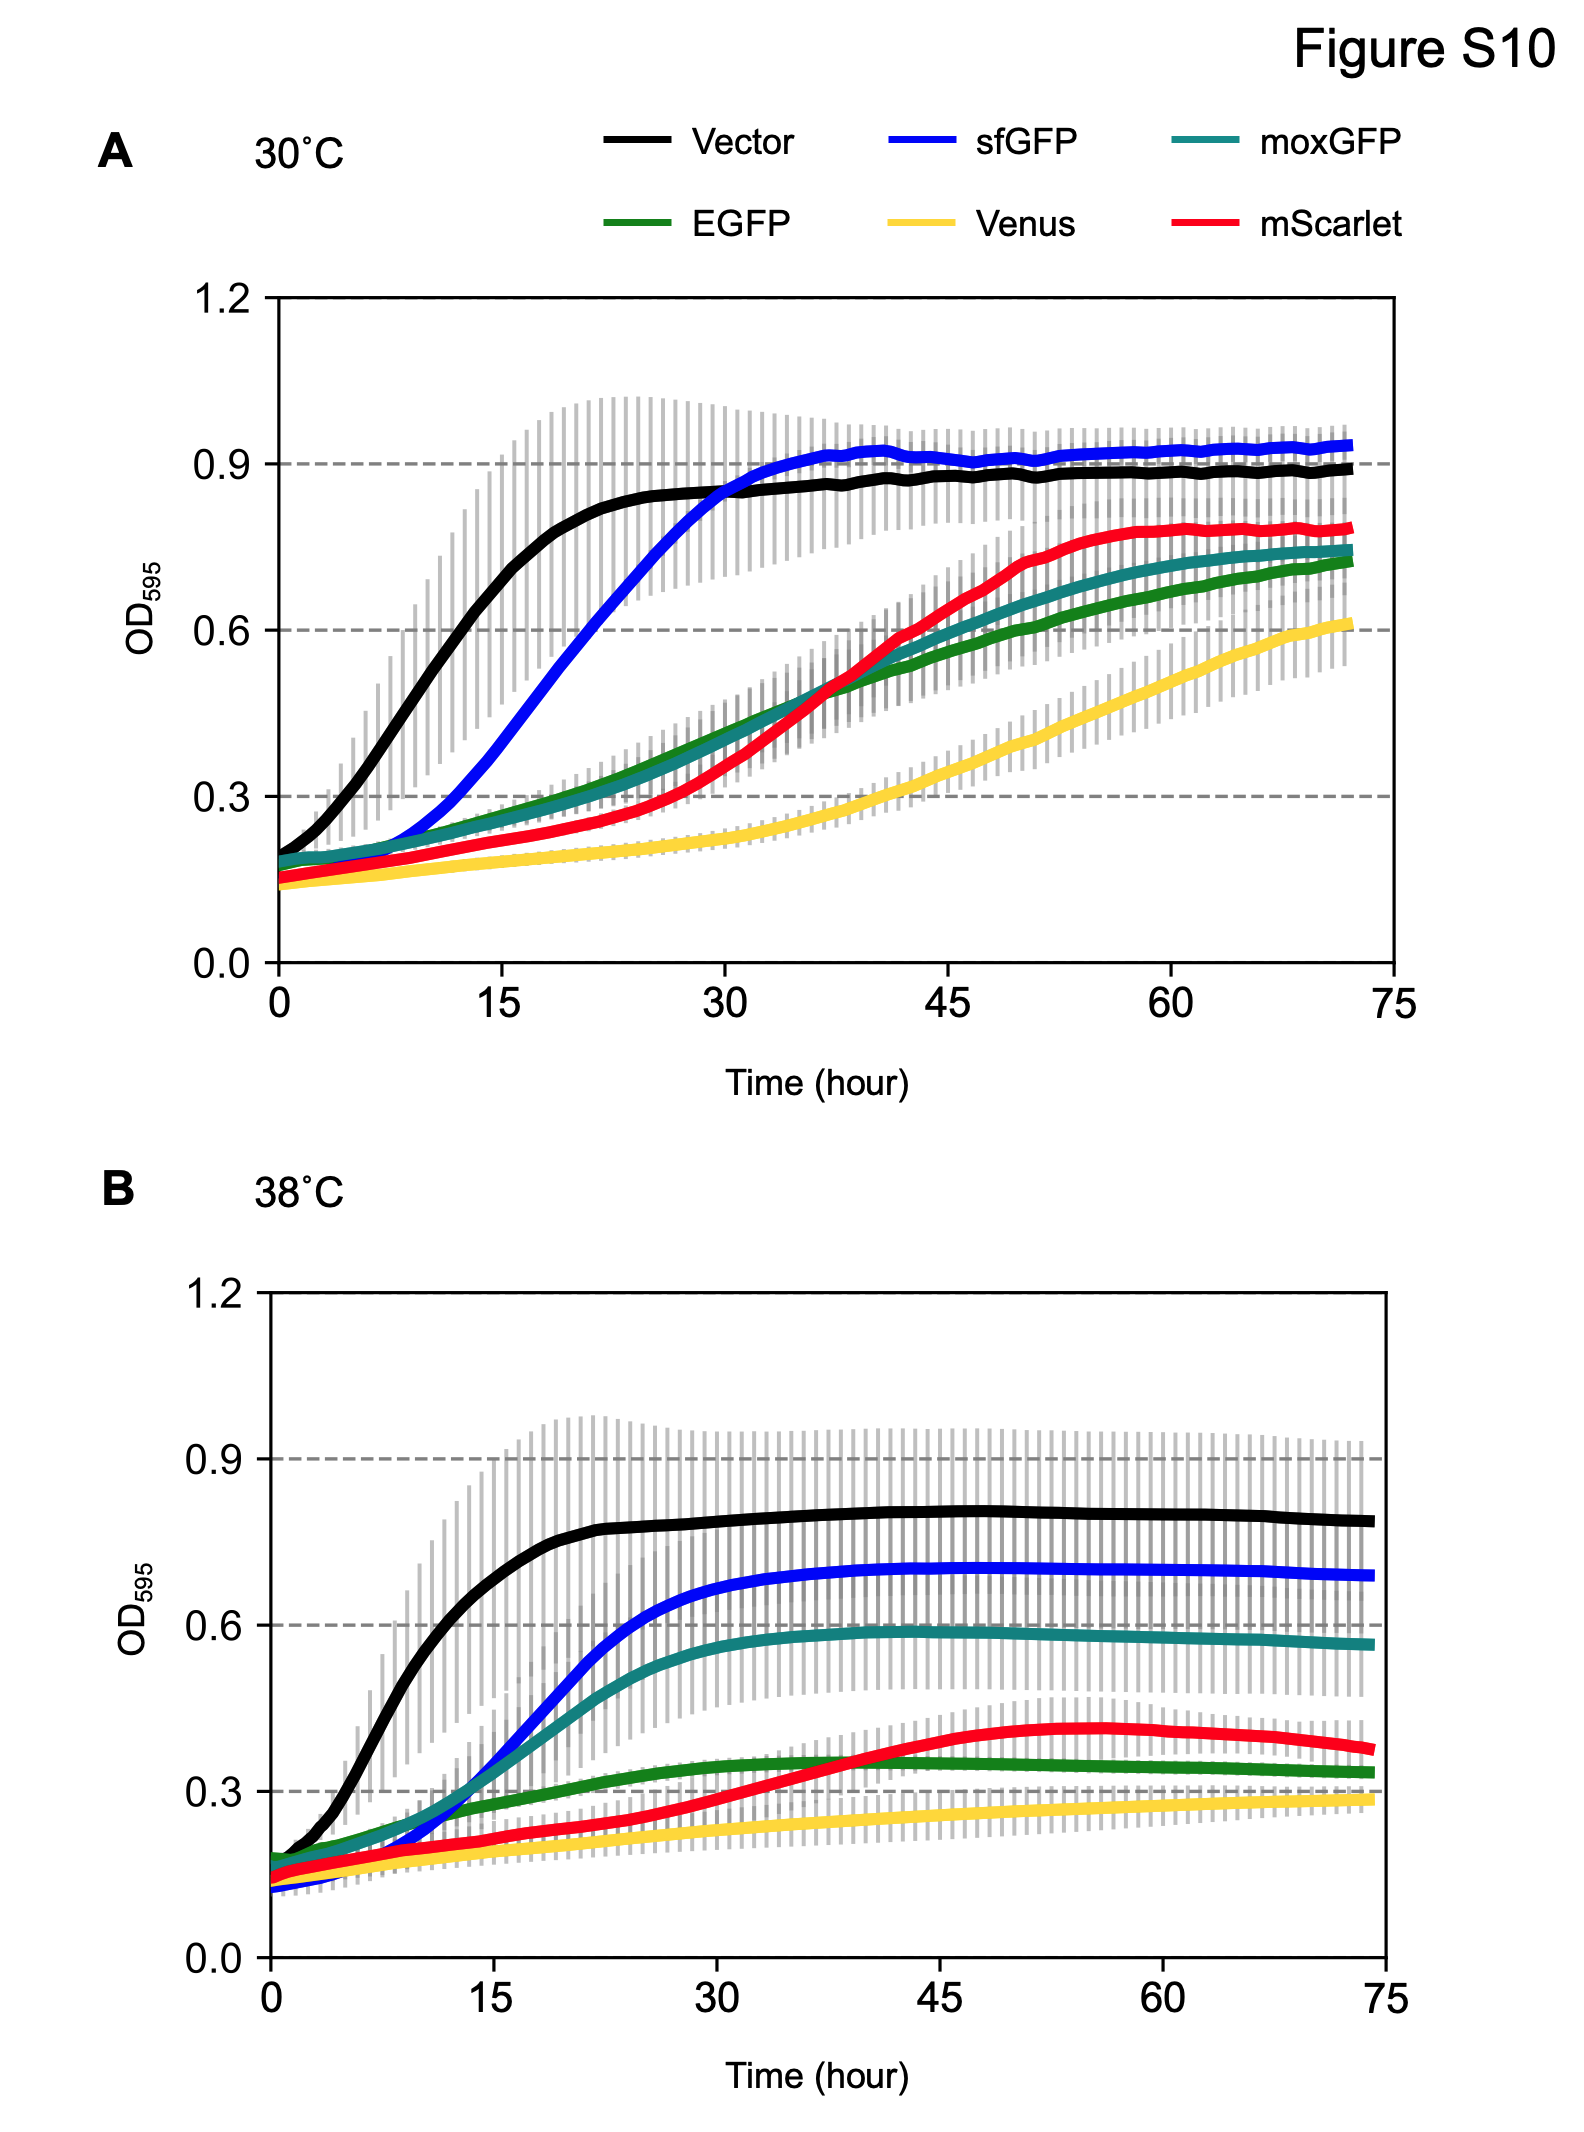
**

# Figure S10. Growth curve of cells overexpressing fluorescent proteins.

**(A** and **B)** Growth in SC–Leu/Ura medium at 30°C (**A**) and 38°C (**B**) was monitored with a microplate reader. Thick curves and thin vertical lines represent the mean and standard deviation of the eight biological replicates of turbidity measured at an optical density of 595 nm (OD_595_), respectively.

**
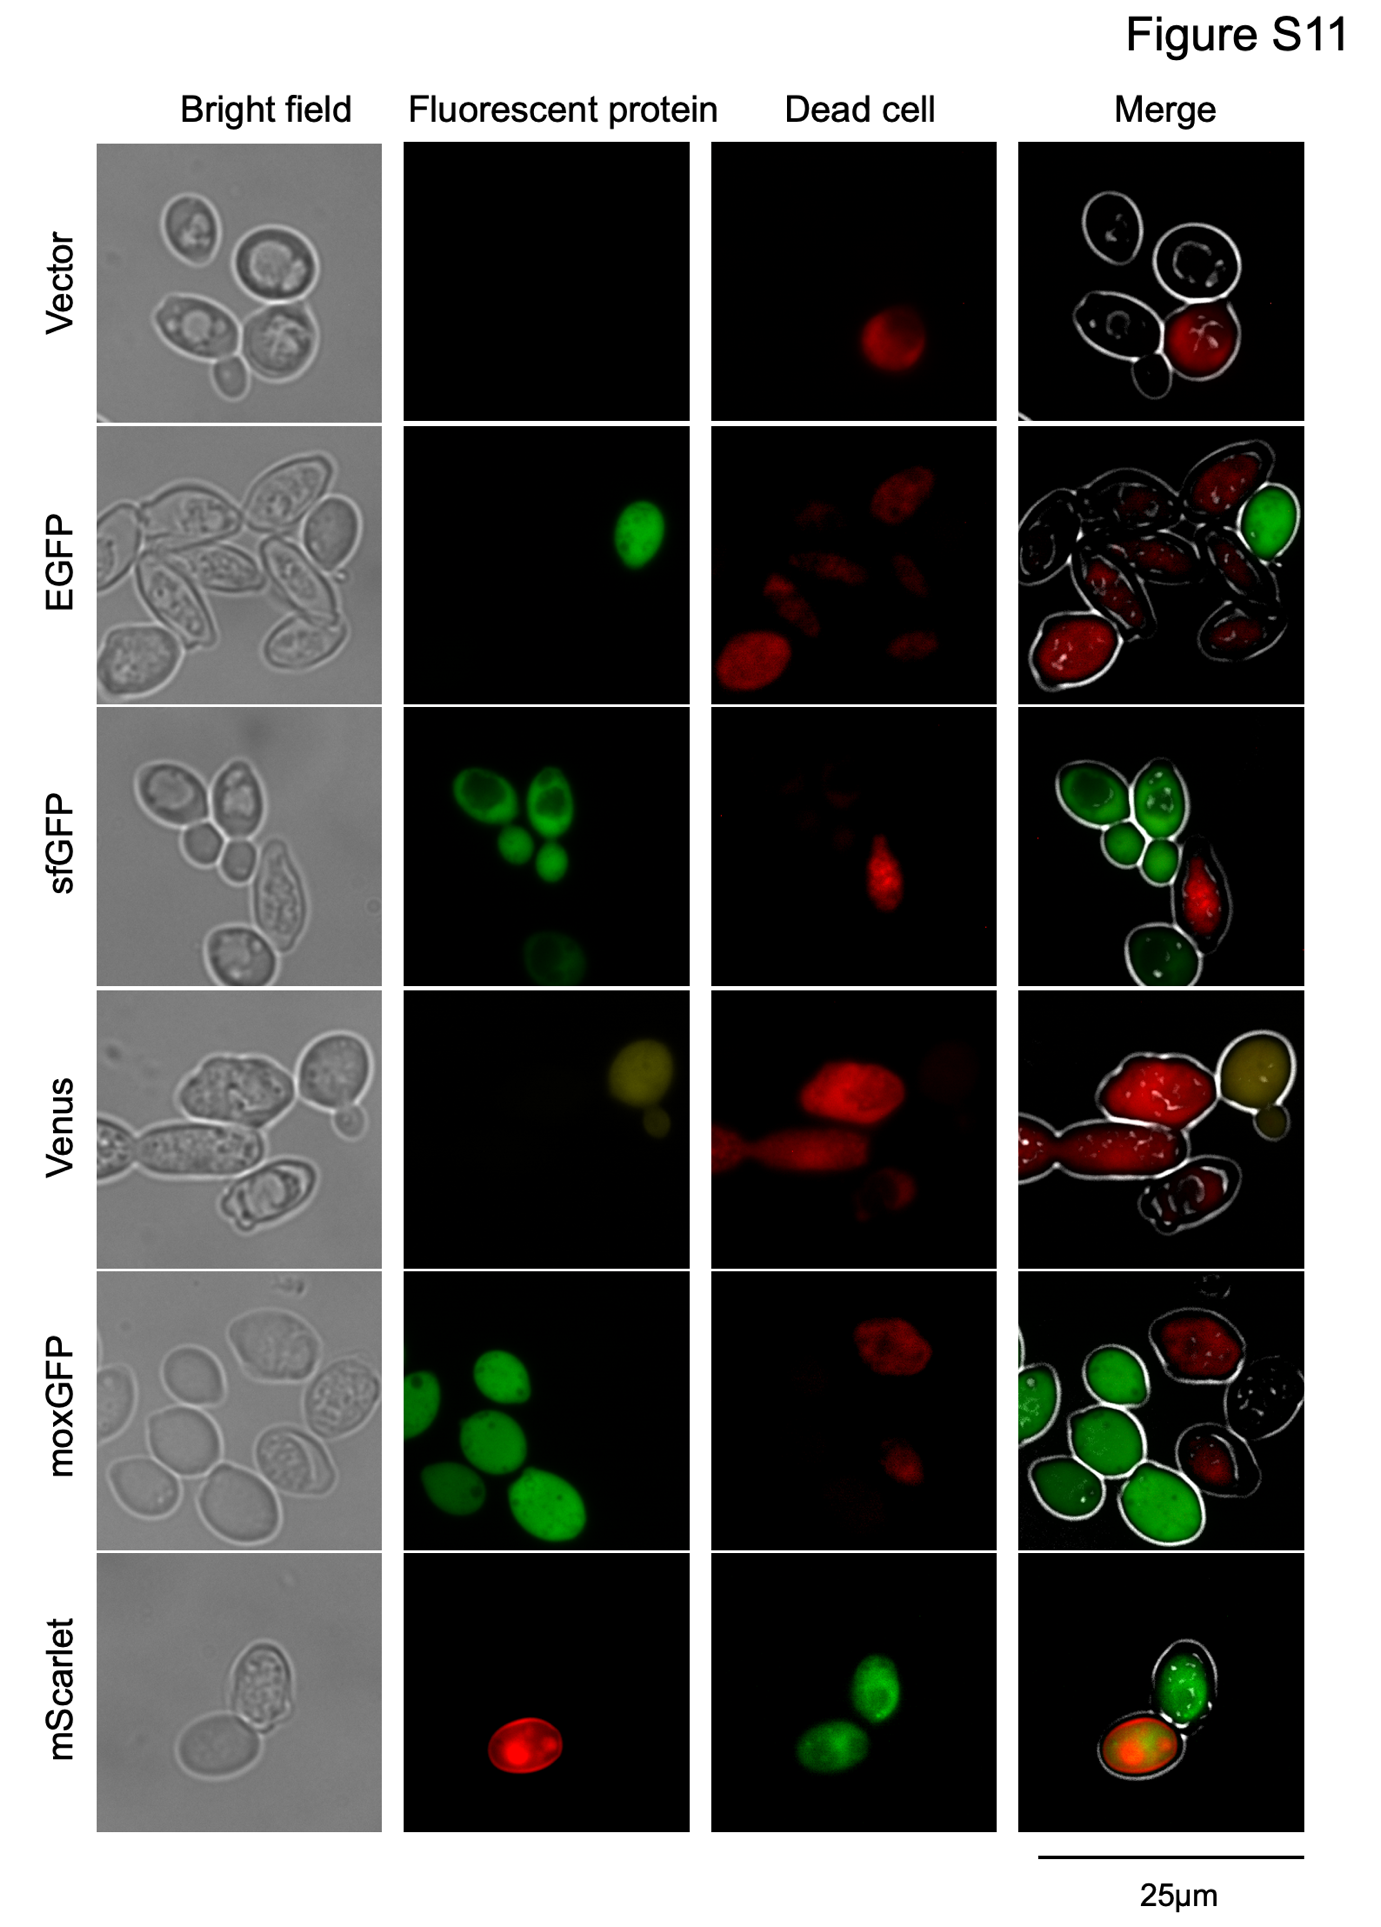
**

Figure S11. Microscopic images of cells overexpressing fluorescent proteins cultured at 38°C. Dead cells were stained with propidium iodide in EGFP, sfGFP, Venus, and moxGFP-overexpressing cells and with SYTOX green in mScarlet-overexpressing cells.

**
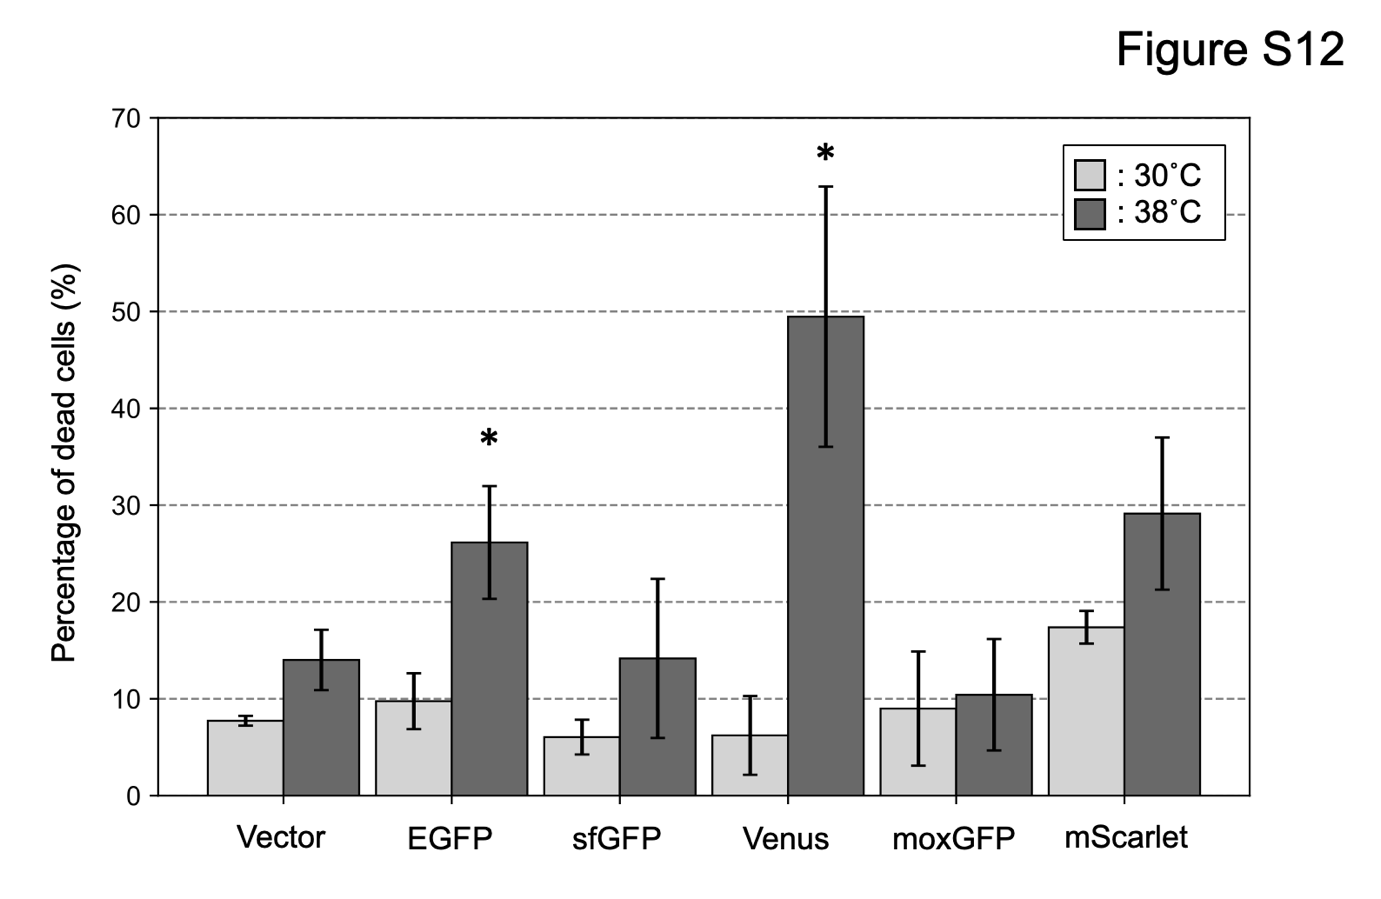
**

Figure S12. Percentage of dead cells in a cell population overexpressing fluorescent proteins. The percentage of dead cells (i.e. cells stained with propidium iodide or SYTOX green) was examined for at least 300 cells stained as shown in Figure 11. The bars and error bars represent the mean and standard deviation in three replicates. In comparison between 30°C and 38°C, *: *p* < 0.05, Welch’s test.

**
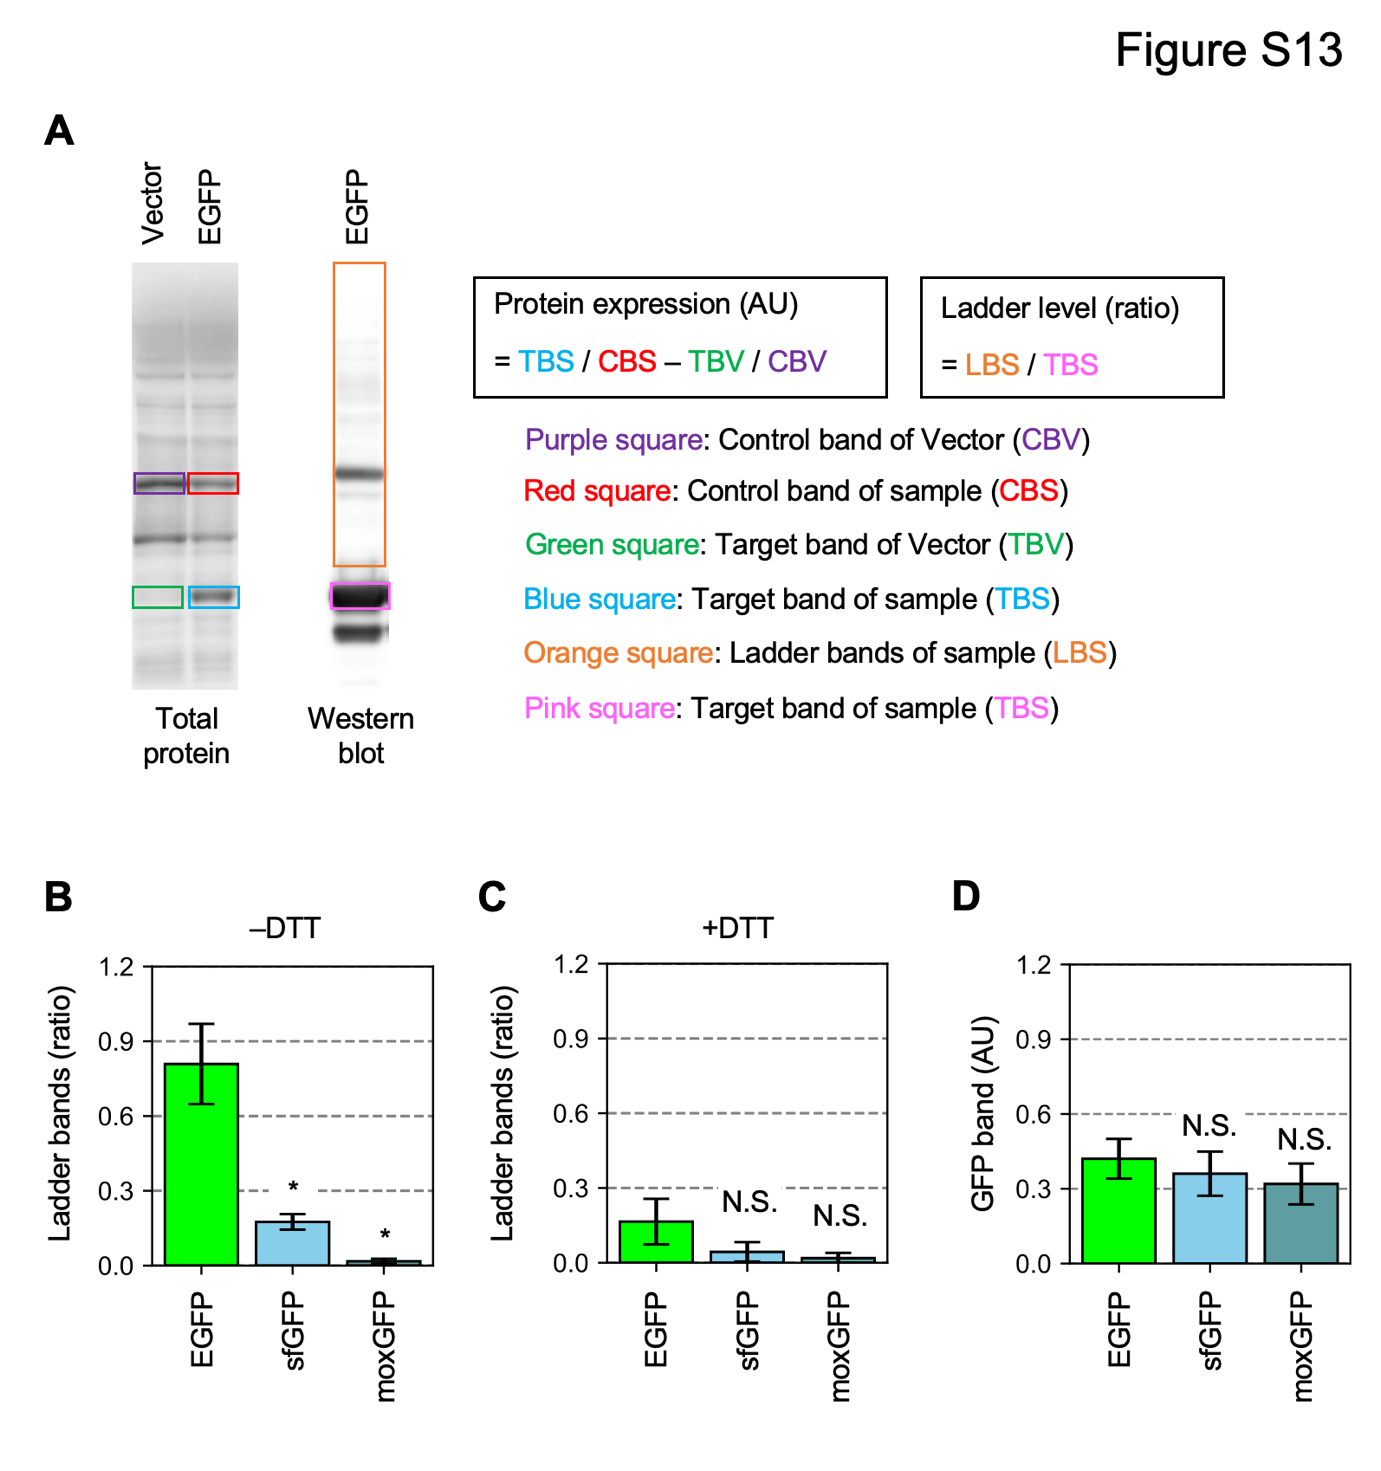
**

# Figure S13. Quantification of overexpressed proteins and aggregation bands.

**(A)** Measurement and calculation of the amount of overexpressed proteins and aggregation bands. The extracted cellular proteins were stained with a fluorescent dye and separated by SDS-PAGE.﻿ GFP was detected by Western blotting using an α-GFP antibody. Protein expression levels (AU) were calculated by normalizing the overexpression of target proteins (TBS), as estimated from band intensity and molecular weight on the gel, using control bands (CBS, CBV) and then comparing them with the expression of the corresponding vector control (TBV). The ladder level is the ratio of the high-molecular-weight band (LBS) above the target protein normalized by the band of the target protein (TBS) detected by Western blotting. **(B and C)** Quantification of GFP aggregation bands in DTT-untreated (–DTT, **A**) and -treated (+DTT, **B**) samples. **(D)** Quantification of GFP bands in DTT-untreated samples. In comparison with EGFP, *: *p* < 0.05, N.S.: *p* > 0.05, Welch’s test with Bonferroni correction. Cells cultured in –Ura were used.

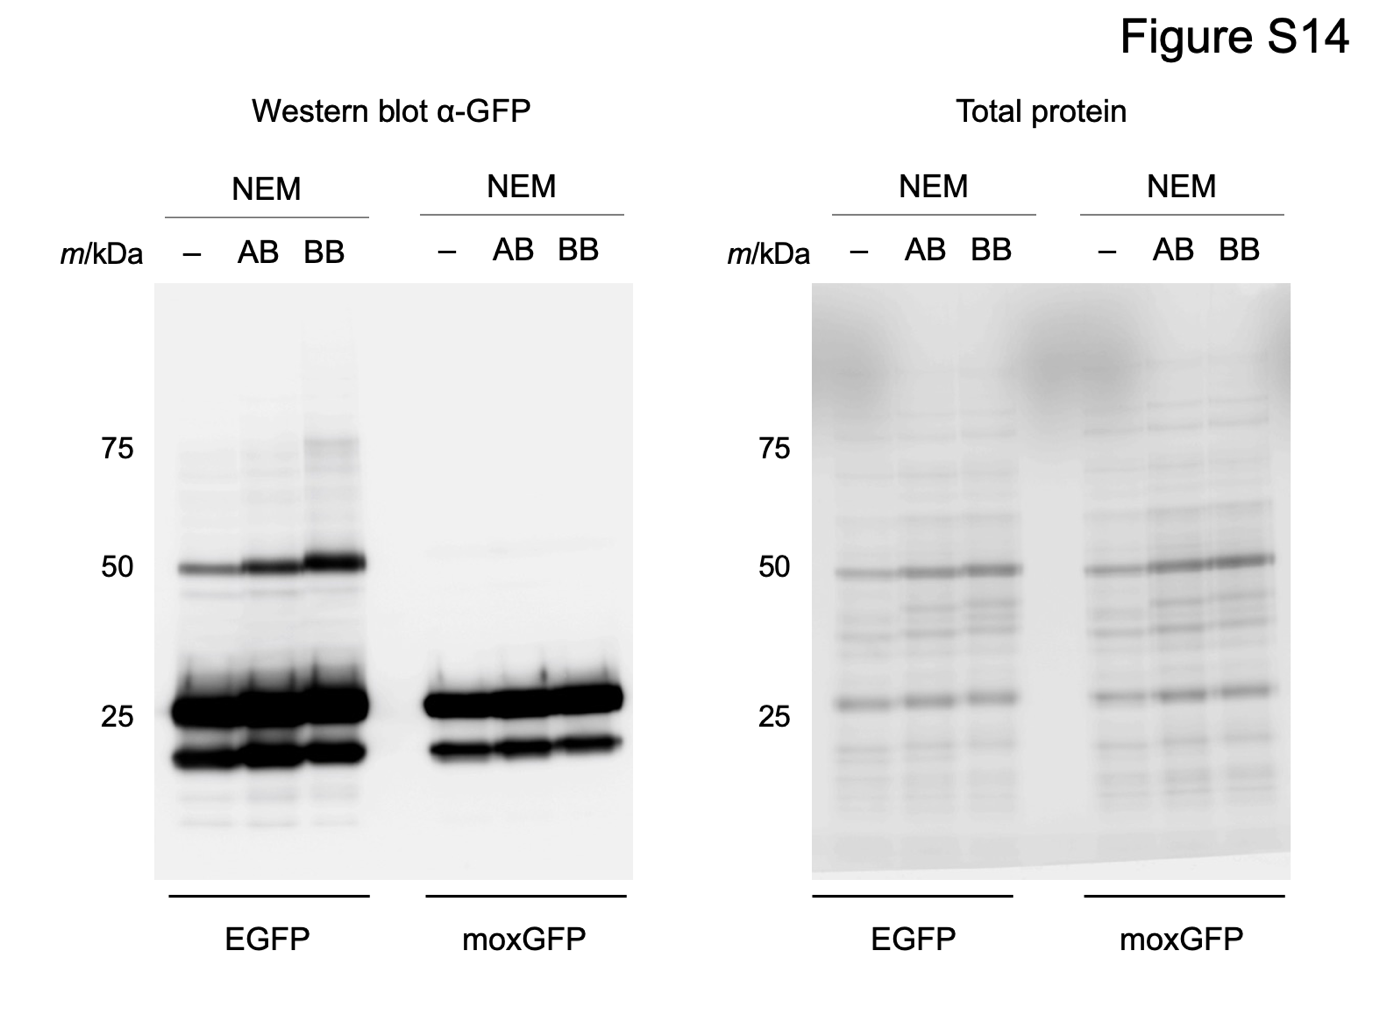

Figure S14. Evidence that disulfide bonding of EGFP occurs intracellularly, not during protein extraction. Western blotting and total protein images of proteins extracted from cells overexpressing EGFP and moxGFP. Samples are treated with 20mM N-ethylmaleimide (NEM) before boiling (BB), or after boiling (AB). Note that cells are destroyed by boiling.

**
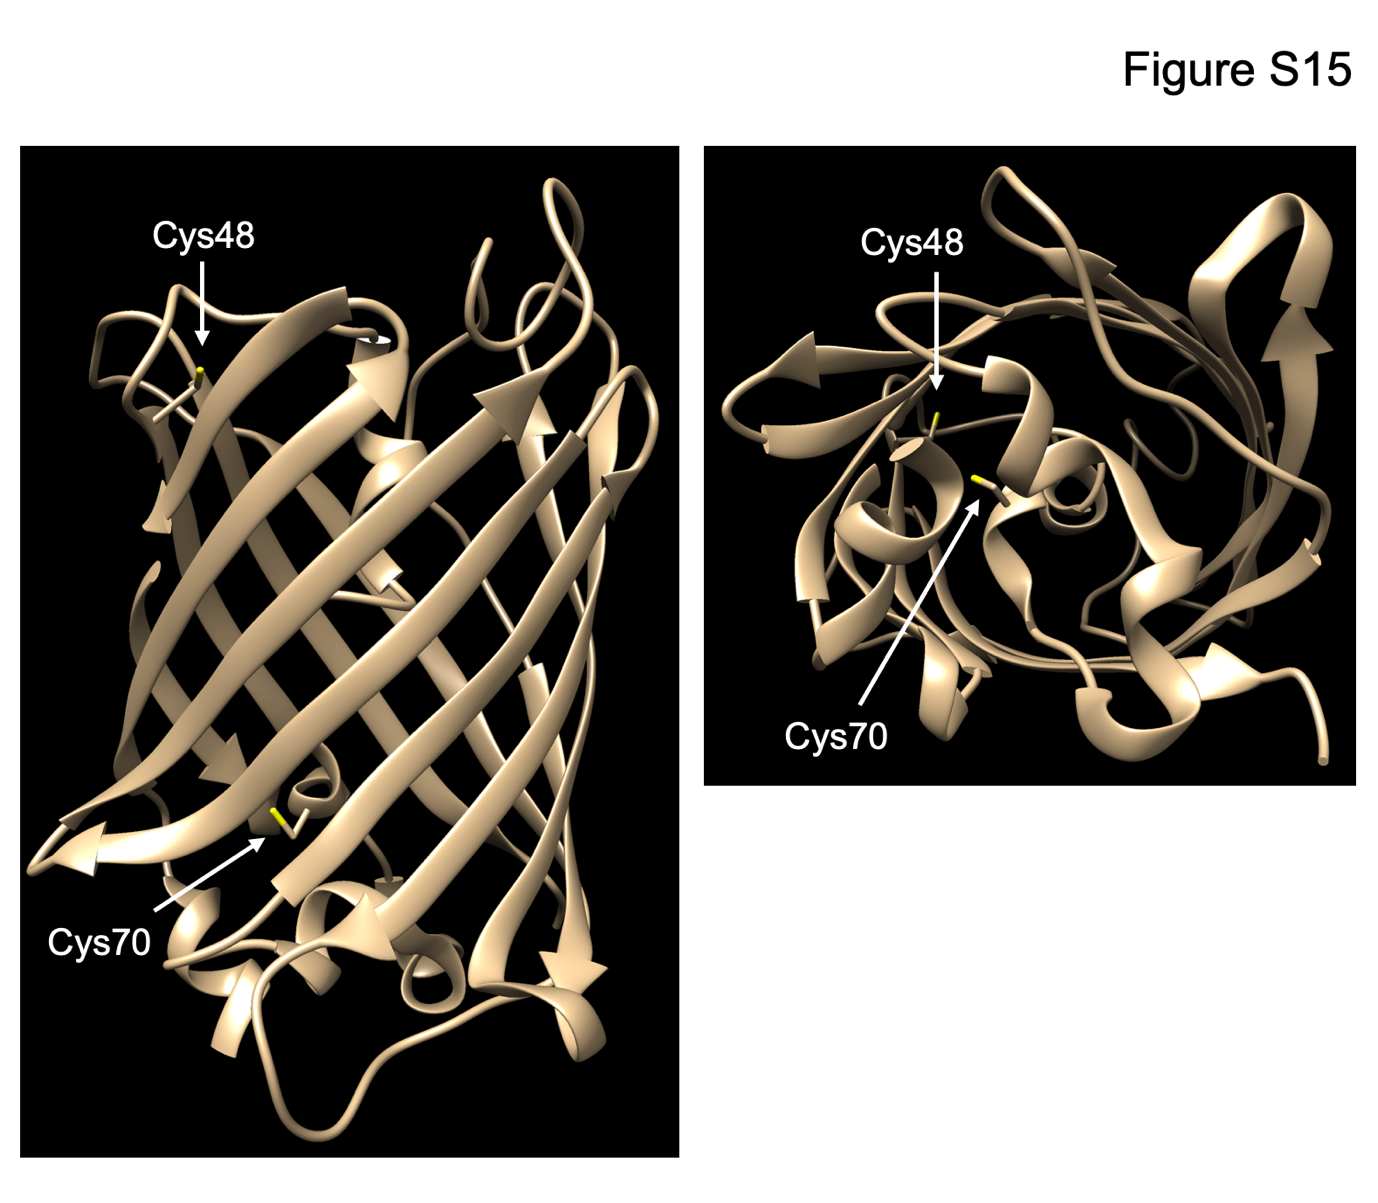
**

# Figure S15. The thiol groups of the two cysteines of EGFP are located inside the structure.

The 3D structure model of EGFP (PDB, 2Y0G) from two perspectives and the two cysteines are represented.

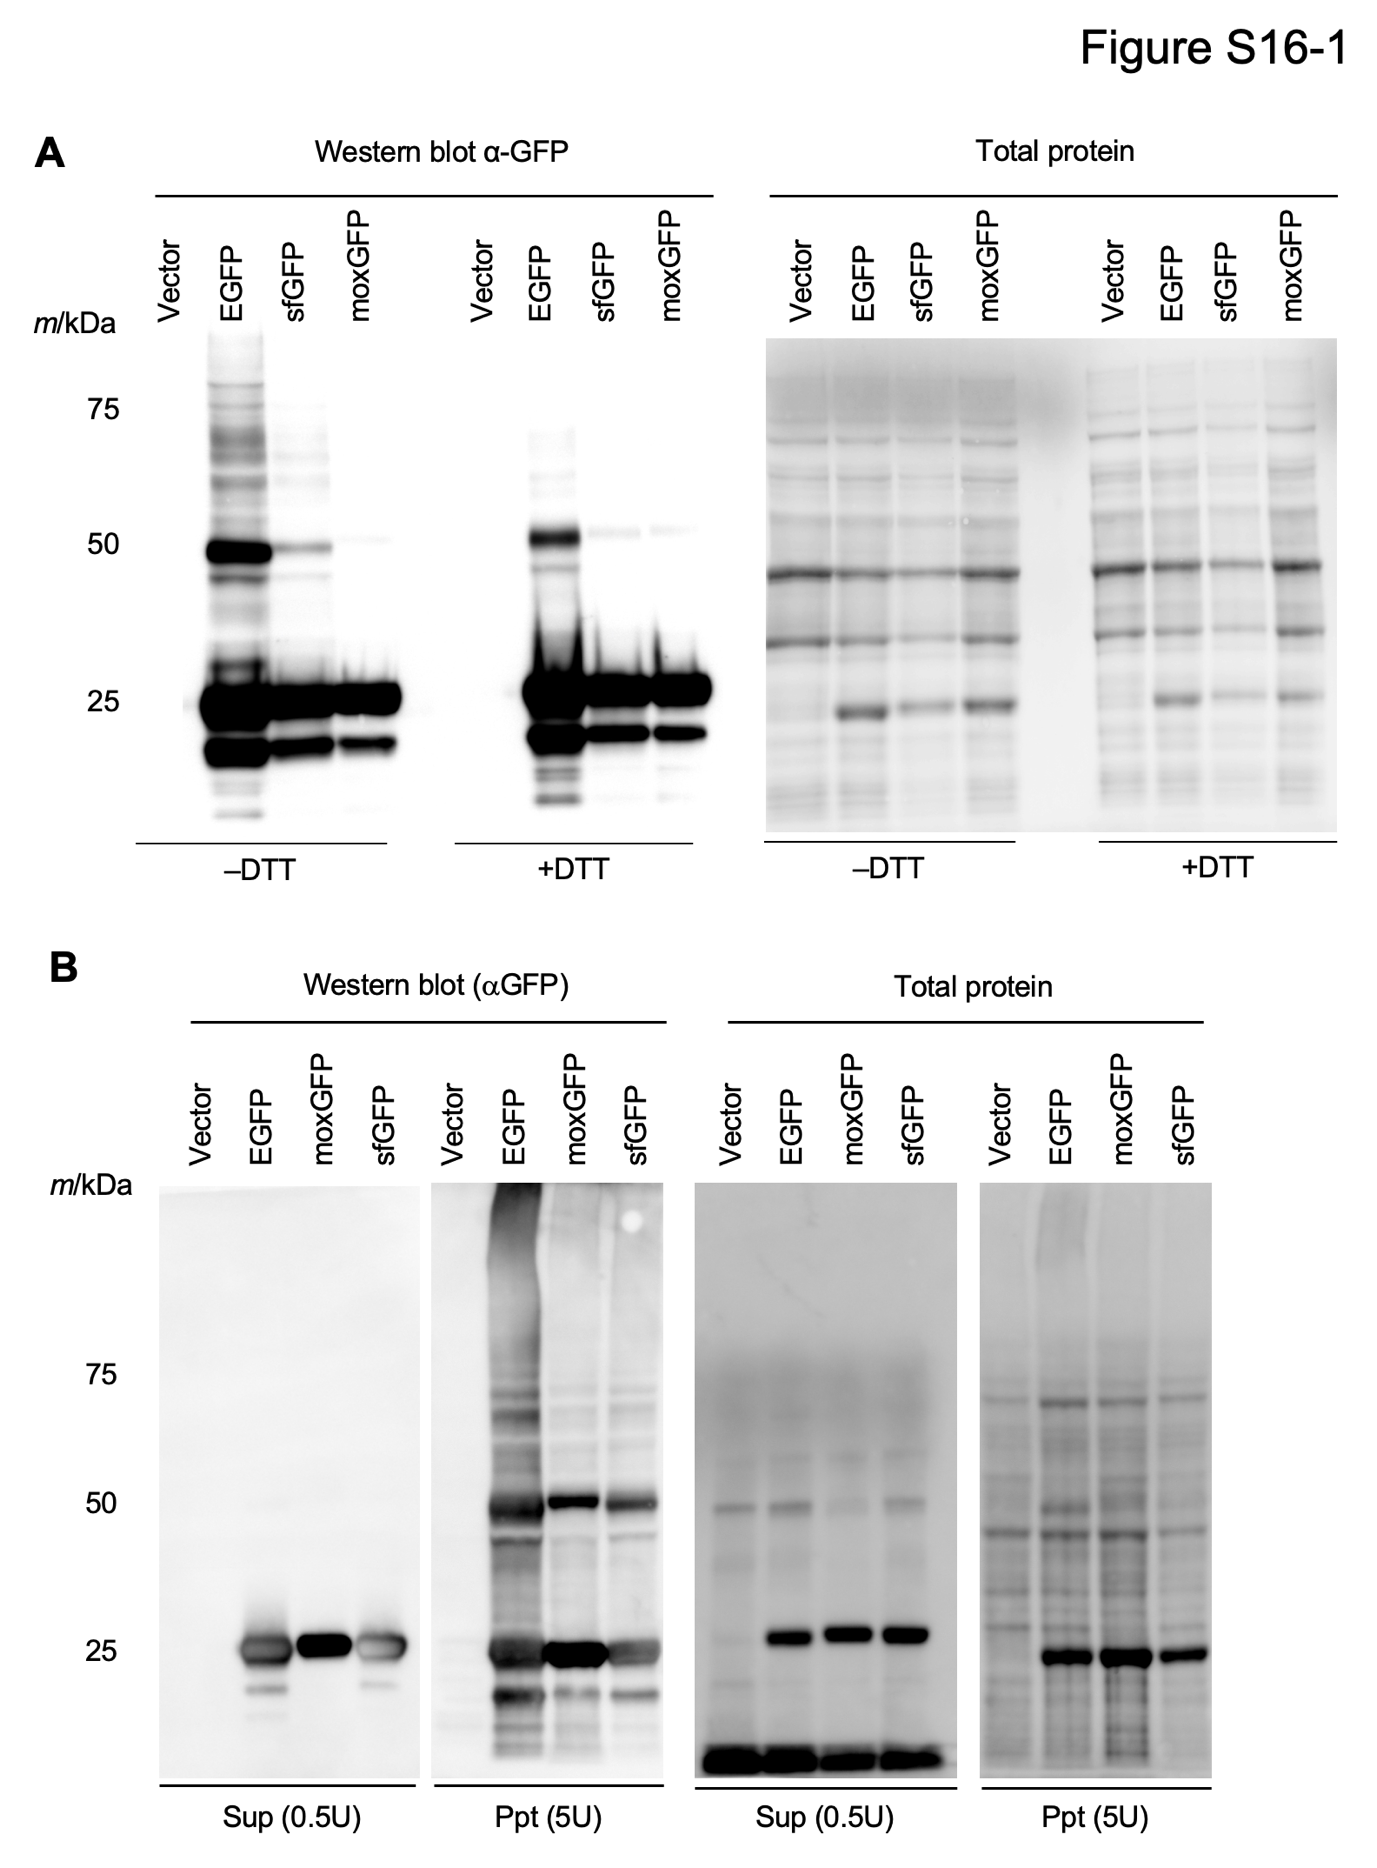

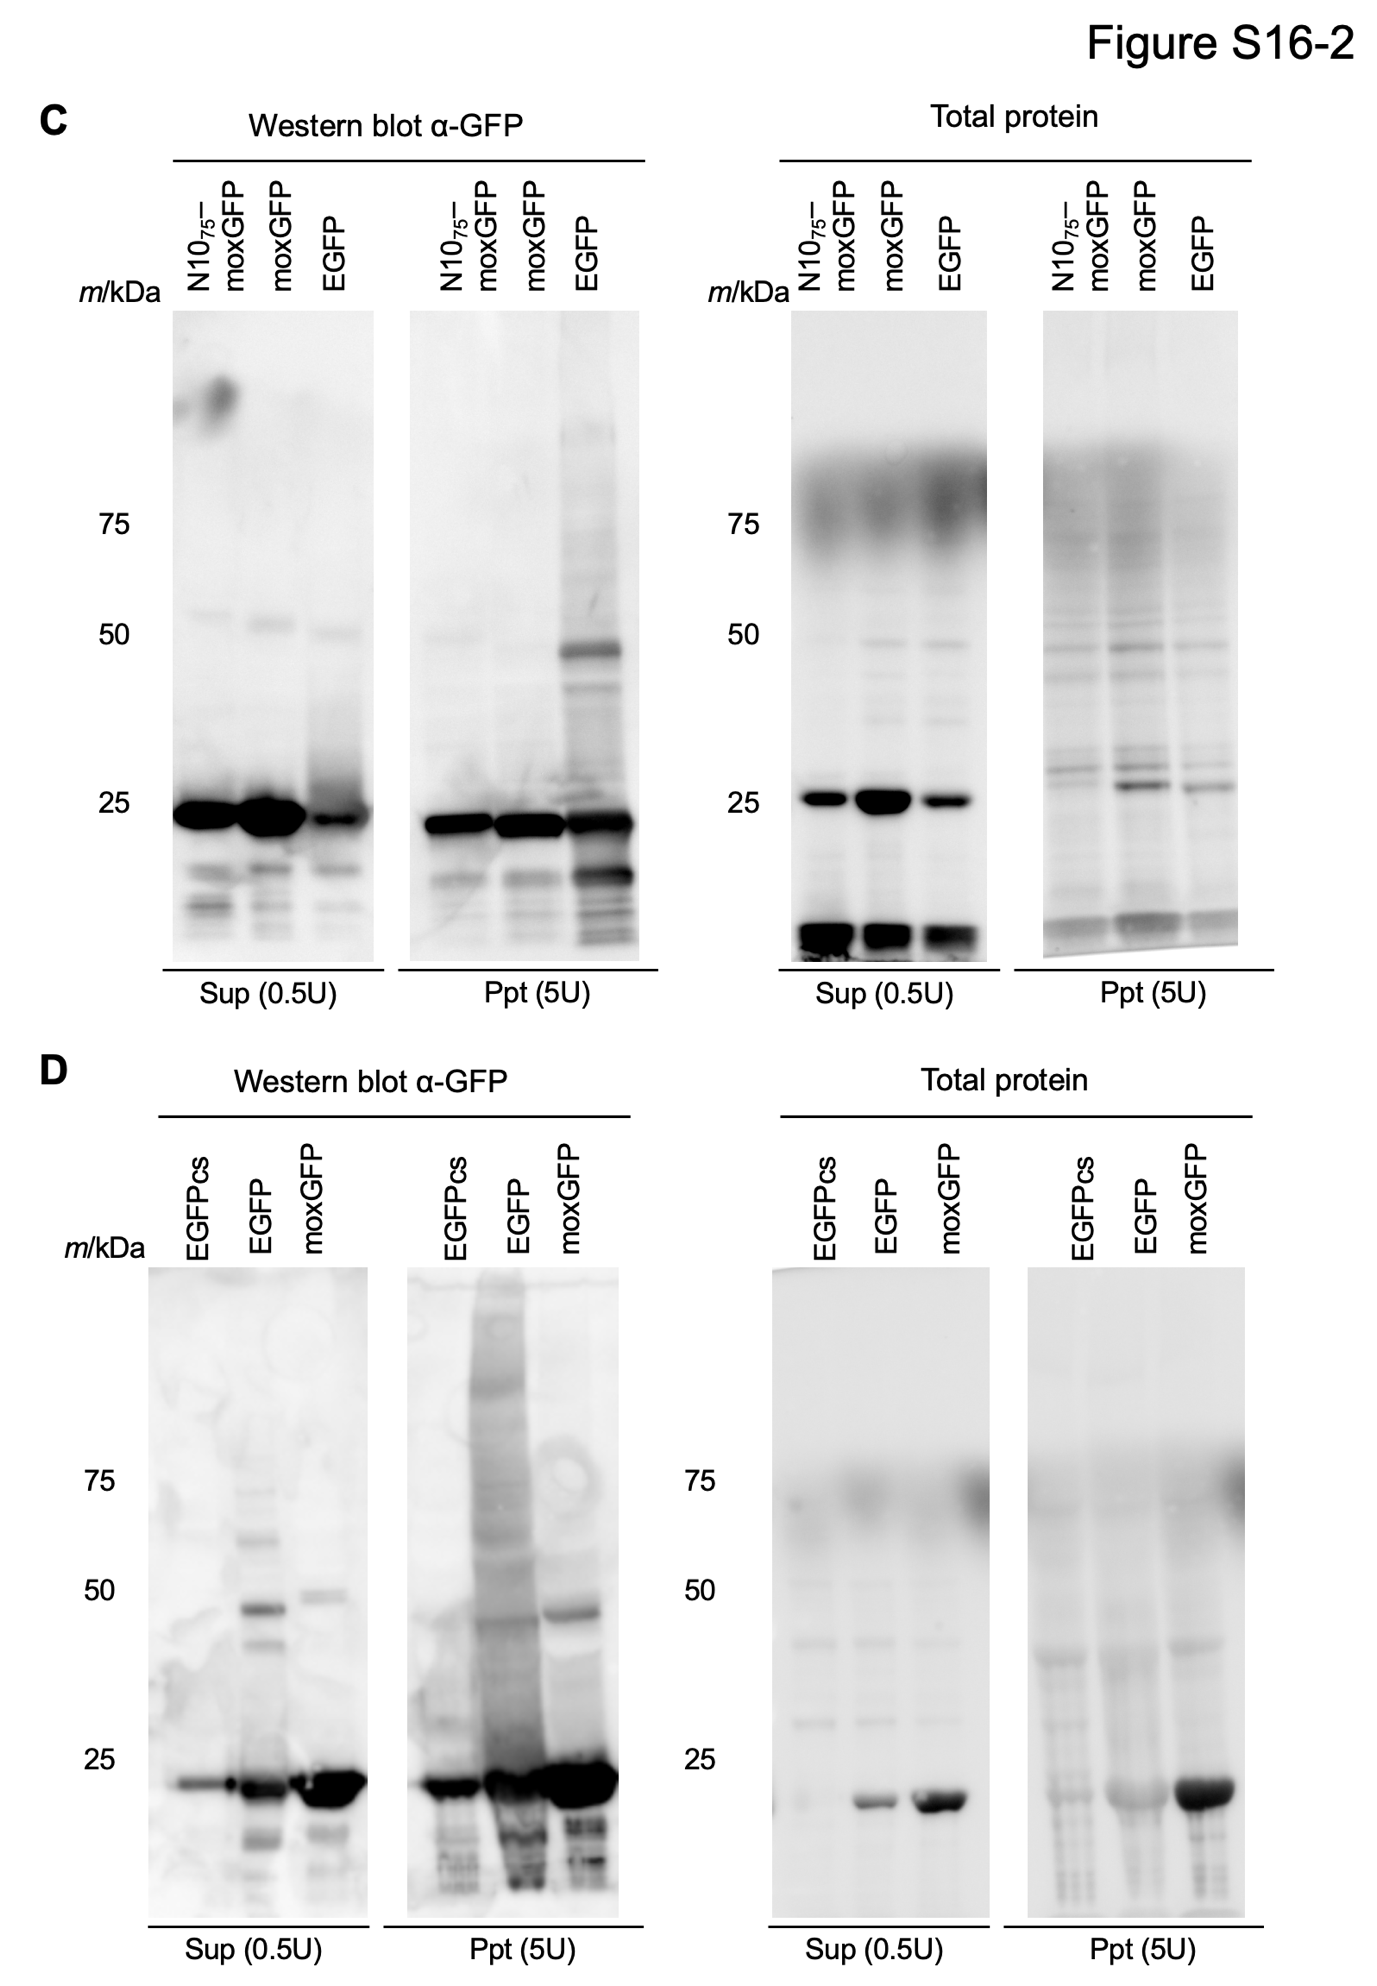

# Figure S16. Overexpression of EGFP causes protein aggregation via the S-S bond.

**(A-D)** Western blotting images with the total protein images used in Figure 5.

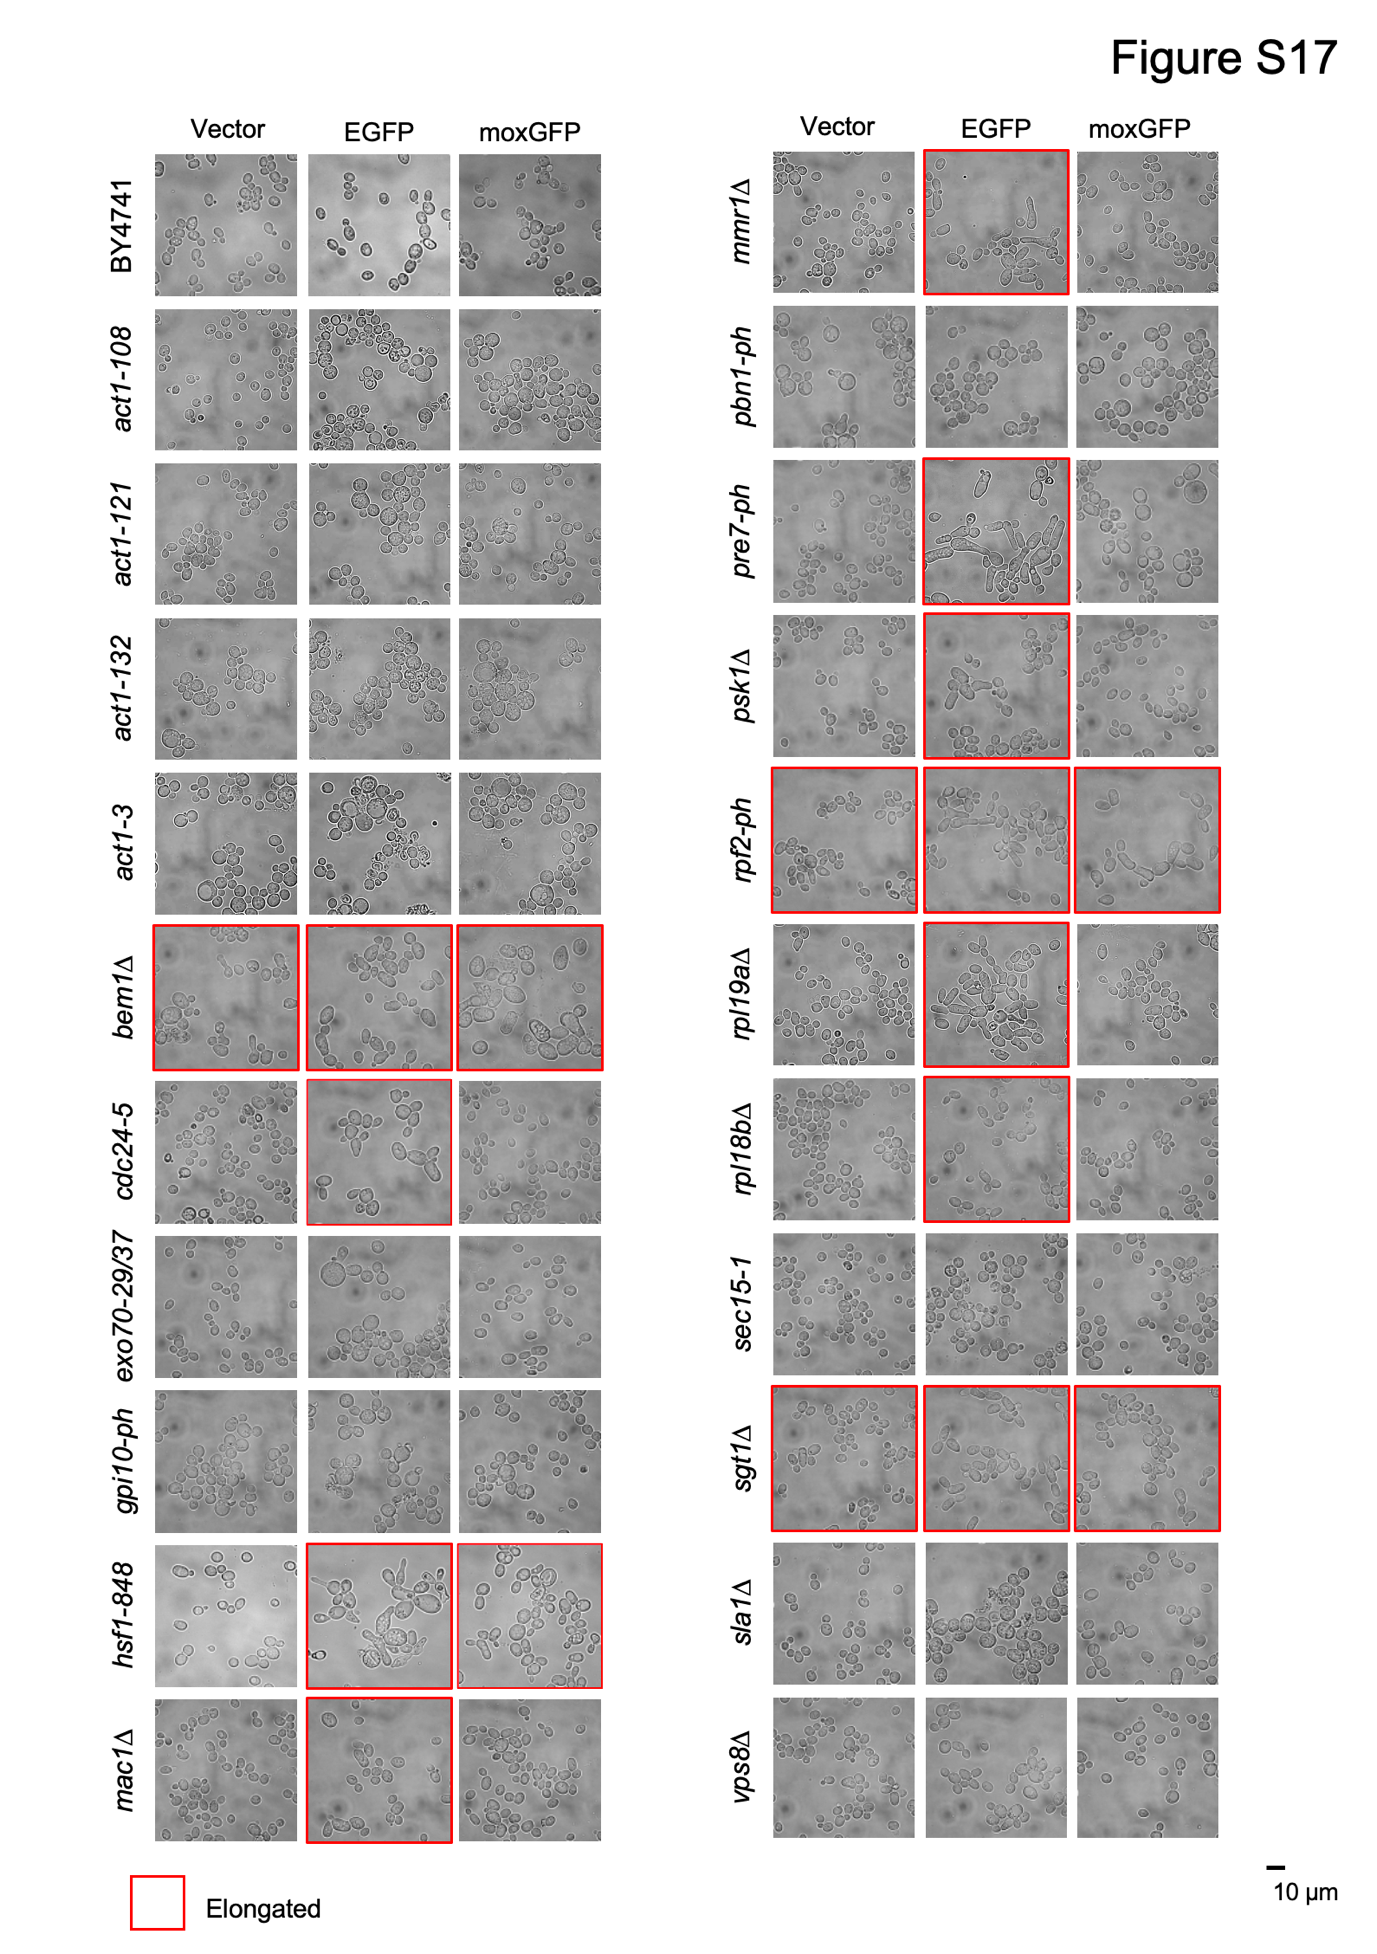

# Figure S17. Microscopic images of cells overexpressing EGFP and moxGFP, as well as the vector control cells.

EGFP and moxGFP were overexpressed in indicated mutant cells and the cell images were taken. The cells were cultured in –Leu/Ura conditions at 30˚C. Strains with visually confirmed cell elongation are boxed in red.

**
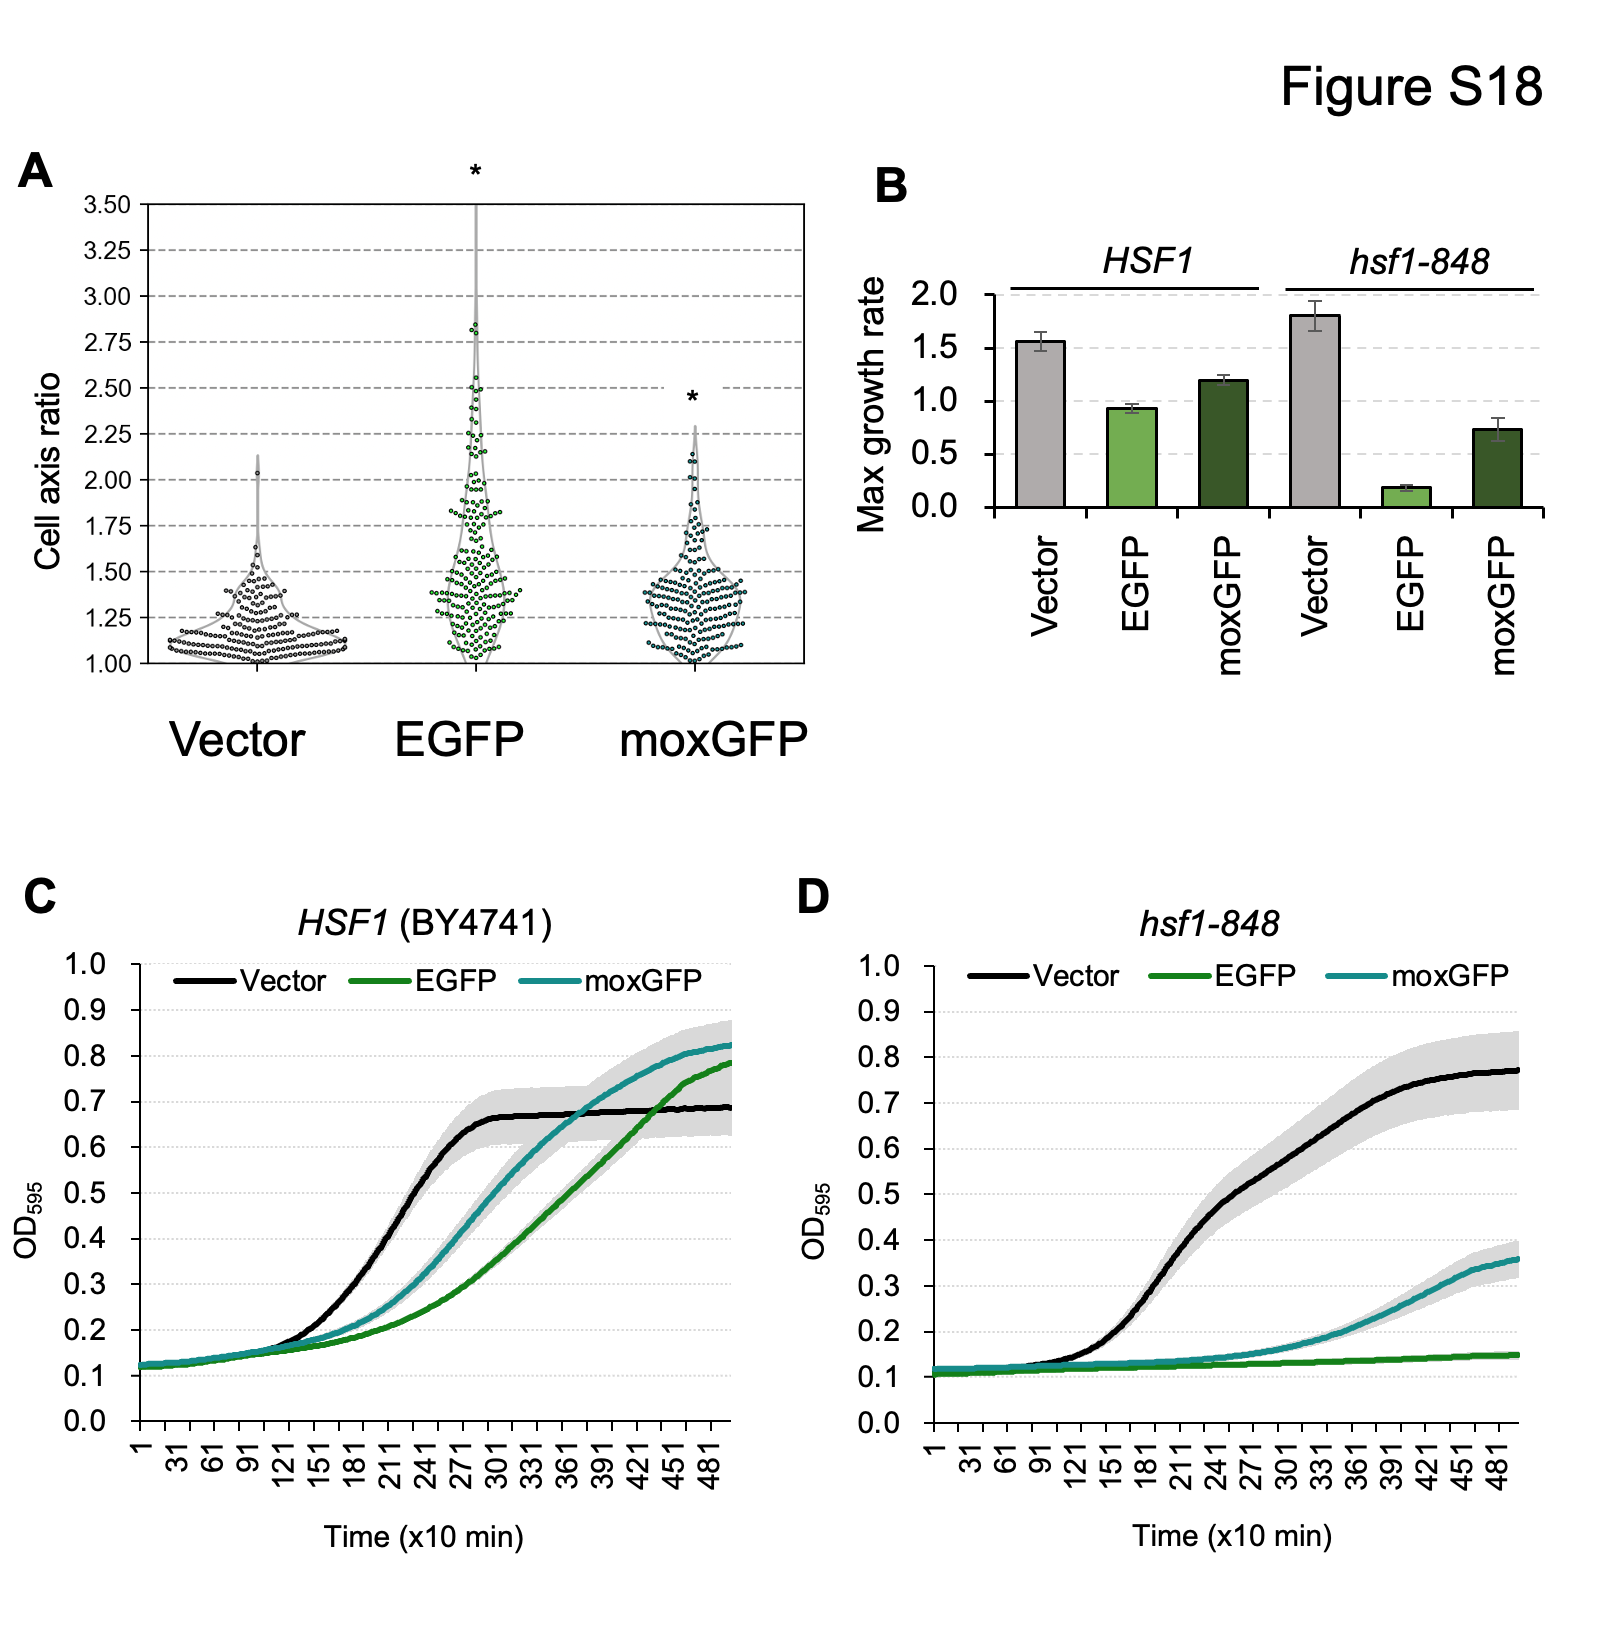
**

# Figure S18. Effects of EGFP and moxGFP overexpression on the hsf1-848 mutation

(**A**) Swarm plot of cell axis ratio of cells overexpressing the indicated fluorescent proteins and the vector control. Plots were based on **300** cells from five images. In comparison to the vector control, *: *p* < 0.05, N.S.: *p* > 0.05, Levene’s test. The cells were cultured in –Leu/Ura conditions. (**B**) Max growth rate of wild-type (*HSF1*, BY4741) and *HSF1* temperature-sensitive mutant (*hsf1-848*) strains upon overexpression of EGFP and moxGFP. (**C** and **D**) Growth curve of cells overexpressing EGFP and moxGFP in the wild type (*HSF1*, BY4741) and the *HSF1* temperature sensitive mutant (*hsf1-848*) strains. Growth in SC-Leu/Ura medium at 30°C was monitored with a microplate reader. Thick curves and gray zones represent the mean and standard deviation of the eight biological replicates of turbidity measured at an optical density of 595 nm (OD_595_), respectively.

#
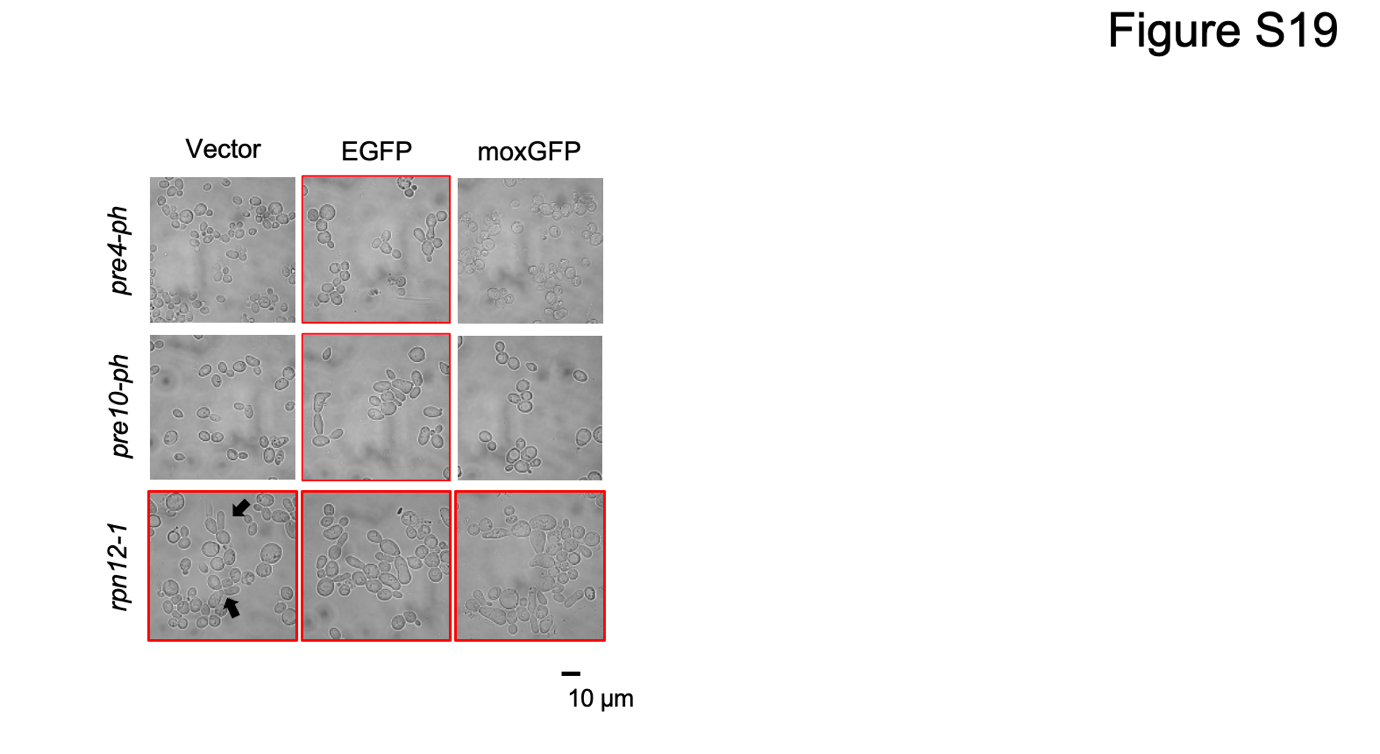

Figure S19. Microscopic images of mutant cells overexpressing EGFP and moxGFP, as well as the vector control cells.

EGFP and moxGFP were overexpressed in indicated mutant cells and the cell images were taken. The cells were cultured in –Leu/Ura conditions at 30˚C. The cells were cultured in –Leu/Ura conditions. Strains with visually confirmed cell elongation are boxed in red.

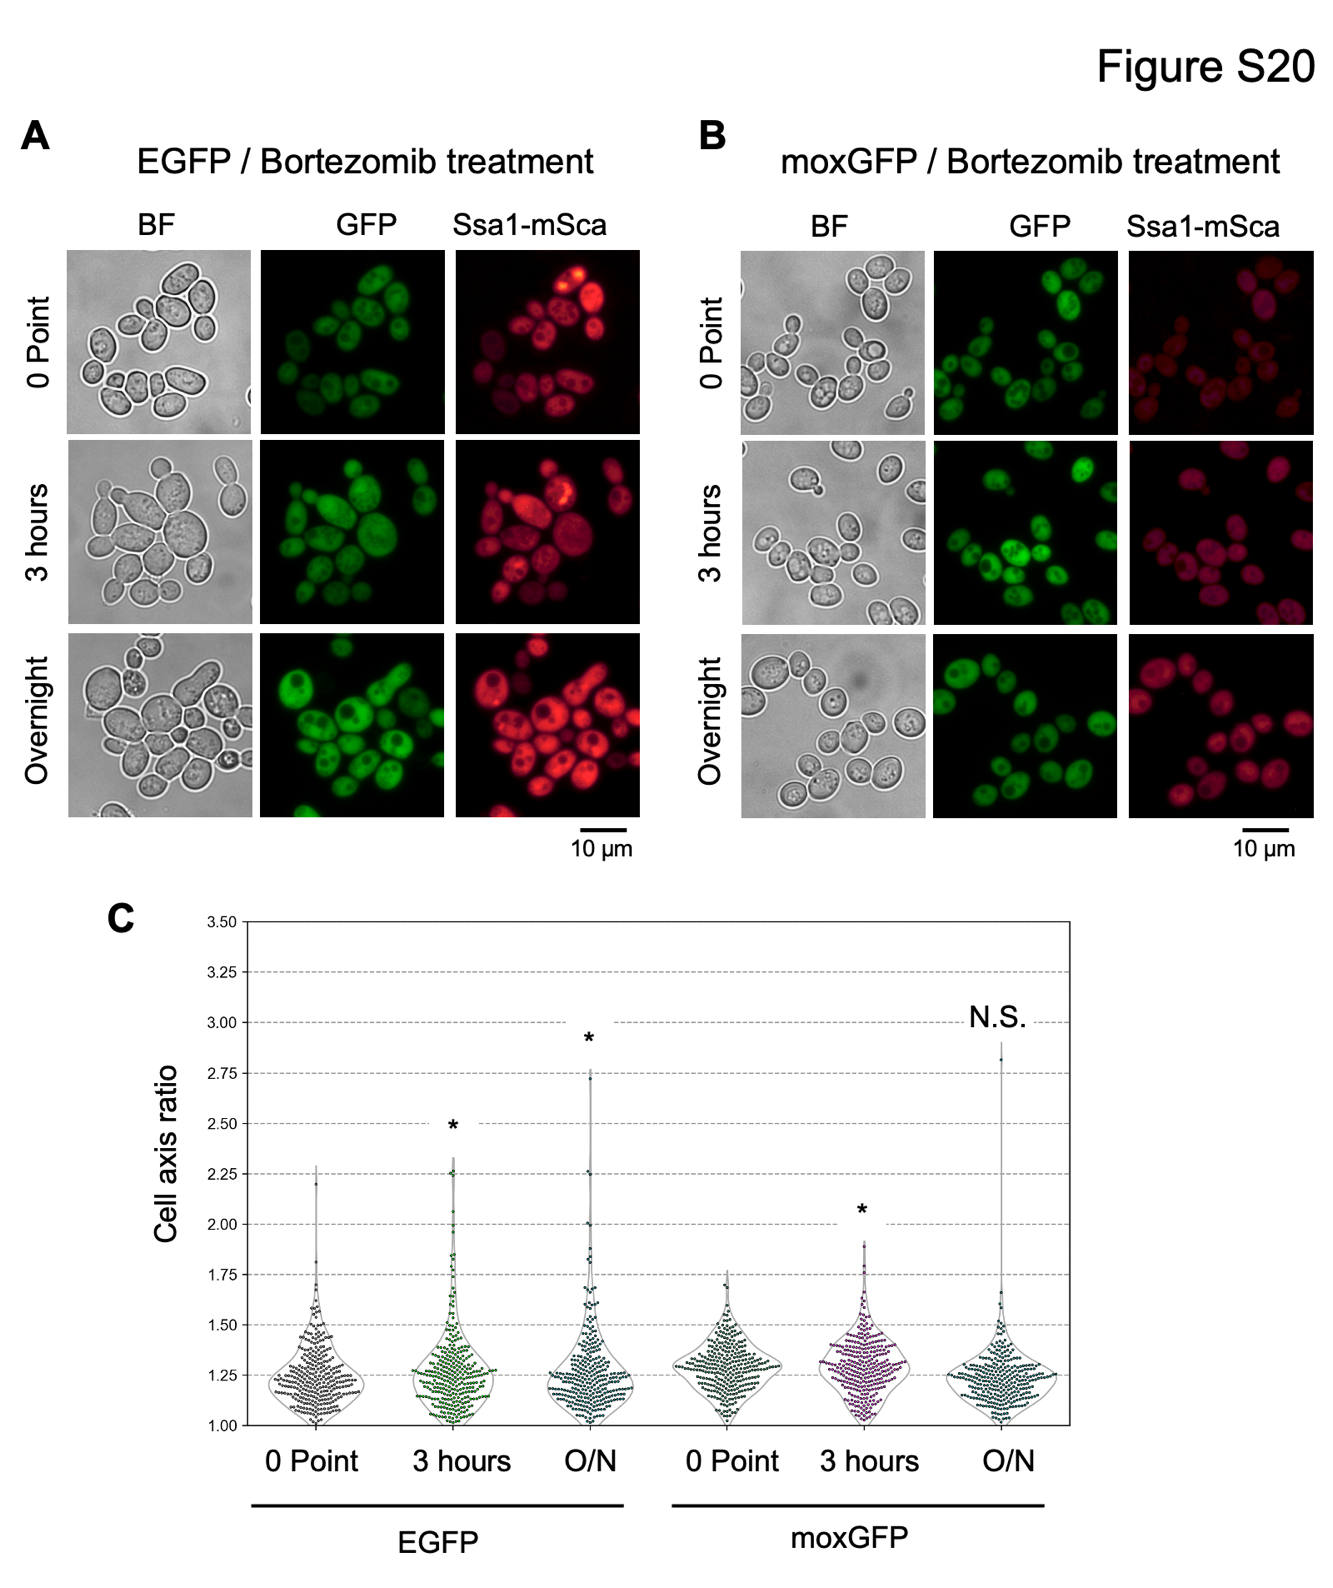

Figure S20. Bortezomib treatment of overexpressing cells

(**A** and **B**) BY4741 cells overexpressing EGFP and moxGFP along with Ssa1-mScarlet-I were cultured in SC-Leu/Ura until OD_660_ of 1.0., bortezomib (final concentration 100µM) was added, and fluorescence microscopy imaging was performed immediately (0 point), 3 hours, and overnight. Subcellular localization of Ssa1-mSca was also analyzed. Ssa1-mScaI: red fluorescent image of Ssa1-mScarlet-I, GFP: green fluorescent image of GFP variants. (**C)** Swarm plot of cell axis ratio of cells overexpressing the indicated fluorescent proteins and the vector control. Plots were based on 300 cells from five images. In comparison to the 0 point, *: *p* < 0.05, N.S.: *p* > 0.05, Levene’s test.

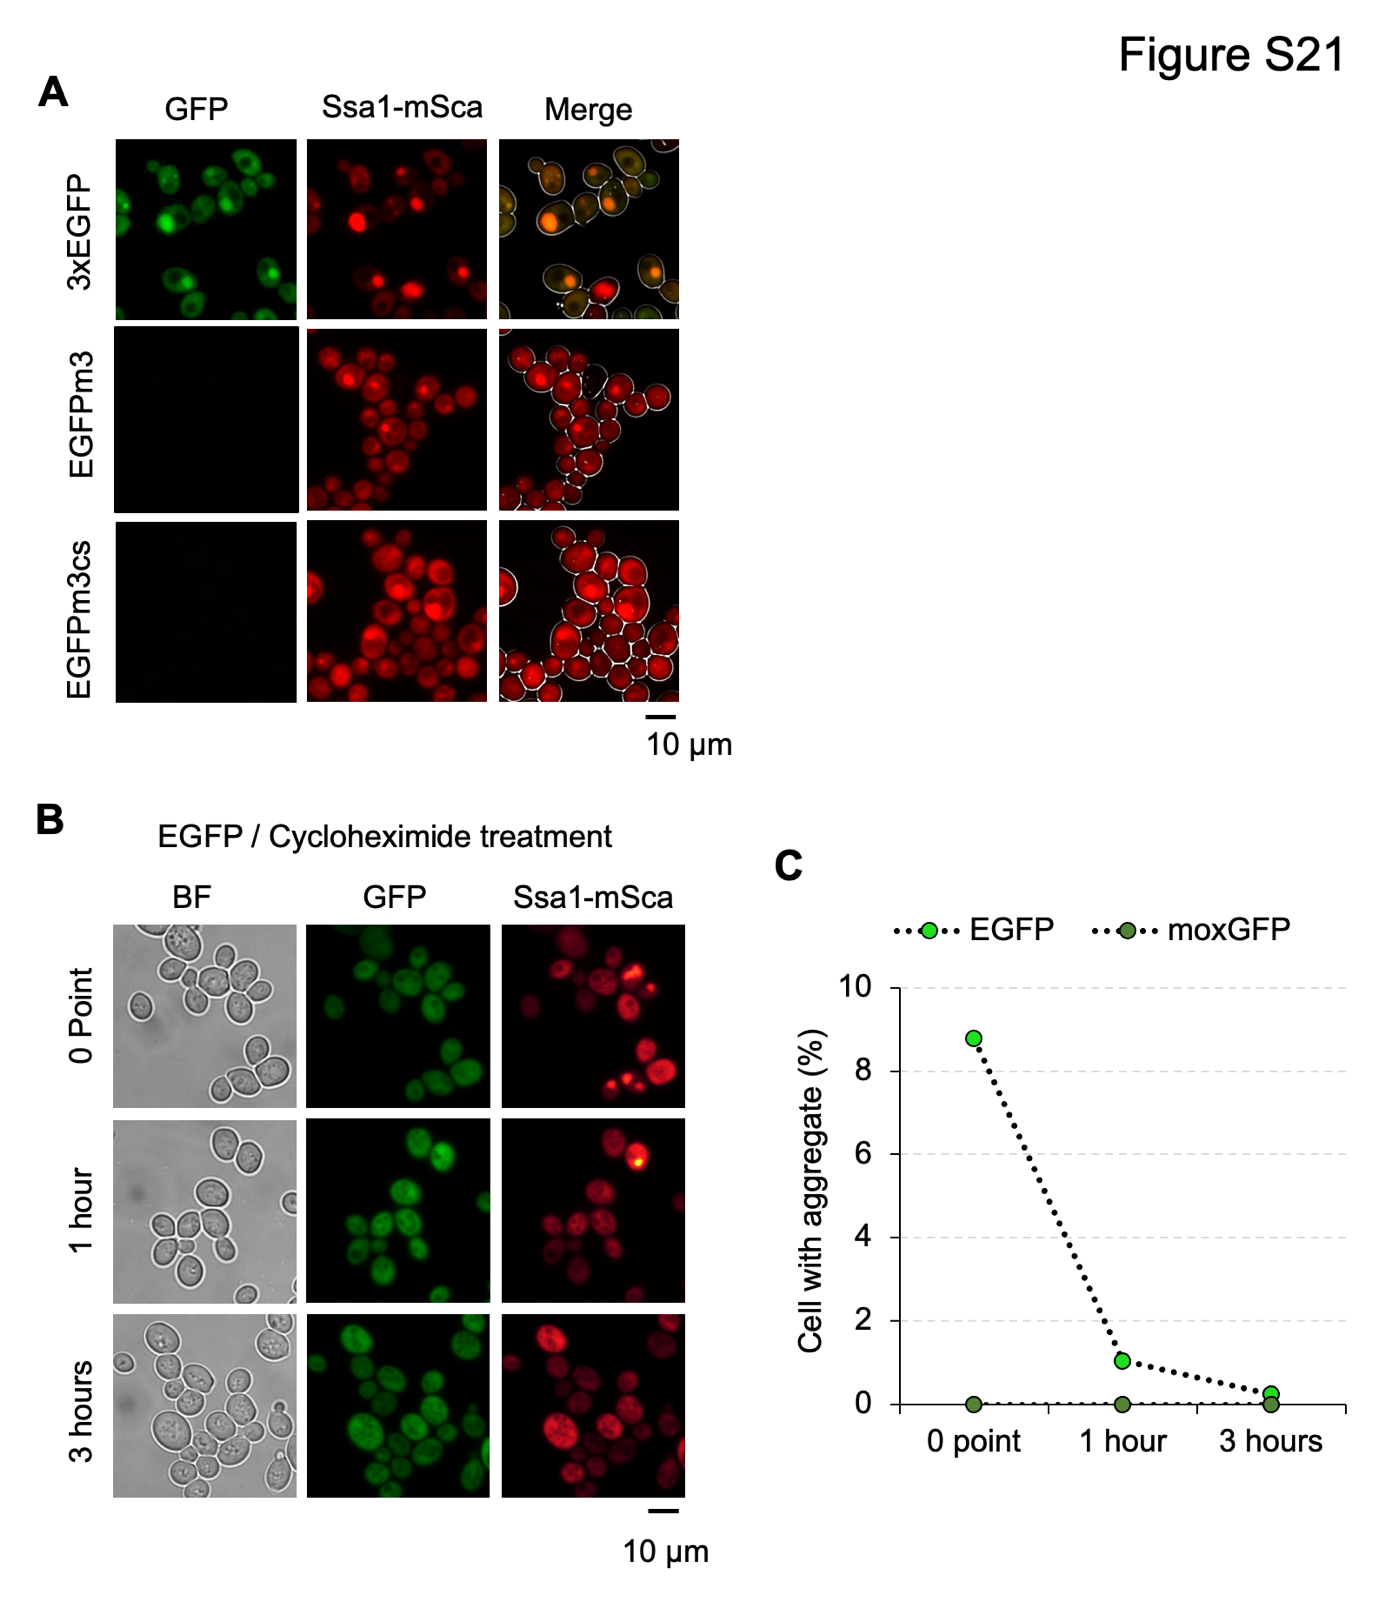

# Figure S21. Behavior of Ssa1 aggregates in overexpressing cells

(**A** and **B**) BY4741 cells overexpressing 3xEGFP, EGFPm3, and EGFPm3cs along with Ssa1-mScarlet-I were cultured in SC-Leu/Ura until OD_660_ of 1.0. Ssa1-mScaI: red fluorescent image of Ssa1-mScarlet-I, GFP: green fluorescent image of GFP variants, Merge: superimposed image of both fluorescence and cell outlines obtained from brightfield image. Note that EGFm3 and EGFPm3cs tend to misfold, so there is no GFP fluorescence. (**B**) Cycloheximide treatment of overexpressing cells. BY4741 cells overexpressing EGFP and moxGFP along with Ssa1-mScarlet-I were cultured in SC-Leu/Ura until OD_660_ of 1.0, cycloheximide (final concentration 250µg/ml) was added, and fluorescence microscopy imaging was performed immediately (0 point), 3 hours, and overnight. Ssa1-mScaI: red fluorescent image of Ssa1-mScarlet-I, GFP: green fluorescent image of GFP variants. (**C**) Quantitative measurement of Ssa1-mScarlet-I aggregates. The aggregates observed in more than 300 cells cultured by method B were quantified by visually and expressed as a percentage.

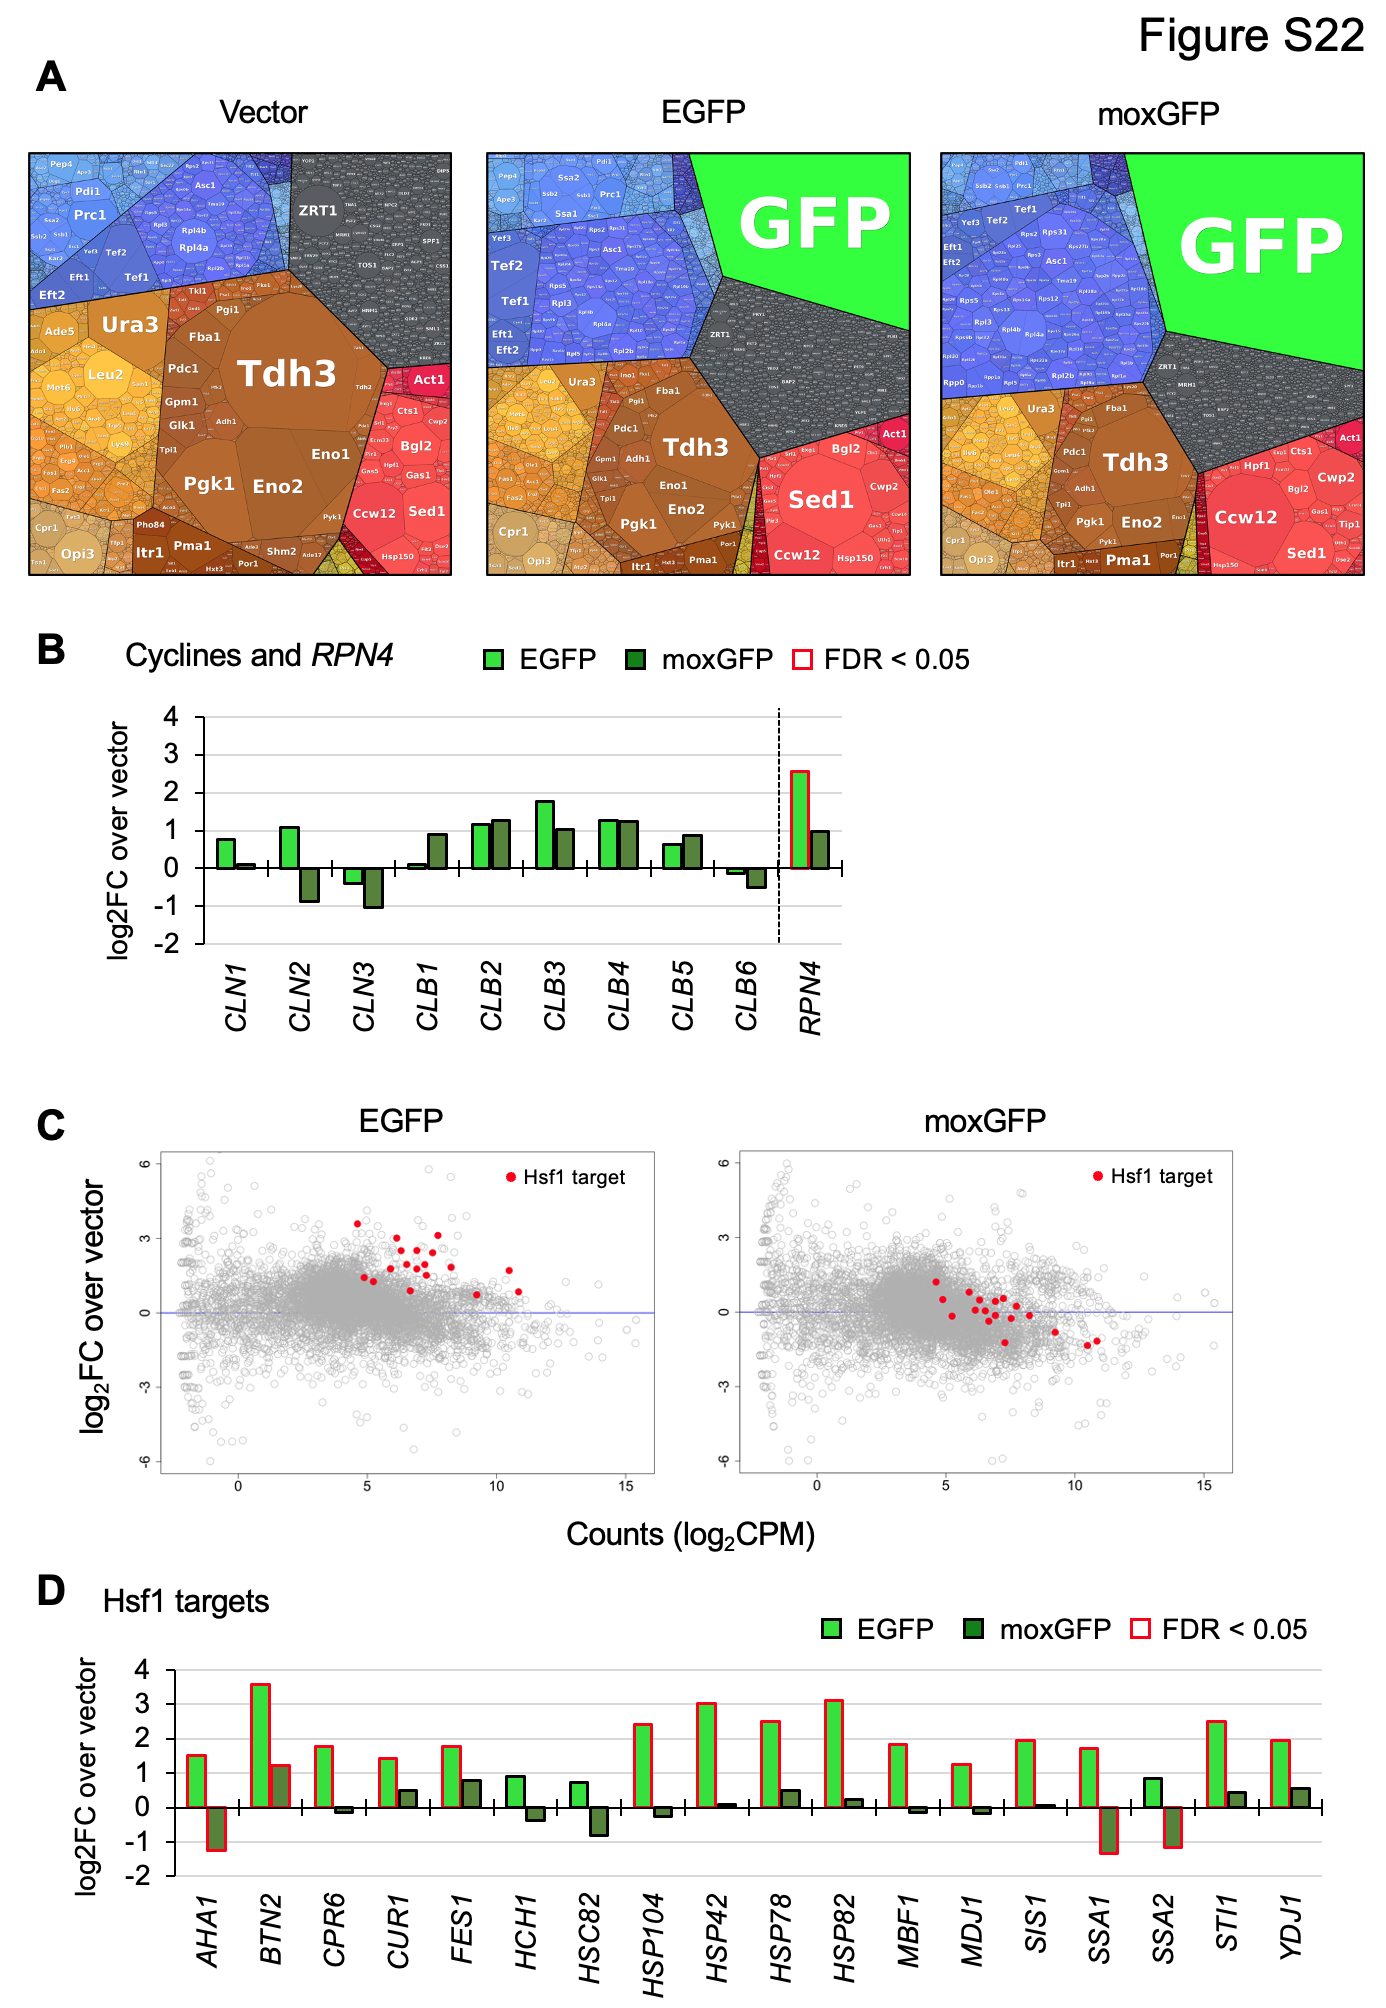

# Figure S22. Transcriptome analysis of EGFP and moxGFP overexpressing cells

(**A**) Visualization of RNAseq data using Proteomap. RNAseq read data was visualized by the Proteomap (<https://bionic-vis.biologie.uni-greifswald.de/>) with a custom treemap template.

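A Proteomap draws each gene with an area in proportion to its share of the total, so it depends on what is counted in that total. Without the GFP entries, LEU2 and URA3, the glycolytic enzymes took 18.9% ± 1.15 (SD, n = 3) of counts in the vector control, 10.8% ± 0.181 (SD, n = 3) with EGFP and 7.49% ± 3.26 (SD, n = 3) with moxGFP. The ribosomal proteins took 6.00% ± 2.07 (SD, n = 3), 10.5% ± 2.27 (SD, n = 3) and 15.6% ± 5.25 (SD, n = 3) of that total. Without the 5 entries with the highest mean share (both GFP entries, a pair of 25S ribosomal RNA entries and TDH3), the glycolytic enzymes other than TDH3 took 13.5% ± 0.330 (SD, n = 3), 7.82% ± 0.524 (SD, n = 3) and 4.69% ± 2.23 (SD, n = 3), in the same order. With every total tried, the shares of each replicate gave exact permutation p values from 0.1 to 0.3 between any pair of groups.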

(**B**) Cyclin genes *RPN4* were extracted and plotted as a bar graph from the same data in **C**. Data with significant false discovery rate (FDR < 0.05) are indicated by red boxes. **(C**) Transcriptional profiles of EGFP and moxGFP overexpression strains obtained by RNAseq analysis. Each gray circle represents the change in the read count of the respective gene in the overexpressing strain over the vector (log_2_ fold change, FC), and the average read count of the overexpressing strain and the vector (log_2_ counts per million reads, CPM). 

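SSA1 (YAL005C) had 931 ± 163 normalized CPM (SD, n = 3) in the vector control, 2487 ± 209 (SD, n = 3) with EGFP and 412 ± 119 (SD, n = 3) with moxGFP. Its log2 fold change was 1.42 with EGFP (standard error 0.33, edgeR FDR = 0.0164), −1.18 with moxGFP (standard error 0.33, edgeR FDR = 0.0222) and −2.59 between moxGFP and EGFP (standard error 0.34, edgeR FDR = 0.00324). Leaving out each library of both groups in turn kept the EGFP value of SSA1 between 1.29 and 1.54, with an FDR below 0.05 in 2 of 6 fits. Its near-identical copy SSA2, between which and SSA1 the authors' counting could have split reads, had 0.57 with EGFP (standard error 0.33, edgeR FDR = 0.274) and −1.09 with moxGFP (standard error 0.33, edgeR FDR = 0.0313). HSC82, a near-identical copy of HSP82, had 0.44 with EGFP (standard error 0.32, edgeR FDR = 0.384), and HCH1 had 0.63 (standard error 0.25, edgeR FDR = 0.113). FES1 was higher with both proteins, by 1.47 with EGFP (standard error 0.30, edgeR FDR = 0.0095) and by 1.01 with moxGFP (standard error 0.30, edgeR FDR = 0.0279). HSP104 had a log2 fold change of 2.15 with EGFP (standard error 0.31, edgeR FDR = 0.00228).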

The red filled circles indicate genes known to be targets of Hsf1. **(D)** The targets of Hsf1 were extracted and plotted as a bar graph from the same data in **C**. Data with significant false discovery rate (FDR < 0.05) are indicated by red boxes.

How the deposited data were processed for this re-analysis (not part of the article)

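RNA-seq of BY4743 cells with the empty vector, EGFP or moxGFP in log phase was taken up, with 3 replicates of each strain. The authors checked the reads with FastP, aligned them with Hisat2, formatted them with Samtools and quantified them with StringTie. They deposited a table of raw counts per gene for 9 libraries, whole numbers without normalization, with 7220 rows that include 92 ERCC spike-ins, ribosomal RNA and an entry for each GFP. The group of each library and its replicate number come from the labels of the deposited samples, and the pairing of libraries by replicate number rests on those labels alone. The paper names edgeR for the expression analysis and an FDR of 0.05, and its text names no test, normalization or filter.

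From the counts, the 7128 gene rows without spike-ins were filtered with edgeR's filterByExpr, which kept 6338 genes, and scaled by TMM. edgeR's quasi-likelihood test was fitted to all 9 libraries without a replicate block, so that the 3 groups share an estimate of the spread, and 3 comparisons were made: EGFP with vector, moxGFP with vector and moxGFP with EGFP. Genes with a Benjamini-Hochberg FDR below 0.05 over all genes tested were called. CPM are TMM-normalized. Standard errors of log2 fold changes come from the same fit. Lists of 18 Hsf1 targets, 9 cyclins, 19 glycolytic enzymes, 137 ribosomal proteins, 33 proteasome subunits and the genes of Fig. 7c to e (13, 12, 60 and 25) were written down before the data were examined, as were the comparisons, the named-gene rule and the alternatives not marked as added. Of these lists, the Fig. 7 ones are the paper's own calls. Gene sets were tested with limma's camera (inter-gene correlation 0.01) and adjusted over 15 tests. Lists named beside a count adjusted over the list alone used the p-values of the same edgeR fit. Shares of counts were compared by exact permutation of 3 libraries against 3, where no p below 0.1 is possible. GO terms were tested by Fisher's exact test, one-sided, against the genes tested, for terms with at least 10 genes annotated by experiment in the annotation of the reference genome, which lists such terms for 5476 genes.

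The genes named in the text were chosen by rule: every gene that the paper names in its transcriptome text or shows in Fig. 7c to e or Supplementary Fig. 22, the plasmid markers, the GFP entries, and for each comparison and direction the 5 genes with the largest change among those called whose groups did not overlap. Names and neighbouring genes come from the R64 reference of the strain S288C, to which 6048 rows matched by locus tag. The build used by the authors is not stated, so no coordinates are given. Near-identical copies were found by BLAST between coding sequences (at least 90% identity over at least 50% of the length), and genes with a copy or an overlapping gene are marked as uncertain, since the strand setting of the counting is not stated.

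The alternatives were DESeq2's size factors, library sizes alone, ERCC spike-ins as library size, cyclic loess with limma-voom, DESeq2's Wald test, edgeR's exact test without a filter, no filter, at least 10 counts in every library, no transgene or marker rows, a fit to the 2 groups compared, the replicate number as a block, limma's fry in place of camera, other denominators for shares, other backgrounds and calls for GO terms, and leaving out each replicate in turn. Alternatives added after seeing the data left out the ribosomal RNA rows, left moxGFP replicate 2 out of the shared spread, took GO genes by the words in a term's name, or combined the exact test without a filter with library sizes alone, with gene-wise or common dispersion. The tests of single genes, but not those of sets, GO terms or shares, were also run on simulated counts: with 200 genes changed 4-fold, edgeR's quasi-likelihood test on 6378 genes recovered 96.5% of them, and 7.2% of its calls were false. DESeq2's Wald test recovered 96% with 13.5% false. The simulation gave every gene and library a biological coefficient of variation of 0.3, where that of the data was 0.364. It held no deviant library, so these rates may be better than those in the data. Totals per library ran from 7022201 to 12959660 gene counts. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, BLAST 2.17.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The raw reads, the Proteomap drawing and the other experiments of the paper were not analysed here.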

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

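The tests of GC content, gene length and expression level in this part were set before the result was seen, as were the test of the leucine and uracil pathways, the tests of phosphate genes, the test of low depth and the counts of splits of the zinc and phosphate sets, and all other tests here were chosen after the result was seen.

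Ribosomal RNA took 61.1% of gene counts in moxGFP replicate 2, a signal in entries that the paper does not report on. A smaller library does not explain it, since 2 libraries had fewer gene counts. A mislabelled library does not explain it either, since 94.6% of its GFP counts were in the moxGFP entry. Across genes, its deviation from the other moxGFP replicates had a Spearman rho of 0.096 with GC content, −0.33 with gene length and −0.0104 with expression level, where other libraries reached −0.59 with GC content and −0.47 and 0.41 with length. Incomplete removal of ribosomal RNA alone would leave the other genes as in the replicates. Without the ribosomal RNA entries, however, the higher of its correlations with the other moxGFP replicates was 0.80, where that between replicates 1 and 3 was 0.958. The 61 small non-coding RNA genes had a median log2 deviation of 3.41 from the mean of the other moxGFP replicates in this library. In replicates 1 and 3 it was −1.19 and −2.28. In replicate 2, 58 of the 61 genes were above the mean of the others. Vector control replicate 1, with the next highest share of ribosomal RNA (23.0%), had a median deviation of 0.93 from the mean of its own replicates. There, 58 of the 61 genes were above that mean as well. EGFP replicate 2, with 14.4% the highest of its group, had −0.09 and 26 of 61 genes above the mean of the others, which goes the other way. More RNA without poly(A) tails thus remains a candidate explanation for moxGFP replicate 2 that not every library supports. No biological explanation was tested, since the design gives replicate 2 no condition of its own.

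In the same library, 18 genes had 0 counts although both other moxGFP replicates had at least 100. At its depth, the other replicates gave an expectation of 10 or more counts for all 18 genes, with a lowest of 44.9. The choice of genes with at least 100 counts in those replicates sets this expectation, so it is no separate test of low depth, and the cause of the zeros remains open. The vector control replicates 1 and 2 had 1 and 2 such genes and the other libraries none. No biological explanation was tested.

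The EGFP entry took at least 0.234% of gene counts in each moxGFP library, and the moxGFP entry took at least 0.31% in each EGFP library, above the level in the vector control libraries. The lowest share of the EGFP entry in a moxGFP library was 346 times the highest in a vector library, so a carry-over of reads between libraries that would also reach the vector control does not explain it. If reads were shared between the near-identical sequences, the EGFP entry would take a steady part of the GFP counts. It took 1.51, 5.38 and 1.31% in moxGFP replicates 1 to 3, a ratio of 4.1 between the highest and the lowest, and the moxGFP entry took 3.27, 2.68 and 2.95% in the EGFP replicates. The part was thus not steady in the moxGFP libraries, where replicate 2 stood apart, which goes against a fixed part of shared reads there. How the authors' tools assigned such reads is not known, so no explanation was settled.

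ZPS1 fell by 7.55 on the log2 scale with EGFP (log2 fold change −7.55), and PHO84 and PHO89 also fell with both proteins, genes that the paper does not discuss. A single vector library does not explain it: the lowest CPM of ZPS1 in the vector control was 43.9 times the highest in an overexpression library. A zinc set took genes whose description names Zap1 or holds chosen phrases for low zinc and zinc deficiency, regulation or affinity, without ZPS1 and ZRT1. This set moved the same way, with a median log2 fold change of −0.55 with EGFP (limma's camera test, FDR = 0.0434 over 6 tests, 9 of 15 lower). With moxGFP the median was −0.63 (camera FDR = 0.00435, 11 of 15 lower). Other phosphate genes, chosen by words in their description, showed no shift as a set with EGFP (camera FDR = 0.349, 20 of 43 lower, 6 called lower). With moxGFP they had a median of −0.26 (camera FDR = 0.0434, 27 of 43 lower, 8 called lower). Of the 4 splits of the 6 libraries that part all libraries of the same number, 1 gave as small a camera p for the zinc set with EGFP, 1 with moxGFP, 1 for the phosphate set with EGFP and 1 with moxGFP, each the real split, and 4 splits cannot give a share below 1 in 4. Between moxGFP and EGFP the lowest FDR of the 3 genes was 0.0201 (PHO84, edgeR's test), so either strain differs from the vector control and PHO84 also differs between the strains. The zinc and phosphate state of the cultures is not measured in these libraries, so the cause remains open.

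LEU2, the selected marker of the plasmid, had a log2 fold change of −2.67 with EGFP, and URA3 was lower as well. Of 13 other genes named LEU or URA, 2 (URA4 and URA8, named after their values were seen) were called lower in an overexpression strain. No LEU gene was among them, so a common regulation of the leucine genes does not explain the fall of LEU2. For URA3 the values were mixed. With EGFP and moxGFP, URA4 had log2 fold changes of −1.04 and −0.85, and URA8 had −1.49 and −3.03. In contrast, URA10 was called higher with EGFP (1.33, edgeR FDR = 0.029) and URA7 with moxGFP (1.28, edgeR FDR = 0.0113). A regulation of uracil genes thus remains open for URA3. Scaling does not remove the fall, since the value nearest to 0 over 4 scalings, both genes and both comparisons, was −1.31. The call of URA3 with EGFP did depend on the scaling. With library sizes alone, the edgeR FDR of URA3 was 0.104 with EGFP and 0.0497 with moxGFP, against 0.0192 and 0.0102 for LEU2. In the paper's design the target gene acts as a bias that lowers the plasmid copy number, so a lower number of plasmids per cell may explain the fall of both markers. Plasmid copies are not measured in these libraries, so this remains a hypothesis.

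YAL037C-A had a log2 fold change of 6.70 with moxGFP and of −0.16 with EGFP (edgeR FDR = 0.865), and the direct comparison of the strains gave 6.87 (edgeR FDR = 0.00198). Read-through from the neighbouring gene CDC19 does not explain it, since CDC19 fell, with a log2 fold change of −1.80 (edgeR FDR = 0.0667). Its counts were a steady part of the moxGFP counts, with a ratio of 1.46 between the highest and the lowest replicate. The pattern cannot be told apart from reads of the moxGFP cassette.

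YHR052W-A, in the CUP1 repeat, had a log2 fold change of 5.08 with moxGFP. More copies of the repeat would raise its members alike. With moxGFP, 5 of the 6 entries of the repeat had log2 fold changes from 4.21 to 5.23, and YHR054C had 2.19, so that the largest minus the smallest was 3.05. With EGFP, all 6 lay between 1.70 and 2.32. Only YHR054C departs from an equal rise with moxGFP, so more copies of the repeat cannot be excluded. Reads shared between the copies were not tested.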

How the results depend on the processing

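Tests of replicate 2 in this part, and the alternatives marked as added, were chosen after the result was seen. The values below are counts of genes at an FDR below 0.05, or medians of log2 fold changes with camera FDRs.

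The counts of genes depended on the scaling. Library sizes alone gave 81 higher and 34 lower for EGFP against vector, 104 and 144 for moxGFP against vector, and 19 and 127 for moxGFP against EGFP. Of these calls 113 of 115, 245 of 248 and 134 of 146 were shared with TMM. The ERCC spike-ins gave 7 and 14, 11 and 17, and 2 and 2, all but 1 of them shared with TMM. The higher calls were 33.3% (EGFP against vector) and 39.3% (moxGFP against vector) of the total with the ERCC spike-ins, against 49.5 and 51.4% with TMM. The cause of these changes was not tested. The share of counts taken by the spike-ins themselves differed between replicates of a strain.

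DESeq2's Wald test gave 774 lower for EGFP against vector and 809 higher for moxGFP against EGFP, and edgeR's exact test without a filter gave 748 higher there. A fit to the 2 groups compared gave 898 higher and 1055 lower for EGFP against vector, 609 higher for moxGFP against vector, and 119 and 126 for moxGFP against EGFP. With moxGFP replicate 2 left out of the shared spread, an added alternative, EGFP against vector gave 945 and 1104, including all 974 of the calls with all libraries. The biological coefficient of variation was 0.255 without that replicate, 0.364 with all libraries and 0.354 to 0.391 without any other, which is in line with a wider shared spread from that replicate. The added exact test without a filter and with library sizes alone gave 90 lower for EGFP against vector, 282 and 309 for moxGFP against vector, and 70 higher for moxGFP against EGFP, with 79.0 and 17.0% of calls higher in the first and last comparison. With a common dispersion it gave 265 and 90, 262 and 272, and 100 higher, with 74.6 and 24.8% higher.

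With the replicate number as a block, the counts were 348 and 390, 730 and 780, and 266 and 329. The last comparison's 266 higher genes were fewer than 474 by more than 1.5 times. Under the block the glycolytic genes between moxGFP and EGFP had a median of −0.63 (FDR = 0.049).

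Leaving out each library in turn gave 106 to 362 higher and 168 to 380 lower genes for EGFP against vector, 346 to 1182 and 404 to 1206 for moxGFP against vector, and 32 to 744 and 69 to 650 for moxGFP against EGFP. Over these fits the median of ribosomal proteins with EGFP ran from 0.19 to 0.60 (FDR 9.83e-06 to 0.208), of Hsf1 targets with moxGFP from −0.14 to 0.14 (FDR 0.531 to 0.984; 0.02, 0.14, 0.13 and 0.04 in the 4 fits above 0), of glycolytic enzymes between moxGFP and EGFP from −0.81 to −0.33 (FDR 0.00845 to 0.451), of proteasome subunits with EGFP from −0.11 to 0.21 (FDR 0.49 to 0.949; −0.11, −0.03 and −0.06 below 0), and of the protein folding list with moxGFP from 0.51 to 0.74 (FDR 0.0335 to 0.0928).

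Cyclic loess turned the median of Hsf1 targets with moxGFP to 0.51 (FDR = 0.0361) and of proteasome subunits with moxGFP to 0.32 (FDR = 0.116), and raised that of proteasome subunits with EGFP to 0.26 (FDR = 0.0361). DESeq2's size factors turned the last to −0.0128, and the added fit without replicate 2 in the shared spread to −0.000116. The glycolytic genes between moxGFP and EGFP passed the threshold with library sizes alone (−0.92, FDR = 0.041, where all genes moved by −0.47), the ERCC spike-ins (−0.59, FDR = 0.00987) and cyclic loess (−0.72, FDR = 0.000849). The ribosomal proteins with EGFP, at 0.35, did not pass with fry (FDR = 0.378). The protein folding list with moxGFP did not pass with library sizes alone (0.45, FDR = 0.0648), the ERCC spike-ins (0.51, FDR = 0.0782), at least 10 counts in every library (0.67, FDR = 0.0714) or, as added, without ribosomal RNA (0.70, FDR = 0.0512). The cause was not tested.

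The Hsf1 targets, the glycolytic enzymes and the ribosome biogenesis and carbohydrate lists with EGFP, the glycolytic enzymes, ribosomal proteins and oxidative stress list with moxGFP, and the Hsf1 targets and ribosomal proteins between the strains kept their direction and side of the threshold in every alternative run. For the Fig. 7 lists this says little, since the paper chose them against the same 3 vector control libraries. In the GO tests, the oxidative stress genes among EGFP-up genes passed with the exact test's calls alone (odds ratio 2.00, FDR = 0.0398).

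Shares of counts moved by more than 1 SD as follows. The 5 highest entries include TDH3, so glycolytic shares without those entries leave this gene out. Glycolytic enzymes took 13.5% without the 5 highest entries and 21.4% of open reading frames in the vector control, 10.8% without transgenes and markers, 7.82% without the 5 highest and 12.4% of open reading frames with EGFP, and 10.5% of open reading frames with moxGFP. Ribosomal proteins took, in the same order of denominators, 10.5, 11.9 and 12.1% with EGFP and 15.6, 18.1 and 22.6% with moxGFP.

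Over 1183 alternative results for 74 changes of genes chosen by the naming rule, 1011 kept direction and side of the threshold, 158 no longer passed, 10 newly passed and 4 reversed. The 4 were HSP82 with moxGFP without vector replicate 1 (−0.0673) and YAL037C-A with EGFP under library sizes alone (0.33), without vector replicate 1 (0.43) and without EGFP replicate 3 (0.23), none of them past the threshold in either fit. Without EGFP replicate 2, YAL037C-A had −0.65. The depth limits genes with few counts: BTN2 had as few as 34 counts in a vector control library.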

Differences from the paper's values

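In this part, the scan over GO terms, the rule that takes GO genes by the words in a term's name and the alternatives marked as added or as chosen after seeing the values were chosen after the result was seen, and no other test was.

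The paper reports 117 genes higher and 58 lower with EGFP than in the vector control, where 482 and 492 were found. Of the alternatives set before the data were examined, library sizes alone (81 higher) and the fit without vector replicate 1 (106 higher) came within 1.5 times of the paper's 117, and the others did not. None came within that of the paper's 58 lower. Library sizes alone gave 34. An alternative added after seeing the values, the exact test without a filter and with library sizes alone, gave 90. The same alternative gave 338 higher, against the paper's 117.

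For moxGFP against vector, the paper reports 153 higher and 186 lower, where 937 and 887 were found. Of the alternatives set before the data were examined, library sizes alone (104 higher and 144 lower) came within 1.5 times of both, and no other did. An alternative chosen after seeing the values, the exact test without a filter with library sizes alone and a common dispersion, gave 262 higher and 272 lower.

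The paper reports 26 genes higher with moxGFP than with EGFP and 134 higher with EGFP than with moxGFP, where 474 and 448 were found. Of the alternatives set before the data were examined, library sizes alone (19) and the fit without EGFP replicate 2 (32) came within 1.5 times of the paper's 26. For the paper's 134 these were library sizes alone (127), the fit to the 2 groups compared (126) and the fit without EGFP replicate 1 (148). Chosen after seeing the values, the exact test without a filter and with library sizes alone gave 70 and 342, and with a common dispersion 100 and 303.

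In the paper's Supplementary Data 2, HSP42 has a log2 fold change of −2.934 between moxGFP and EGFP, where −2.33 (standard error 0.40) was found. Within the standard error of the paper's value were library sizes alone (−3.09), the ERCC spike-ins (−2.75), the fits without EGFP replicate 3 (−2.51 with its own standard error) and without moxGFP replicate 2 (−2.83), and, chosen after seeing the values, the exact test with library sizes alone (−3.09). The paper's value for SSA1 is −3.05, where −2.59 (standard error 0.34) was found. Within the error were library sizes alone (−3.21), the ERCC spike-ins (−2.88), cyclic loess (−2.92), the fit without moxGFP replicate 2 (−2.77) and, chosen after seeing the values, the exact test with library sizes alone (−3.21). The other alternatives set before the data were examined did not close either gap. For FES1 with EGFP the paper's value is 1.773, where 1.47 (standard error 0.30) was found. Within the error were library sizes alone (1.89), cyclic loess (1.63), the ERCC spike-ins (1.45 with its own standard error), the fits without vector replicates 2 or 3 or EGFP replicates 1 or 2 (1.53, 1.56, 1.59 and 1.52) and, chosen after seeing the values, the exact test with library sizes alone (1.89). For YAL037C-A with EGFP the paper's value is 0.1335, where −0.1649 was found (edgeR FDR = 0.865), of opposite sign but within its standard error of 0.53. Library sizes alone (0.33) and the fits without vector replicate 1 (0.43) or EGFP replicate 3 (0.23) gave the paper's sign, as did the exact test with library sizes alone (0.33), chosen after seeing the values.

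The paper states that no cyclin showed a significant change, where CLB3 was called with EGFP (edgeR FDR = 0.0104) and CLB3, CLB5, CLN2 and CLN3 with moxGFP. The paper's Supplementary Data 2 gives CLB3 an FDR of 0.146 with EGFP. Library sizes alone and the ERCC spike-ins called none of the 9 cyclins in any comparison, with 2, 0 and 1 and with 0, 0 and 0 at an unadjusted p below 0.05. The exact test without a filter and with library sizes alone, chosen after seeing the values, called CLB3 with EGFP (FDR = 0.0404), CLN2 between the strains and no cyclin with moxGFP. With library sizes alone the 4 calls with moxGFP were thus absent in both tests, while DESeq2's size factors kept all 4. The calls of CLB3 with EGFP and of CLN2 between the strains depended on the test. A fit to the 2 groups compared called 4 cyclins with EGFP and 1 with moxGFP. Without moxGFP replicate 2, 3 were called with EGFP and 7 with moxGFP.

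The paper reports the GO term response to oxidative stress as enriched among the EGFP-up genes and among genes higher with EGFP than with moxGFP. Genes of terms whose names hold the words oxidative stress had FDRs of 0.075 and 0.0854 in Fisher's exact test. With the calls of edgeR's exact test without a filter the first was 0.0398. No setting brought the second below 0.05.

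Supplementary Fig. 22d marks Hsf1 targets as significant for EGFP only, where BTN2 and FES1 were called higher and SSA1 and SSA2 lower with moxGFP. Of 10 alternatives, 8 kept the call of BTN2, 7 that of FES1, 7 that of SSA1 and 6 that of SSA2. Of 6 fits with a library left out, 6, 2, 3 and 3 kept them, in the same order. With library sizes alone, the edgeR FDR was 0.331 for FES1 and 0.0997 for SSA1. The paper's Table 2 lists no GO term for the genes it called lower with EGFP. Camera over 572 GO terms, a test of all genes and not of a called list, put 15 terms lower with EGFP at an FDR below 0.05. Among them was GPI anchor biosynthetic process (23 genes, median log2 fold change −1.14, camera FDR = 9.27e-05). The genes called lower with EGFP were not tested for GO terms here, so camera cannot contradict the paper's result. Of 4 splits of these libraries, 2 gave as many changed terms in either direction (31 in the real split, 7 to 53 in the others).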

Other observations

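In this part, the splits of the counts of GO terms were set before the result was seen, and all other tests, the other splits included, were chosen after the result was seen.

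The count of genes in each comparison was set against other splits of the same 6 libraries into 3 and 3, each fitted to those libraries alone. Of the 4 splits that part all libraries of the same number, the real one included, 1 gave as many genes for EGFP against vector, 1 for moxGFP against vector and 1 for moxGFP against EGFP, each the real split. The real splits gave 1953, 1214 and 245 genes and all other splits of the 10 gave 0 or 1. The 6 other splits keep a pair of libraries of the same number together. Neither 4 nor 10 splits can give a share below 0.05.

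For the gene sets, the number of these 4 splits with as small a camera p, the real one included, was 1 (EGFP against vector), 4 (moxGFP against vector) and 1 (moxGFP against EGFP) for the Hsf1 targets, 4, 2 and 2 for the ribosomal proteins, and 1, 1 and 2 for the glycolytic enzymes. It was 4 and 3 for the proteasome subunits with EGFP and moxGFP, 2 and 1 for the ribosome biogenesis and carbohydrate lists with EGFP, and 2 and 1 for the protein folding and oxidative stress lists with moxGFP. Splits that mix the strains thus gave camera p values for the ribosomal proteins as small as the real ones, from 2.87e-12 to 1.43e-05 for EGFP and vector libraries, where the real split gave 0.00319. The expression of these genes differed between libraries within the strains.

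Camera was also run over 572 GO terms of 10 to 200 genes annotated by experiment. At an FDR below 0.05, 34 terms changed with EGFP (19 higher and 15 lower), 65 with moxGFP (49 higher and 16 lower) and 82 between moxGFP and EGFP (42 higher and 40 lower). In fits to the groups compared, 2 of the 4 splits gave as many terms for EGFP (31 in the real split, 7 to 53 in the others), 2 for moxGFP (64 in the real split, 10 to 75 in the others) and 1 between the strains (82 in the real split, 12 to 63 in the others). Among the terms lower with EGFP were polyphosphate metabolic process (10 genes, median log2 fold change −0.66, camera FDR = 0.00021), dolichol-linked oligosaccharide biosynthetic process (13 genes, median log2 fold change −1.53, camera FDR = 0.000365), protein N-linked glycosylation (30 genes, −0.72, camera FDR = 0.000776), fungal-type cell wall (75 genes, −0.67, camera FDR = 0.000549) and endoplasmic reticulum membrane (126 genes, −0.50, camera FDR = 0.000282). These terms share genes, and no explanation was tested.

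For the higher expression of ribosomal protein genes with moxGFP, a bias that depends on expression level and a single library were weighed. After cyclic loess, which removes a trend with expression level, their median log2 fold change was 1.89, and without moxGFP replicate 2 it was 1.20, so neither explains it alone. All 137 genes were higher, the replicate groups of 116 of them did not overlap, where chance gives 10%, and the median ran from 1.20 to 1.77 when any library was left out. A split that mixes the strains also gave as small a camera p for this set, so the camera p alone does not separate the strains from single libraries. A response to moxGFP may be stated as a hypothesis.

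The gene sheet of the paper's Supplementary Data 2, as read here, gives fold changes for 1998 genes. It seems to stop partway through the systematic names, so its calls are only a part of those counted in the paper's Table 2. The differences from them had SDs of 0.0359, 0.0333 and 0.0466 in the comparisons of EGFP with vector, moxGFP with vector and moxGFP with EGFP when the exact test was run with library sizes alone, and of 0.061, 0.244 and 0.246 when it was run with TMM. The median differences were 0.139, −0.025 and −0.161 with library sizes alone and −0.303, 0.0037 and 0.305 with TMM. Since an offset shared by all genes is how a difference in scaling would show, the scaling behind the paper's fold changes remains open. In that part of the sheet, 56, 98 and 40 genes had an FDR below 0.05. The exact test with library sizes alone called all of them in the same direction, among 117, 168 and 101 calls for those 1998 genes. With the quasi-likelihood test and library sizes alone, 38 of 54, 66 of 91 and 32 of 37 of the paper's calls among the 1849 genes tested were found.

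Without moxGFP replicate 2, the biological coefficient of variation fell to 0.255 from 0.364. The larger count of genes for EGFP against vector in that fit may therefore come from the spread that all 9 libraries share.

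EGFP replicate 3 deviated from the other EGFP replicates with the GC content of the coding sequence (Spearman rho −0.593 across 5832 genes, which are not independent replicates), where EGFP replicates 1 and 2 had 0.373 and 0.364. Leaving it out gave 331 genes higher and 327 lower for EGFP against vector. The endoplasmic reticulum chaperone gene KAR2, shown in no list of the paper's moxGFP result, had a log2 fold change of −2.11 with moxGFP (edgeR FDR = 0.00167) and −0.73 with EGFP (edgeR FDR = 0.118).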
